# Neuronal SEL1L-HRD1 ER-associated degradation is essential for motor function and survival in mice

**DOI:** 10.1172/JCI196819

**Published:** 2026-02-19

**Authors:** Mauricio Torres, You Lu, Brent Pederson, Hui Wang, Anna Gretzinger, Liangguang L. Lin, Jiwon Hwang, Xinxin Chen, Alan C. Rupp, Abigail J. Tomlinson, Andrew J. Scott, Zhen Zhao, Daniel R. Wahl, Martin G. Myers, Costas A. Lyssiotis, Ling Qi

**Keywords:** Cell biology, Neuroscience, Cell stress, Metabolomics, Mouse models

## Abstract

Hypomorphic variants in the SEL1L-HRD1 ER-associated degradation (ERAD) complex have been linked to severe neurological syndromes in children, including neurodevelopmental delay, intellectual disability, motor dysfunction, and early death. Despite this association, its physiological importance and underlying mechanisms in neurons remain poorly understood. Here, we show that neuronal SEL1L-HRD1 ERAD is essential for maintaining one-carbon metabolism, motor function, and overall viability. Neuron-specific deletion of *Sel1L* in mice (*Sel1L^SynCre^*) resulted in growth retardation, severe motor impairments, and early mortality by 9 weeks of age — mirroring core clinical features observed in affected patients — despite preserved neuronal numbers and only modest ER stress. Multiomics analyses, including single-nucleus RNA sequencing and metabolomics, revealed significant dysregulation of one-carbon metabolism in ERAD-deficient brains. This included activation of the serine, folate, and methionine pathways, accompanied by elevated levels of *S*-adenosylmethionine and related metabolites, likely resulting from induction of the integrated stress response. Together, these findings uncover a previously unappreciated role for neuronal SEL1L-HRD1 ERAD in coordinating ER protein quality control with metabolic adaptation, providing insight into the molecular basis of ERAD-related neurodevelopmental disease.

## Abstract 2

Using a neuron-specific *Sel1L* (vs. *Ire1a*) knockout mouse model, we demonstrate that *Sel1L* deficiency, not *Ire1a* deficiency, activates integrated stress responses, rewires one-carbon metabolism, and impairs motor function and survival.

## Introduction

Protein synthesis and folding within the endoplasmic reticulum (ER) are tightly coordinated processes essential for cellular homeostasis (1–3). To maintain proteostasis and prevent the accumulation of aberrant proteins, the ER relies on quality control mechanisms, most notably the unfolded protein response (UPR) and ER-associated degradation (ERAD) pathways (4). ERAD targets misfolded or unassembled proteins for retrotranslocation to the cytosol and subsequent proteasomal degradation (5–8). Among ERAD pathways, the SEL1L-HRD1 complex is the most evolutionarily conserved, from yeast to mammals (9–11). HRD1, a multipass transmembrane E3 ubiquitin ligase, forms the retrotranslocation channel (8, 9, 12), while its adaptor, SEL1L, ensures HRD1 stability and substrate recognition (13–18). Deletion of Sel1L or Hrd1 — either globally or in an inducible fashion — results in embryonic or early postnatal lethality, underscoring their essential roles in development and tissue homeostasis (16, 19–21). Cell type–specific knockout studies have further revealed the importance of SEL1L-HRD1 ERAD in diverse physiological contexts, including lipid and glucose metabolism, immune regulation, thermogenesis, and organ integrity (6, 7, 22–25). Recent work from our group has identified pathogenic variants in SEL1L and HRD1 in pediatric patients presenting with neurodevelopmental delay, intellectual disability, motor dysfunction, and early mortality — clinical features that define a syndrome we refer to as ERAD-associated neurodevelopmental disorder with onset in infancy (ENDI) (26–28).

Neurons, as highly specialized and long-lived postmitotic cells, are particularly dependent on efficient protein folding and ER quality control for lifelong function. The ER is central to the folding and maturation of numerous membrane and secretory proteins vital for neurotransmission, synaptic plasticity, and cellular viability (29, 30). Despite the importance of proteostasis in neurons, the functional role of ERAD in the nervous system remains largely unclear. Elucidating ERAD’s role in neurons is critical not only for understanding the pathogenesis of ENDI but also for exploring broader implications in neurodegenerative diseases and age-associated cognitive decline. Prior studies have shown that deletion of Sel1L in hypothalamic neurons disrupts the maturation of prohormones and receptors — including pro–arginine vasopressin, pro-opiomelanocortin, and the leptin receptor — leading to altered fluid balance and energy homeostasis (31–34). Similarly, selective loss of Sel1L in cerebellar Purkinje cells causes early-onset ataxia and neuron degeneration, supporting a cell-autonomous role for ERAD in neuronal integrity (35). However, the global consequences of neuronal ERAD deficiency in vivo remain poorly defined.

In this study, we generated neuron-specific conditional knockout models targeting SEL1L or the UPR sensor IRE1α to dissect the importance of SEL1L-HRD1 ERAD to brain function. We found that deletion of *Sel1L*, but not *Ire1a*, in a subset of neurons led to growth retardation, motor deficits, and early mortality. Remarkably, these phenotypes occurred in the absence of overt neuronal loss or robust UPR activation. Multiomics analyses, including single-nucleus RNA sequencing (snRNA-seq) and metabolomics, revealed broad upregulation of one-carbon metabolism, a pathway central to nucleotide biosynthesis and methylation reactions essential for brain development (36). Disruption of one-carbon metabolism has been implicated in multiple neurodevelopmental and neuropsychiatric disorders, including neural tube defects, autism spectrum disorder, and schizophrenia, often through impaired methylation, altered neurotransmitter synthesis, and elevated homocysteine levels (36–38). Furthermore, the observed metabolic shifts were accompanied by activation of the integrated stress response (ISR) (39), suggesting that ERAD deficiency may lead to metabolic reprogramming.

## Results

### SEL1L and HRD1 are highly enriched in neurons.

To assess the cell type–specific distribution of ERAD components in the brain — including neurons and glial cells such as astrocytes, oligodendrocytes, and microglia (40) — we examined SEL1L and HRD1 protein expression in coronal sections from 5-week-old wild-type (WT) mice by immunofluorescence (Figure 1 and Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/JCI196819DS1). Neurons were identified by NeuN, a nuclear and perinuclear marker of mature neurons, while astrocytes, the most abundant glia cell in brain, were labeled with glial fibrillary acidic protein (GFAP). In the cerebral cortex, SEL1L was predominantly localized to the perinuclear region of NeuN-positive neurons, consistent with its localization to the ER (Figure 1, A, B, and D). In contrast, astrocytes — distinguished by their smaller, stellate morphology — exhibited relatively weak SEL1L expression (Figure 1, A, B, D, and J). In the hippocampus, SEL1L was strongly expressed in neuronal layers of Cornu Ammonis (CA) 1 and CA3, as well as the dentate gyrus (DG), whereas astrocytes exhibited markedly weaker signals (Figure 1, C, E, F, H, K, and L). Similarly, in the cerebellum, SEL1L expression was notably higher in Purkinje neurons compared with surrounding glial cells (Figure 1, G, I, and M). HRD1 exhibited a comparable distribution pattern and subcellular localization across these brain regions (Supplemental Figure 1). Collectively, these data demonstrate that the SEL1L-HRD1 ERAD complex is highly enriched in neurons across multiple brain regions, supporting a potential role in neuronal function and maintenance.

### Generation and validation of a neuron-specific Sel1L-deficient mouse model.

To investigate the role of the SEL1L-HRD1 ERAD pathway in neurons, we generated *Sel1L^SynCre^* mice by crossing *Sel1L*-floxed (*Sel1L^fl/fl^*) animals with a Synapsin I promoter–driven Cre line (41). The Synapsin I promoter becomes active around embryonic day 14–16, depending on the brain region, and remains active in postmitotic neurons (41). To assess SEL1L deletion in the brain, we performed confocal microscopy following immunofluorescence staining for SEL1L and the ER marker KDEL on coronal sections from 5-week-old mice (Figure 2). KDEL signal is known to increase upon ERAD deficiency as part of a compensatory response (42). In WT *Sel1L^fl/fl^* littermates, SEL1L colocalized with KDEL throughout the cortex and hippocampus (yellow, Figure 2, A, B, and F). In contrast, *Sel1L^SynCre^* mice showed loss of SEL1L in subsets of neurons, accompanied by a marked increase in KDEL staining in both regions (red, Figure 2, A, B, and F). These regions are critical for motor function, learning, and memory (43, 44). Quantification revealed that approximately 37% of cortical neurons lacked detectable SEL1L (Figure 2C), while deletion efficiency approached 100% in the CA3 and DG subregions of the hippocampus (arrows, Figure 2, D, F, and G). Interestingly, SEL1L expression in the CA1 region was largely preserved (Figure 2, E and F). Western blot analysis confirmed reduced SEL1L levels in both cortex and hippocampus (Supplemental Figure 2). HRD1 protein was also decreased in the hippocampus but remained unchanged in the cortex. In contrast, OS9, a lectin and known ERAD substrate, was significantly upregulated in both regions (Supplemental Figure 2, A–D), indicating ERAD dysfunction. Together, these results validate the successful generation of a neuron-specific *Sel1L*-knockout model, with regionally distinct deletion efficiencies and evidence of ERAD disruption in affected neurons.

### Neuronal deficiency of SEL1L, but not IRE1α, leads to growth retardation and premature lethality.

*Sel1L^SynCre^* mice were born at Mendelian ratios and were phenotypically indistinguishable from their littermate controls at birth. However, by 2 weeks of age, both male and female *Sel1L^SynCre^* mice exhibited pronounced growth retardation, with body weights reaching only approximately 50% of those of WT littermates by 2 months of age (Figure 3, A–C). These mice also demonstrated increased postweaning mortality, with a median survival of 9 weeks (Figure 3, D–F). In terminal stages, *Sel1L^SynCre^* mice developed tremors and typically died before 12 weeks of age (Supplemental Video 1). Histopathological analysis of peripheral tissues — including brown and white adipose tissue, liver, skeletal muscle, kidney, and pancreas — revealed no overt abnormalities (Supplemental Figure 3). To determine whether disruption of the UPR elicits similar phenotypes, we generated *Ire1a^SynCre^* mice, in which IRE1α, a major UPR sensor (45), was conditionally deleted in neurons using the same Synapsin I promoter–driven Cre line. Western blotting confirmed efficient deletion of IRE1α in both cortex and hippocampus (Supplemental Figure 4A). In contrast with *Sel1L^SynCre^* mice, *Ire1a^SynCre^* mice developed normally and were indistinguishable from their WT littermates with respect to body weight, appearance, and overall health (Figure 3, G–I). Moreover, binding immunoglobulin protein (BiP) expression, PKR-like ER kinase (PERK) levels, and eukaryotic initiation factor 2 alpha (eIF2α) phosphorylation remained unaltered, indicating preserved ER homeostasis (Supplemental Figure 4, A and B). These findings establish that the SEL1L-HRD1 ERAD pathway, but not neuronal IRE1α signaling, is essential for maintaining neuronal homeostasis and is critically required for postnatal growth and survival.

### Impaired motor activity and behavioral abnormalities in Sel1L^SynCre^ mice.

*Sel1L^SynCre^* mice began to exhibit neurological abnormalities as early as 2 weeks of age (Supplemental Video 2). A prominent early phenotype was abnormal limb-clasping reflexes when suspended by the tail, in contrast with WT littermates, which showed normal limb extension (Figure 4, A and B). In comparison, *Ire1a^SynCre^* mice exhibited normal limb-clasping responses, even at 12 weeks of age (Figure 4, C and D). In the open field test, *Sel1L^SynCre^* mice demonstrated substantially reduced spontaneous locomotor activity (Figure 4E). Quantitative analysis over a 30-minute period revealed a 60% reduction in total distance traveled (Figure 4F) and a 63% decrease in time spent in the center of the arena, indicating increased anxiety-like behavior (Figure 4G). Additionally, these mice exhibited a 68% reduction in rearing frequency, an exploratory behavior in rodents (46), further supporting behavioral impairment (Figure 4H). Motor coordination was also compromised in *Sel1L^SynCre^* mice, as evidenced by an 80% reduction in latency to fall during rotarod testing (Figure 4I). In contrast, *Ire1a^SynCre^* mice displayed no significant deficits in locomotor activity or behavior (Figure 4, J–L). Collectively, these data indicate that SEL1L expression in neurons is essential for maintaining normal motor coordination and behavioral responses, including anxiety, in mice.

### Neuronal SEL1L deficiency does not induce significant cell death.

To investigate the impact of SEL1L deficiency in neurons, we compared brain size between *Sel1L^SynCre^* mice and WT littermates. Although *Sel1L^SynCre^* mice exhibited a 22% reduction in absolute brain weight compared with WT littermates, brain weight normalized to body weight was comparable between groups (Figure 5, A and B). Histological analysis using H&E staining revealed an approximately 20% reduction in cortical thickness and DG size (granule cell layer) in *Sel1L^SynCre^* mice, consistent with reduced brain size (Figure 5, C–F). No significant changes were observed in the CA1 region, in line with the lack of SEL1L deletion there (Supplemental Figure 5, A and B). Despite these structural alterations, neuronal density assessed by immunofluorescence staining for the neuronal marker NeuN was slightly increased in both the cortex and DG of *Sel1L^SynCre^* mice (Figure 5, G–J). TUNEL assays showed no significant differences in DNA fragmentation between *Sel1L^SynCre^* and WT mice in either region (Figure 5, K and L, and Supplemental Figure 5, C and D). Furthermore, levels of cleaved caspase-3, a marker of apoptosis, were unchanged in the cortex and hippocampus (Supplemental Figure 5, E and F). Together, these findings indicate that neuronal SEL1L deficiency does not reduce neuronal density or induce apoptosis at 9 weeks of age.

### Mild activation of the UPR in Sel1L^SynCre^ mice.

To assess ER homeostasis in *Sel1L^SynCre^* mice, we evaluated the expression and activity of key UPR sensors and their downstream effectors, as previously described (47, 48). Western blot analysis revealed a marked increase in IRE1α protein levels in *Sel1L^SynCre^* cortical lysates compared with WT controls (Figure 6, A and B), consistent with prior findings that IRE1α is a substrate of SEL1L-HRD1 ERAD (49). IRE1α-mediated splicing of *Xbp1* mRNA was elevated in *Sel1L^SynCre^* mice, increasing from ~1% in WT mice to ~7% in Sel1L-deficient mice (Figure 6, C and D), indicative of modest activation of the IRE1α arm of the UPR. Activation of the PERK pathway was also modest, as evidenced by a modest increase in PERK and eIF2α phosphorylation (Figure 6, E and F). Transmission electron microscopy (TEM) revealed a ~3-fold increase in ER lumen width in neurons from *Sel1L^SynCre^* mice, indicative of ER dilation (Figure 6, G and H, and Supplemental Figure 6). These findings indicate mild UPR activation, accompanied by ultrastructural changes in the ER.

### snRNA-seq reveals cellular adaptation in Sel1L^SynCre^ neurons.

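Nuclei from the cortex and hippocampus of 5-week-old mice were sequenced as 4 libraries, 1 per mouse, of which 2 are labelled *Sel1L fl/fl* and 2 are labelled *Sel1L SynCre*. The 10x Genomics 3′ v3 chemistry reads the 3′ end of each RNA and counts molecules by unique molecular identifiers (UMIs). The authors mapped and counted the reads with Cell Ranger, and the deposited values are raw UMI counts of 32286 features in each barcode called as a nucleus, before any filter on doublets or low quality. The libraries labelled *Sel1L fl/fl* held 12599 and 8481 nuclei with 122870443 and 76617523 UMIs, and those labelled *Sel1L SynCre* held 8173 and 7366 nuclei with 75227337 and 74082610 UMIs. Nuclei with more than 600 genes and less than 5% mitochondrial UMIs were kept, and the nuclei with the highest Scrublet doublet scores, as many as 10x loading makes likely for each library (5.89% to 10.1%), were left out. This left 11105 and 7864 nuclei labelled *Sel1L fl/fl*, with medians of 7264 and 7274.5 UMIs, and 7534 and 6801 nuclei labelled *Sel1L SynCre*, with medians of 7394.5 and 8416 UMIs. The libraries were integrated in Seurat with 2000 variable features and 17 dimensions and clustered at a resolution of 0.2. For differential expression, the UMIs of each cell class were summed per library into a pseudobulk, and the genotypes were compared with edgeR's quasi-likelihood test after TMM normalization. Genes with low counts were left out (filterByExpr), p-values were adjusted by the Benjamini-Hochberg method over the genes tested, and a gene counted as differentially expressed below an adjusted p of 0.05. The paper's methods name pseudobulk testing in edgeR, without saying which of its tests, and give P below 0.05 as a general threshold, while the legend of Figure 6 gives a 2-way ANOVA with FDR correction for panel K. With 2 mice per genotype, a two-sided exact permutation test has 6 arrangements and cannot give a p under 0.333.

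*Sel1l* (ENSMUSG00000020964), the gene targeted by the Cre, was looked up in every library first. Its level was 96.9 and 90.1 CPM (UMIs of the gene scaled by the UMIs of the library) in the libraries labelled *Sel1L fl/fl* and 155 and 128 CPM in those labelled *Sel1L SynCre*, a rise in place of a fall. Counts at the 3′ end do not show which exons an RNA carries, and the paper's text does not name the exon removed by the Cre. The features include the Cre RNA, which had 235 and 217 UMIs (3.52 and 3.27 CPM) in the libraries labelled *Sel1L SynCre*. It also had 416 UMIs (4.11 CPM) in the library labelled *Sel1L fl/fl* replicate 1, against 0 of 68334821 UMIs in replicate 2. Cre counts therefore do not follow the labels. *Sel1l* counts set the labels apart, but by a rise with the label *Sel1L SynCre*, so they do not show the loss. Every direction given is one between libraries as labelled. *Xist* had 0.444 and 2.20 CPM in replicate 1 of each label and 1616 and 1474 CPM in replicate 2, while the Y-linked *Ddx3y* had 48.5 and 48.4 CPM in replicate 1 and 0 and 0.0452 CPM in replicate 2, so each label holds 1 male and 1 female mouse.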

To further investigate the impact of Sel1L deletion at single-cell resolution, we performed snRNA-seq on cortical and hippocampal tissues from *Sel1L^SynCre^* and WT mice. 

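Clusters were named from lists of marker genes, and the names are written as "-like" because the authors' cluster assignments were not used here. A cluster took the name of a class when at least 3 of its markers were detected in 20% or more of the nuclei at 25% or more of the highest cluster's level, unless another class held more of the cluster's 10 leading genes, or the cluster was shallow and had none of the class's markers among these. Of 33304 nuclei with a mean of 9092 UMIs, 22546 were neuron-like, 3744 oligodendrocyte-like, 2246 microglia- or perivascular macrophage-like, 1702 astrocyte-like, 1462 OPC-like (oligodendrocyte precursor cells) and 641 endothelial-like. Another 963 nuclei stayed unnamed, a cluster with 6 of 6 neuron markers detected but none among its leading genes and a median of 2531 UMIs, which was 2.56% and 1.37% of the libraries labelled *Sel1L fl/fl* and 4.50% and 3.41% of those labelled *Sel1L SynCre*. UMIs in more than 3 nuclei were found for 25527 genes. When the nuclei were clustered without integration (Leiden clustering in scanpy), 99.9% of the neuron-like nuclei and 87.4% of the OPC-like nuclei kept their name.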

A total of 33,525 nuclei were analyzed and classified into major brain cell types, including neurons, oligodendrocytes, microglia/perivascular macrophages, oligodendrocyte precursor cells (OPCs), and astrocytes, based on canonical marker genes (Figure 6I and Supplemental Figure 7, A and B) (40). While the overall distribution of cell types was similar between genotypes, *Sel1L^SynCre^* mice exhibited a modest increase in neuronal representation and a reduction in oligodendrocyte proportions, with astrocyte and microglial populations remaining unchanged (Figure 6J).

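The share of neuron-like nuclei among named nuclei was 66.2% ± 2.24 (SD, n = 2 mice) in the libraries labelled *Sel1L fl/fl* and 75.0% ± 6.12 (SD, n = 2) in those labelled *Sel1L SynCre*. Oligodendrocyte-like nuclei made up 17.1% and 15.1% of the *Sel1L fl/fl*-labelled libraries (95% Wilson intervals 16.4% to 17.8% and 14.3% to 15.9%) and 4.98% and 5.56% of the *Sel1L SynCre*-labelled libraries (4.50% to 5.50% and 5.03% to 6.14%). The mean fell by 10.8 percentage points, and both values with the label *Sel1L SynCre* lay below both values with the label *Sel1L fl/fl* (exact permutation test, two-sided p = 0.333, the smallest that 2 mice against 2 allow). The choice of denominator moved this value most, to a fall of 25.6 points among nuclei other than neurons (difference -25.6). Microglia-like nuclei went from 7.78% ± 0.301 (SD, n = 2) to 5.84% ± 0.889 (SD, n = 2), with no overlap between labels (exact permutation test, two-sided p = 0.333). Astrocyte-like nuclei went from 3.51% ± 0.986 to 7.33% ± 4.47 (SD, n = 2 each), a difference within the spread of the mice. The *Sel1L SynCre*-labelled replicate 1 decides that value, since without it the difference was 0.663 points in place of 3.82. Among nuclei other than neurons, the astrocyte-like share was 10.3% ± 2.23 and 28.0% ± 11.0 (SD, n = 2 each), and the labels did not overlap. Intervals cover counting error only, because nuclei of 1 mouse are not replicates.

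**Figure D1:**
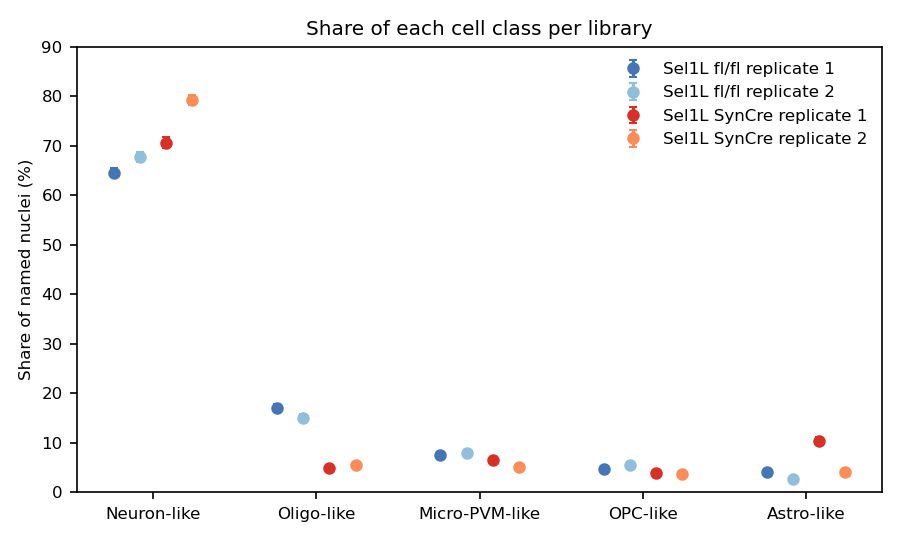
Share of 5 cell classes among the named nuclei of each of the 4 libraries, in percent, with 95% Wilson intervals. The oligodendrocyte-like share is lower in both libraries labelled *Sel1L SynCre* than in both labelled *Sel1L fl/fl*.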

We next subclustered neuronal nuclei from cortex and hippocampus and annotated their regional and cellular identities using well-established transcriptomic markers (Supplemental Figure 7, C and D) (40). 

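Neuron-like nuclei were integrated and clustered again by themselves. At a resolution of 0.2, only 8 of the 11 subtypes shown in Figure 6K could be named, so the resolution was raised to 0.4, the lowest of those tried at which all 11 were found. A cluster took a subtype's name when at least 3 of its markers were detected in 10% or more of the nuclei at 2 times or more the level of all other neuron-like nuclei. The excitatory subtypes held 2987 nuclei like layer 2/3 intratelencephalic neurons (L2/3 IT), 2458 L4/5 IT-like, 2195 L5/6 IT-like, 2658 L6 CT-like (corticothalamic), 2289 DG-like, 645 CA3-like and 1374 CA1-like nuclei. The inhibitory subtypes held 947 *Pvalb*-like, 761 *Sst*-like, 706 *Vip*-like and 528 *Lamp5*-like nuclei. Between 10.6% and 16.2% of the neuron-like nuclei of a library stayed unnamed. The smallest pseudobulk, of *Lamp5*-like neurons, had 122 nuclei and 1050771 UMIs, and the largest, of L2/3 IT-like neurons, had 823 nuclei and 12060784 UMIs.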

Among inhibitory neurons, GABAergic subtypes expressing *Pvalb*, *Sst*, and *Lamp5* exhibited the most pronounced transcriptional alterations in *Sel1L^SynCre^* mice (Supplemental Figure 8, A and B). 

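*Sst*-like neurons had 1065 differentially expressed genes of 11843 tested, 582 higher and 483 lower in the libraries labelled *Sel1L SynCre* (edgeR adjusted p below 0.05). *Pvalb*-like neurons had 568 of 12300 (300 higher, 268 lower), *Lamp5*-like neurons 50 of 10345 (31 higher, 19 lower) and *Vip*-like neurons 3 of 11184, next to 732 genes at an unadjusted p below 0.05 in the last. Leaving out the filter on low counts left 9 genes in *Pvalb*-like and 0 in *Lamp5*-like neurons (1453 at an unadjusted p below 0.05 in the last), and *Sst*-like neurons had 440 with a log2 fold change of at least 1 required as well. With every pseudobulk thinned to 1050771 UMIs, 833, 428, 41 and 2 genes passed in the same order of subtypes.

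In *Sst*-like neurons, *Derl3* rose most, followed by *AC142100.1*, which went from 0 UMIs to 29 and 20 UMIs in the *Sel1L SynCre*-labelled libraries (at least 22.2-fold higher). *Ddr2* went from 2 and 0 UMIs to 83 and 56 (ratio 94.4, 95% counting interval 25.7 to 787), *Cyb5r2* from 1 and 1 to 94 and 29 (ratio 83.6, interval 22.6 to 698) and *Fkbp11* from 0 and 1 to 32 and 20. The largest falls were those of *Phldb2*, from 28 and 20 UMIs to 2 and 0, *Sgpp2*, from 35 and 14 to 0 and 3, and *Zbbx*, from 17 and 15 to 1 and 1, ahead of *C1qtnf7* and *Plpp4* (log2 fold changes -2.77 and -2.64). *Pvalb*-like neurons had their largest rises in *Derl3*, *Arap3*, *Cth*, *Sdf2l1* and *Gm32312*, with *Cth* at 5.17 and *Sdf2l1* at 4.98 on the log2 scale. Their largest falls were in *Npsr1*, *Pth2r*, *Ano1*, *Frem1* and *Ugt8a*, with *Ano1* at -2.95 and *Ugt8a* at -2.75. In *Lamp5*-like neurons, *Slc7a11*, *Creb3l2* and *Cass4* rose by 3.97, 3.82 and 3.74 on the log2 scale behind *Derl3* and *Sdf2l1*, and *Gm32647*, *Col5a2*, *Chst9*, *Vcan* and *Kcnb2* fell, *Kcnb2* least at -1.29. *Ddr2*, *Cyb5r2*, *Sgpp2*, *Phldb2*, *Gm32312*, *Ano1*, *Npsr1*, *C1qtnf7*, *Slc7a11*, *Cass4*, *Gm32647* and *Vcan* overlap a gene on the other strand, whose UMIs cannot be told from theirs if the authors counted both strands.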

Within excitatory populations, deep-layer cortical projection neurons (L4/5 IT CTX) and DG granule cells were among the most affected subtypes (Supplemental Figure 8, A and B). Despite these transcriptional changes in multiple excitatory and inhibitory neuronal clusters, we did not observe marked differences in the relative abundance of these neuronal subtypes between *Sel1L^fl/fl^* and *Sel1L^SynCre^* mice (Supplemental Figure 8C). Additionally, we assessed expression of genes involved in ER protein quality control in clusters containing excitatory and inhibitory neurons (Figure 6K). 

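DG-like neurons had 528 differentially expressed genes of 13060 tested, 282 higher and 246 lower in the libraries labelled *Sel1L SynCre*, and L4/5 IT-like neurons had 245 of 14631, 162 higher and 83 lower (edgeR, as for the inhibitory subtypes). The other excitatory subtypes had 85 (L5/6 IT-like), 74 (L2/3 IT-like), 52 (L6 CT-like), 9 (CA3-like) and 1 (CA1-like) such genes. At an unadjusted p below 0.05, CA3-like neurons had 1008 genes and CA1-like neurons 1104. Thinned to the common total of UMIs, the counts were 203 in DG-like, 157 in L4/5 IT-like, 70 in L2/3 IT-like and 8 in CA1-like neurons.

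In DG-like neurons, *Derl3*, *Creb3l2*, *AC142100.1*, *Slc7a3* and *Eif4ebp1* rose most. *Creb3l2* went from 1.92 ± 1.07 to 58.0 ± 8.48 CPM (SD, n = 2 each), with a log2 fold change of 4.80 (edgeR adjusted p = 1.3e-07). *Slc7a3* rose by 3.99 on the log2 scale (edgeR adjusted p = 0.00445) and by 2.55 without the *Sel1L SynCre*-labelled replicate 1, which had 64 UMIs against 13 in replicate 2. The largest falls were those of *Phldb2* (44 and 19 UMIs to 1 and 2), *Wnt9a*, *Mal*, *Gm48530* and *Fst*, the last 4 between -3.14 and -2.81 on the log2 scale. L4/5 IT-like neurons had *Cyb5r2* at 0 UMIs in both libraries labelled *Sel1L fl/fl* and at 25 and 16 UMIs in the others (at least 16.7-fold higher), and *Fam129a* at 2 and 2 against 137 and 104 UMIs. *Gm38403*, *Trib3* and *Derl3* followed, and *Mal*, *Mbnl3*, *Frzb*, *Bace2* and *5830418P13Rik* fell by 2.14 to 2.87 on the log2 scale. *Mal* is a myelin gene, with 536 and 557 CPM in the oligodendrocyte-like nuclei of the libraries labelled *Sel1L fl/fl*.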

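With every library in, the largest differences in share of neuron-like nuclei were those of DG-like nuclei, whose mean was 11.1% ± 1.56 (SD, n = 2 mice) in the libraries labelled *Sel1L fl/fl* and 8.88% ± 1.03 (SD, n = 2) in those labelled *Sel1L SynCre*, and of L6 CT-like nuclei, from 10.9% ± 0.782 (SD, n = 2) to 12.9% ± 0.244 (SD, n = 2). With each library left out in turn, the difference of -2.19 percentage points in DG-like nuclei lay between -3.29 (without the library labelled *Sel1L fl/fl* replicate 2) and -1.09 (without the library labelled *Sel1L fl/fl* replicate 1, where that of L6 CT-like nuclei was larger, at 1.40). Without the library labelled *Sel1L SynCre* replicate 2 it was -1.459, and those of L5/6 IT-like (1.935) and L6 CT-like nuclei (1.78) were larger. In DG- and L6 CT-like nuclei the 2 genotypes did not overlap, and the exact permutation test gave its smallest possible p of 0.333. The same held for L5/6 IT-, CA3-, CA1-, *Lamp5*- and *Sst*-like nuclei. The difference was only 0.0769 points in CA3-like nuclei, so a lack of overlap does not mark a large difference. *Pvalb*-like nuclei were 4.21% and 4.19%, *Sst*-like nuclei 3.49% and 3.24%, *Lamp5*-like nuclei 2.31% and 2.39% and *Vip*-like nuclei 3.24% and 3.02% of the neuron-like nuclei in the same order. L4/5 IT-like nuclei differed by 0.136 percentage points, less than the SD of 1.87 points between the libraries labelled *Sel1L fl/fl*. Across the 11 subtypes, the ratio of the mean shares ran from 0.802 in DG-like to 1.19 in L5/6 IT-like nuclei. Taken as a share of all kept nuclei, unnamed ones included, the difference in *Sst*-like nuclei went from -0.254 to 0.0615 points and that in *Pvalb*-like nuclei from -0.0261 to 0.277 points. That in *Vip*-like nuclei went from -0.221 to 0.0536 points. Named without integration, the difference in L4/5 IT-like nuclei went from 0.136 to -0.524 points.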

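Figure 6K lists 20 genes, which the study chose on these samples. Of them, 18 passed an adjusted p of 0.05 in *Sst*-like, 15 in *Pvalb*-like and 15 in DG-like neurons, 10 in L4/5 IT-like, 9 in *Lamp5*-like, 6 in CA3-like, 4 in L6 CT-like, 2 in L5/6 IT-like and 1 in L2/3 IT-like neurons (edgeR, all genes tested). Adjusted over the list alone, which is not independent evidence, the counts were 19, 16, 18, 15, 15, 13, 12, 5 and 2. None passed either adjustment in CA1-like or *Vip*-like neurons, where 2 and 4 genes had an unadjusted p below 0.05. Every gene that passed was higher in the libraries labelled *Sel1L SynCre*, a direction that rests on the labels. With no filter on low counts, 1 gene in place of 15 passed in *Pvalb*-like neurons, the largest change under any alternative for the 3 subtypes with the most genes.

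*Sel1l* passed in 5 subtypes, with a log2 fold change of 1.42 in DG-like neurons (edgeR adjusted p = 1.1e-05) and 1.90 in *Sst*-like neurons (standard error 0.159, edgeR adjusted p = 1.4e-07). It changed little in L2/3 IT-like (0.03), CA1-like (-0.12) and *Vip*-like neurons (-0.07). *Dnajc3* passed in 7 subtypes, at 2.34 in DG-like and 2.93 in *Sst*-like neurons (edgeR adjusted p = 1e-06 and 1e-09), and *Dnajb9* in 4, at 1.66 and 1.99 (edgeR adjusted p = 0.00162 and 5.4e-06). *Syvn1*, which encodes HRD1 and overlaps *Mrpl49* on the other strand, passed in DG-like (1.09) and *Sst*-like neurons (1.29, and 0.76 without the *Sel1L SynCre*-labelled replicate 1). *Os9* passed in *Pvalb*-like neurons alone (0.75, edgeR adjusted p = 0.0446), with 0.54 in DG-like and 0.49 in *Sst*-like neurons, and *Erlec1* in none of the 11 subtypes, with 0.34 and 0.16.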

Several ERAD genes, including *Derl3* (Derlin-3) and *Herpud1*, were upregulated, along with chaperones such as *Hspa5* (BiP), *Hsp90b1* (GRP94), and *Hyou1* (GRP170), particularly in DG granule cells and *Pvalb^+^* and *Sst^+^* inhibitory neurons, where the response to ERAD deficiency appeared more pronounced (Figure 6K). 

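*Derl3* (ENSMUSG00000009092) was close to absent in the libraries labelled *Sel1L fl/fl*. In DG-like neurons it had 3 and 2 UMIs there and 249 and 125 UMIs with the label *Sel1L SynCre*, which is 0.455 ± 0.0137 and 50.7 ± 20.3 CPM after TMM scaling (SD, n = 2 mice each), a log2 fold change of 6.73 (standard error 0.391, edgeR adjusted p = 1.5e-07). *Pvalb*-like neurons had 5 and 0 against 211 and 115 UMIs (6.20, standard error 0.499, edgeR adjusted p = 1.5e-05), and without the *Sel1L fl/fl*-labelled replicate 1, which had all 5, it was 10.3 against a count of 0. In *Sst*-like neurons, 0 and 0 UMIs stood against 191 and 122 UMIs, at least 142-fold higher (edgeR adjusted p = 3.8e-10). *Herpud1* went from 12.7 ± 1.13 to 84.5 ± 41.9 CPM in DG-like neurons (log2 fold change 2.75, standard error 0.263, edgeR adjusted p = 2.4e-05), and from 29.2 ± 3.91 to 174 ± 38.0 CPM in *Sst*-like neurons (2.59, edgeR adjusted p = 1.1e-08). *Hspa5* went from 28.1 ± 0.870 to 125 ± 14.9 CPM in DG-like neurons (2.16, standard error 0.133, edgeR adjusted p = 2.7e-07), and from 23.1 ± 4.18 to 198 ± 83.2 CPM in *Sst*-like neurons (3.12, edgeR adjusted p = 3e-08). In *Pvalb*-like neurons, *Hspa5* rose by 2.34, *Hyou1* by 2.71, *Hsp90b1* by 2.01 and *Herpud1* by 1.85 on the log2 scale. *Hsp90b1* rose by 2.08 in DG-like and 2.21 in *Sst*-like neurons, and *Hyou1* by 2.17 and 2.51, with both *Sel1L SynCre*-labelled values above both *Sel1L fl/fl*-labelled values in each case. With each library left out in turn, *Herpud1* stayed between 2.11 and 3.18 in DG-like neurons and *Hspa5* between 2.60 and 3.48 in *Sst*-like neurons. Counted over the 11 subtypes, *Hspa5* passed an adjusted p of 0.05 in 8, *Herpud1* in 7, *Hsp90b1* and *Hyou1* in 5, and *Derl3* in 6 of the 9 in which it had enough UMIs to be tested. *Herpud1* overlaps *Gm15890* on the other strand and *Hsp90b1* overlaps *Gm15344* on the same strand.

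**Figure D2:**
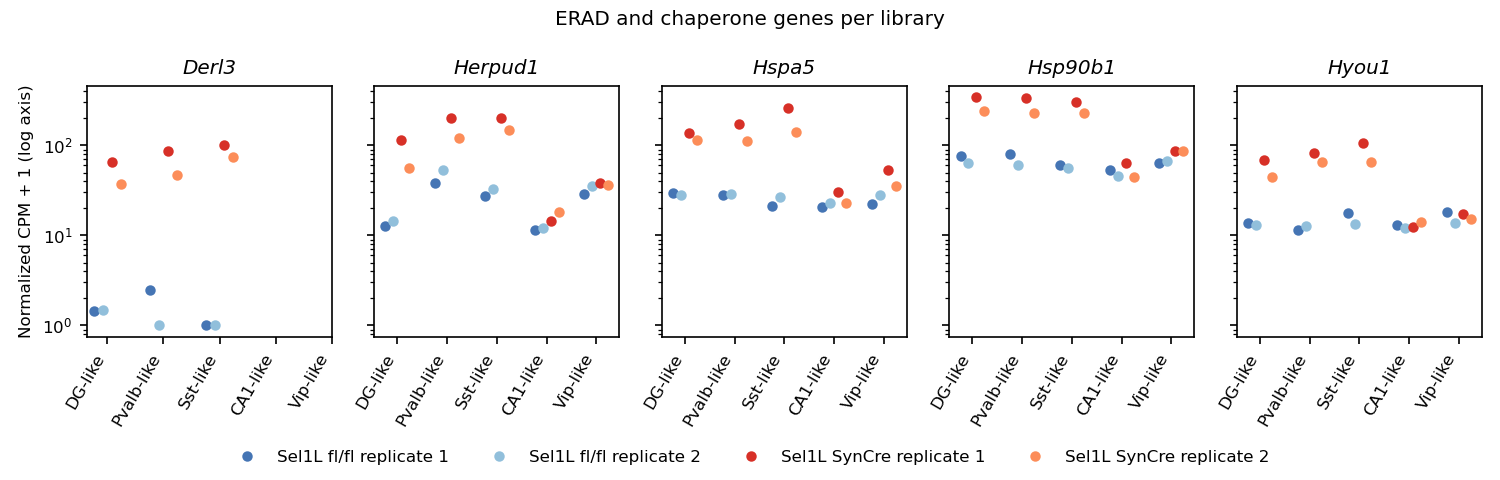
Normalized CPM plus 1, on a log axis, of *Derl3*, *Herpud1*, *Hspa5*, *Hsp90b1* and *Hyou1* in each of the 4 libraries (2 per label) for DG-, *Pvalb*-, *Sst*-, CA1- and *Vip*-like neurons. *Derl3* is blank in CA1- and *Vip*-like neurons, where it was not tested.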

Additional ER chaperones, including *Canx* (calnexin), *Calr* (calreticulin), and *Pdia3* (ERp57), were upregulated in the same neuronal populations (Figure 6K). Moreover, select UPR components, such as *Eif2ak3* (PERK), *Xbp1*, and *Ddit3* (CHOP), were elevated, whereas others, including *Ern1* (*Ire1a*), activating transcription factor 6 (*Atf6*), and *Atf4*, were unchanged (Figure 6K). Together, these data uncover a cell type–specific transcriptional response to ERAD deficiency in *Sel1L^SynCre^* mice, marked by upregulation of ER protein quality control pathways in distinct excitatory and inhibitory neuronal populations.

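*Canx*, *Calr* and *Pdia3* passed an adjusted p of 0.05 in DG-, *Pvalb*- and *Sst*-like neurons, *Pdia3* also in L4/5 IT-like and CA3-like neurons, and none of them fell past it in any of the 11 subtypes. *Canx* went from 57.5 ± 0.877 to 133 ± 14.3 CPM in DG-like neurons (SD, n = 2 mice each), a log2 fold change of 1.21 (standard error 0.121, edgeR adjusted p = 3.1e-05), and by 1.01 and 0.89 in *Pvalb*- and *Sst*-like neurons. *Calr* rose by 0.98 in DG-like neurons (standard error 0.145, edgeR adjusted p = 0.00128), by 1.43 in *Pvalb*-like neurons and by 1.12 in *Sst*-like neurons (edgeR adjusted p = 0.00193). *Pdia3*, which overlaps *Catsper2* on the other strand, rose by 1.53 in DG-like neurons (standard error 0.141, edgeR adjusted p = 1.7e-05), by 1.47 in *Pvalb*-like neurons and by 1.66 in *Sst*-like neurons. Without the *Sel1L SynCre*-labelled replicate 1, the rise of *Calr* in *Sst*-like neurons was 0.76.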

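*Ddit3* passed an adjusted p of 0.05 in 9 of the 11 subtypes, more than any other gene of Figure 6K. It went from 4.73 ± 0.447 to 30.4 ± 13.9 CPM in DG-like neurons (log2 fold change 2.67, standard error 0.301, edgeR adjusted p = 0.000105) and from 8.52 ± 0.984 to 77.1 ± 12.1 CPM in *Sst*-like neurons (3.19, standard error 0.228, edgeR adjusted p = 1.3e-08; SD, n = 2 mice each). *Ddit3* overlaps *Mars* on the other strand. *Xbp1* passed in 4 subtypes, at 1.66 in DG-like and 1.63 in *Sst*-like neurons, and *Eif2ak3* in 2, at 1.64 in DG-like and 1.09 in *Sst*-like neurons (edgeR adjusted p = 3.1e-05 and 0.000789). In *Pvalb*-like neurons *Eif2ak3* had a log2 fold change of 0.61 and an edgeR adjusted p of 0.0535. *Ern1*, *Atf6* and *Atf4* did not pass in DG-like neurons, with log2 fold changes of 0.07, -0.14 and 0.49. In *Sst*-like neurons, *Atf6* was higher with the label *Sel1L SynCre* by 1.16 (edgeR adjusted p = 0.000162), *Atf4* by 1.06 (edgeR adjusted p = 0.00365) and *Ern1* by 0.85 (edgeR adjusted p = 0.0407). For *Ern1* that value was 0.54 without the *Sel1L fl/fl*-labelled replicate 2 and 1.32 without replicate 1. *Atf6* also passed in *Pvalb*-like neurons at 0.86, or 0.51 without the *Sel1L SynCre*-labelled replicate 1. *Ern1* and *Atf4* passed in 1 of the 11 subtypes each. Counts at the 3′ end do not resolve splice forms, so spliced *Xbp1* was not analysed here.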

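Whether the genotype effect itself differs between subtypes was tested with an interaction term in edgeR, in which DG-, *Pvalb*- and *Sst*-like neurons were each compared with CA1-like neurons and library was a block. The paper named these subtypes and genes from the same libraries, so a larger rise is not independent evidence. CA1 was the reference because the paper found SEL1L largely preserved there. The test therefore cannot separate cell type from extent of loss. Of the 20 genes of Figure 6K, 16 had a larger rise in DG-like, 14 in *Pvalb*-like and 19 in *Sst*-like than in CA1-like neurons (edgeR adjusted p below 0.05), and none had a smaller one.
The median difference of the log2 fold changes was 1.43, 1.27 and 1.39. For *Hsp90b1* the difference was 1.96 in DG-like neurons (standard error 0.139, edgeR adjusted p = 2.9e-11), and for *Dnajc3* it was 2.74 in *Sst*-like neurons (standard error 0.190, edgeR adjusted p = 6.8e-10). With DESeq2 the counts were 13, 13 and 14 genes, and with *Vip*-like neurons as the reference they were 13, 12 and 17.
Within subtypes, nuclei were split by *Derl3*, after each was thinned to 2000 UMIs to give every nucleus the same depth. In the *Sel1L SynCre*-labelled replicates 1 and 2, 23.1% (95% Wilson interval 17.5% to 30.0%) and 12.1% (7.89% to 18.1%) of *Sst*-like nuclei had a *Derl3* UMI. In the same order the shares were 17.8% and 11.9% of *Pvalb*-like, 14.2% and 7.06% of DG-like, 11.6% and 6.40% of *Lamp5*-like and 2.48% and 1.68% of L4/5 IT-like nuclei. Astrocyte-like nuclei, with medians of 3297 and 3202 UMIs against 9097 and 8635 in *Sst*-like nuclei before thinning, had 0.734% and 0 of 241 nuclei, which allows up to 1.24%. Oligodendrocyte-like nuclei had 5.65% and 0.687%, values that differ between the libraries. In the libraries labelled *Sel1L fl/fl* no class exceeded 0.760%. Thinning left out 770 of 11207 nuclei labelled *Sel1L SynCre* and 1485 of 15495 labelled *Sel1L fl/fl* for their lower depth. Without thinning, the mean share in *Sst*-like nuclei was 53.8%.
The other 19 genes of Figure 6K were then compared, at full depth, between nuclei with and without a *Derl3* UMI of the same *Sel1L SynCre*-labelled library. In L4/5 IT-like neurons their median log2 ratio was 0.88 in replicate 1 (49 against 437 nuclei) and 0.80 in replicate 2 (51 against 605), and 0 of 10000 random lists of genes with similar levels gave as high a median. L2/3 IT-like neurons had 1.26 and 0.91, L6 CT-like neurons 0.79 and 0.76, CA3-like neurons 0.97 and 0.44 and *Lamp5*-like neurons 0.70 and 0.56. In DG-like neurons the ratio was 0.01 and 0.17 (4089 and 56 of 10000 random lists as high), in *Pvalb*-like neurons 0.09 and 0.03 and in *Sst*-like neurons 0.25 and 0.08. Against the libraries labelled *Sel1L fl/fl*, DG-like nuclei without a *Derl3* UMI were higher by 1.63 and 1.29, and L2/3 IT-like nuclei without a *Derl3* UMI by 0.12 and 0.06. From the upregulation of these genes in DG granule cells and in *Pvalb+* and *Sst+* neurons, the paper concludes that the transcriptional response to ERAD deficiency is specific to cell types.

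**Figure D3:**
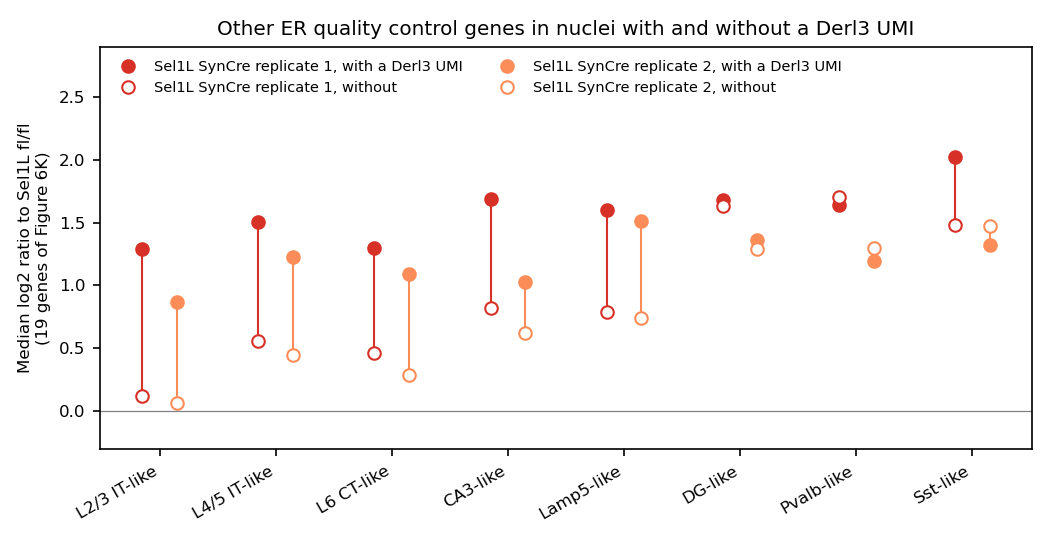
Median log2 ratio of 19 genes of Figure 6K to the libraries labelled *Sel1L fl/fl*, for nuclei with a *Derl3* UMI (filled) and without (open) of each library labelled *Sel1L SynCre*, in the 8 subtypes with at least 20 nuclei with a *Derl3* UMI in each. Filled and open points lie close together in DG- and *Pvalb*-like neurons and apart in L2/3 IT-, L4/5 IT- and L6 CT-like neurons.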

### Neuronal Sel1L deficiency activates one-carbon metabolism.

To identify pathways dysregulated by neuronal loss of *Sel1L*, we performed Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis using our snRNA-seq dataset from cortical and hippocampal regions. In addition to expected upregulation of pathways related to protein synthesis and ER quality control, we observed significant enrichment of one-carbon metabolism and amino acid biosynthesis pathways, including biosynthesis of amino acids; glycine, serine, and threonine metabolism; and one carbon pool by folate (highlighted in red, Figure 7A). 

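KEGG annotation was not used here, and 9 lists of genes written out from gene names stood in for it. Each list was tested in each of the 11 neuronal subtypes with limma's camera test at an inter-gene correlation of 0.01, and p-values were adjusted over the 99 tests. Of these, 38 passed an adjusted p of 0.05 (camera), all with higher levels in the libraries labelled *Sel1L SynCre*. ER folding and ERAD genes other than those of Figure 6K passed in 10 subtypes, with the lowest adjusted p in *Pvalb*-like neurons (camera, 3.9e-25), where 28 of 28 genes rose with a median log2 fold change of 1.28. The phosphoserine pathway (3 genes) passed in 7 subtypes, cytosolic aminoacyl-tRNA synthetases (20 genes) in 6 and the mitochondrial folate cycle (4 genes) in 4. The first and last of these 3 lists were taken from Figure 8D and are not independent of it. Other folate enzymes and carriers passed in none, with a lowest adjusted p of 0.291 and 0 of 11 tests at an unadjusted p below 0.05 (camera). The same held for other methionine, polyamine and transsulfuration enzymes, with a lowest adjusted p of 0.209 (camera) and 0 such tests. No call held under fry or under camera with an estimated correlation, whose lowest adjusted p were 0.0863 and 0.455 (26 and 5 tests at an unadjusted p below 0.05). On simulated data with 10 raised lists, camera found 10, fry 9 and the estimated correlation 0. The simulated genes were drawn independently of each other. These numbers therefore cannot decide whether camera's calls hold for lists whose genes vary together.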

One-carbon metabolism includes the folate cycle, methionine cycle, and transsulfuration pathway (Figure 7B), which collectively support methylation reactions, nucleotide synthesis, and redox homeostasis (36).

To validate these findings, we performed metabolomic profiling in 2 anatomically distinct brain regions: the cortex and the brain stem (pons and medulla). Deletion of SEL1L in the brain stem was confirmed by Western blot (Supplemental Figure 9, A and B). Notably, heatmap analysis revealed a consistent increase in metabolites associated with one-carbon metabolism in both regions of *Sel1L^SynCre^* mice compared with WT controls (Figure 7, C and D). Specifically, methionine, serine, *S*-adenosylhomocysteine (SAH), *S*-adenosylmethionine (SAM), methylthioadenosine (MTA), and cystathionine were significantly increased (Figure 7, E–J). In contrast, levels of both reduced and oxidized glutathione remained unchanged in the cortex and brain stem (Supplemental Figure 9, C and D). These metabolite changes suggest alterations in methylation capacity, redox balance, and epigenetic regulation, key features associated with neurometabolic and neurodevelopmental disorders (50). Together, these results indicate that neuronal *Sel1L* deficiency induces broad activation of one-carbon metabolism.

### Activation of ATF4 and one-carbon metabolic genes in Sel1L^SynCre^ neurons.

The ISR, particularly the eIF2α/ATF4 axis, plays a central role in adapting to cellular stress by modulating amino acid metabolism and antioxidant responses (29, 51). Consistent with the ISR activation, we observed an approximately 40% increase in eIF2α phosphorylation (Figure 6, E and F), along with 7-fold and 5-fold elevation in ATF4 protein levels in the cortex and hippocampus of *Sel1L^SynCre^* mice, respectively (Figure 8, A and B). Confocal analysis of ATF4 and KDEL in cortical and hippocampal tissues of 5-week-old mice further supported ISR activation, showing increased nuclear ATF4 abundance in *Sel1L*-deficient neurons (Figure 8C and Supplemental Figure 10).

As ATF4 is also a known transcription regulator of enzymes involved in one-carbon metabolism (52, 53), we next analyzed the expression of one-carbon metabolism genes in the snRNA-seq dataset (Figure 8D). Mitochondrial genes including *Mthfd2* (methylenetetrahydrofolate dehydrogenase 2) and *Shmt2* (serine hydroxymethyltransferase 2) were significantly upregulated, along with moderate increases in *Adh1l2* (alcohol dehydrogenase 1-like protein 2) and *Mthfd1l* (methylenetetrahydrofolate dehydrogenase 1-like) (Figure 8D). 

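*Mthfd2* (ENSMUSG00000005667) went from 28.6 ± 2.82 to 91.6 ± 22.4 CPM in *Sst*-like neurons (SD, n = 2 mice each), a log2 fold change of 1.67 (standard error 0.194, edgeR adjusted p = 7.8e-06), and from 13.7 ± 0.232 to 41.6 ± 20.6 CPM in DG-like neurons (1.61, edgeR adjusted p = 0.00244). It passed an adjusted p of 0.05 in 3 of the 11 subtypes, the other being L4/5 IT-like neurons (1.49). *Shmt2*, which overlaps *Ndufa4l2* on the other strand, had 13 and 10 against 26 and 22 UMIs in *Sst*-like neurons (1.40, standard error 0.374, edgeR adjusted p = 0.0213) and 18 and 14 against 69 and 24 UMIs in DG-like neurons (2.11, standard error 0.414, edgeR adjusted p = 0.00909). The text's *Adh1l2* was taken as *Aldh1l2*, the name in Figure 8D. It went from 27.2 ± 1.49 to 192 ± 54.3 CPM in *Sst*-like neurons (2.82, standard error 0.192, edgeR adjusted p = 6.6e-09), passed in *Pvalb*-like neurons as well (1.49, or 0.64 without the *Sel1L SynCre*-labelled replicate 1) and did not pass in DG-like neurons (1.31, edgeR adjusted p = 0.0568). *Aldh1l2* overlaps *D10Wsu102e* on the other strand. *Mthfd1l* passed in DG-like (0.80, edgeR adjusted p = 0.00767) and *Sst*-like neurons (0.92, edgeR adjusted p = 0.00216). Without the *Sel1L SynCre*-labelled replicate 1, the rises in DG-like neurons were 0.98 for *Mthfd2* and 1.24 for *Shmt2*. Thinning turned the sign of *Mthfd1* in DG-like neurons from -0.08 to 0.19 with no call in either.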

Genes in the phosphoserine pathway, *Phgdh* (phosphoglycerate dehydrogenase), *Psph* (phosphoserine phosphatase), and *Psat1* (phosphoserine aminotransferase 1), were also elevated, consistent with increased serine biosynthesis from glucose (54). In contrast, expression of genes involved in cytosolic folate and methionine metabolism — including *Mthfr* (methylenetetrahydrofolate reductase), *Shmt1* (serine hydroxymethyltransferase 1), *Mthfd1* (methylenetetrahydrofolate dehydrogenase 1), *Mat2a* (methionine adenosyltransferase 2A), *Ahcy* (adenosylhomocysteinase), and *Mtr* (methionine synthase) — as well as *G6pdx* (glucose-6-phosphate dehydrogenase X-linked), a key enzyme in the pentose phosphate pathway (55), remained unchanged (Figure 8D). These data support a model in which neuronal *Sel1l* deficiency activates the ATF4 pathway and selectively enhances mitochondrial folate cycle and serine biosynthesis of the one-carbon metabolism pathway (Figure 8E).

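*Phgdh* had 11 and 5 UMIs in *Sst*-like neurons of the libraries labelled *Sel1L fl/fl* and 59 and 32 UMIs in those labelled *Sel1L SynCre*, a log2 fold change of 2.83 (standard error 0.376, edgeR adjusted p = 3.8e-05). In DG-like neurons it had 39 and 22 against 71 and 34 UMIs (1.38, standard error 0.312, edgeR adjusted p = 0.0222), or 0.84 without the *Sel1L SynCre*-labelled replicate 1. *Psph*, which overlaps *Cct6a* on the other strand, went from 19.8 ± 1.13 to 58.8 ± 0.152 CPM in *Sst*-like neurons (SD, n = 2 mice each; 1.57, edgeR adjusted p = 2e-05) and from 12.6 ± 0.595 to 38.9 ± 18.5 CPM in DG-like neurons (1.64, edgeR adjusted p = 0.00204, and 1.03 without the *Sel1L SynCre*-labelled replicate 1). Both genes passed an adjusted p of 0.05 in DG-, L4/5 IT-, *Pvalb*- and *Sst*-like neurons, and in *Pvalb*-like neurons *Phgdh* was at 2.04, or 1.14 without the *Sel1L SynCre*-labelled replicate 1. *Psat1* passed in *Sst*-like neurons alone, with 10 and 10 against 54 and 20 UMIs (2.20, standard error 0.421, edgeR adjusted p = 0.00155, and 1.42 without the *Sel1L SynCre*-labelled replicate 1). Its log2 fold change in DG-like neurons was 0.70 (edgeR adjusted p = 0.475).

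**Figure D4:**
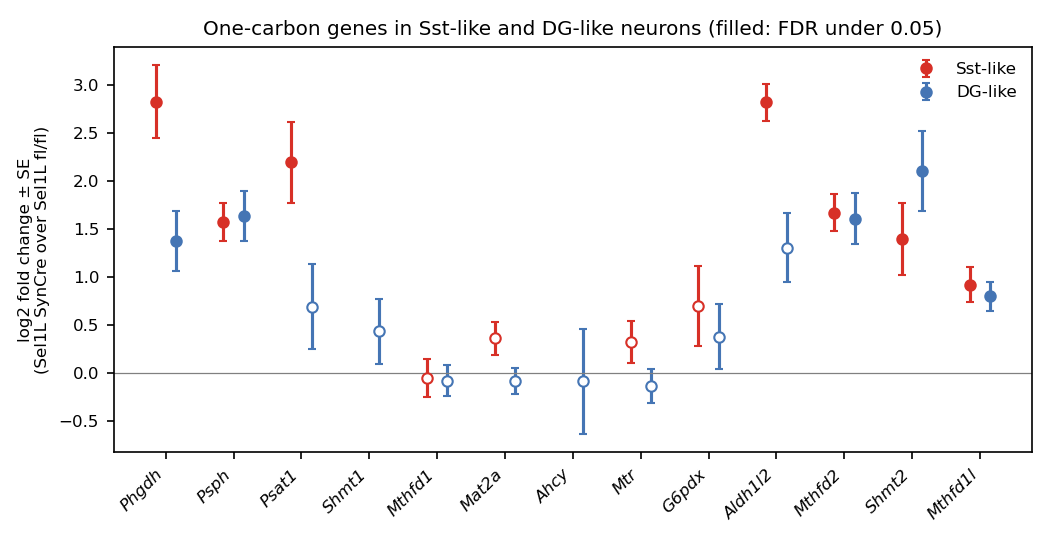
Log2 fold change with standard error, libraries labelled *Sel1L SynCre* over those labelled *Sel1L fl/fl*, of 1-carbon genes of Figure 8D in *Sst*-like and DG-like neurons (n = 2 libraries per label). Filled points passed an edgeR adjusted p of 0.05, and *Shmt1* and *Ahcy* were not tested in *Sst*-like neurons.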

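None of *Shmt1*, *Mthfd1*, *Mat2a*, *Ahcy*, *Mtr* and *G6pdx* passed an adjusted p of 0.05 in any neuronal subtype in which it was tested (edgeR). *Shmt1* had enough UMIs for a test in 5 of the 11 subtypes and *Ahcy* in 2, so a change in the others was not detectable at this depth. *Mat2a*, with the most UMIs, went from 140 ± 10.5 to 132 ± 30.3 CPM in DG-like neurons (SD, n = 2 mice each; log2 fold change -0.08) and from 185 ± 8.13 to 238 ± 80.8 CPM in *Sst*-like neurons (0.36, edgeR adjusted p = 0.222). *Mthfd1* had log2 fold changes of -0.08 and -0.05 in these subtypes, *Mtr* -0.13 and 0.32, and *G6pdx* 0.38 and 0.70. *Shmt1* and *Ahcy* were at 0.44 and -0.09 in DG-like neurons and were not tested in *Sst*-like neurons.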

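Known ATF4 targets outside Figures 6K and 8D were tested as a list of 25 genes, among them *Trib3* and *Eif4ebp1*. They rose in 8 of the 11 subtypes, namely L4/5 IT-, L5/6 IT-, L6 CT-, DG-, CA3-, *Pvalb*-, *Lamp5*- and *Sst*-like neurons (camera, adjusted p below 0.05). In *Sst*-like neurons, 22 of 22 genes tested were higher in the libraries labelled *Sel1L SynCre*, with a median log2 fold change of 1.52 (camera adjusted p = 1.1e-20), and in DG-like neurons 16 of 17 were higher, with a median of 0.97 (camera adjusted p = 2.8e-08). The mitochondrial folate list had medians of 1.44 and 1.27 in the same subtypes (camera adjusted p = 2e-05 and 0.000893), and the phosphoserine list 1.83 and 1.25 (camera adjusted p = 0.000234 and 0.0169). *Atf4* itself is counted here as RNA, and its translation was not measured by these libraries.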

## Discussion

Our findings establish that the SEL1L-HRD1 ERAD complex is essential for central nervous system function, contributing to normal growth, behavior, motor control, and survival in mice. In *Sel1L^SynCre^* mice, we observed neurological impairments and early death, accompanied by a marked activation of the one-carbon metabolism pathway — revealing an unexpected link between ERAD deficiency, neuronal dysfunction, and metabolic reprogramming. These findings, together with recent reports of SEL1L-HRD1 disease variants in patients with ENDI (26, 27) and studies involving conditional deletion of *Sel1l* in adult neurons (56), underscore the essential role of this ER quality control pathway in sustaining neuronal homeostasis. Moreover, we demonstrate that SEL1L deficiency leads to only mild activation of the UPR and that neuron-specific deletion of *Ire1a* using the same Cre driver fails to recapitulate the motor and behavioral deficits seen in *Sel1L^SynCre^* mice. These results suggest that UPR activation alone is insufficient to explain the observed phenotypes and point to additional substrate-dependent mechanisms underlying neuronal vulnerability.

Motor impairment is a consistent phenotype in ERAD-deficient models (56, 57), suggesting that motor neurons and associated neural circuits are particularly dependent on intact ERAD function. While previous work demonstrated that PC-specific deletion of *Sel1L* results in progressive cerebellar ataxia and neurodegeneration (35), we did not detect a marked reduction of SEL1L in cerebellar PCs in *Sel1L^SynCre^* mice, indicating relative sparing of the cerebellum in this model. Previous studies have shown that the Synapsin-Cre promotor is also active in the spinal cord (41). Our preliminary analyses of the spinal cord in the *Sel1L^SynCre^* model indicate loss of ERAD function in the ventral, intermediate, and posterior regions, with preservation of motor neurons numbers (data not shown), suggesting a potential contribution of somatic motor neurons to the motor phenotype. Generation of a motor neuron–specific ERAD-deficient mouse model will be required to assess the direct contribution of motor neurons to the motor phenotype and to determine whether metabolic alterations in these neurons correlate with the observed motor dysfunction.

In addition, snRNA-seq analysis revealed a selective reduction in mature oligodendrocytes in *Sel1L^SynCre^* mice, whereas OPCs were largely preserved. 

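The *Sel1L fl/fl*-labelled libraries held 1848 and 1173 oligodendrocyte-like nuclei and the *Sel1L SynCre*-labelled libraries 358 and 365. OPC-like nuclei numbered 509 and 422 against 284 and 247, or 5.07% ± 0.521 (SD, n = 2 mice) and 3.85% ± 0.132 of the named nuclei. These OPC-like shares did not overlap between labels (exact permutation test, two-sided p = 0.333). Without neurons in the denominator, the oligodendrocyte-like share was 47.6% ± 0.932 and 22.0% ± 7.03 (SD, n = 2 each), a ratio of 0.461, and the OPC-like share 15.1% ± 2.54 and 15.8% ± 3.35. With that denominator the two-sided exact permutation test gave p = 0.333 for oligodendrocyte-like nuclei, whose shares did not overlap between labels, and p = 0.667 for OPC-like nuclei. Clustered without integration, with immature oligodendrocyte-like nuclei named apart, OPC-like nuclei were 4.09% and 3.64% of the named nuclei. The immature oligodendrocyte-like nuclei numbered 117 and 64 against 9 and 3, or 0.934% ± 0.170 and 0.0818% ± 0.0533 (SD, n = 2 mice each), a ratio of 0.0876 (exact permutation test, two-sided p = 0.333). In the oligodendrocyte-like nuclei of the integrated clusters, the myelin genes *Mbp* and *Mog* had log2 fold changes of -0.20 and -0.41 and did not pass an adjusted p of 0.05 (edgeR, 0.855 and 0.49). Shares of nuclei do not give the number of cells in the tissue.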

Given that neuronal activity promotes OPC differentiation and myelination (58, 59), these findings raise the possibility that neuronal dysfunction may impair oligodendrocyte maturation. 

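In OPC-like nuclei, 999 of 11575 genes tested were differentially expressed, 414 higher and 585 lower in the libraries labelled *Sel1L SynCre*, and in oligodendrocyte-like nuclei 99 of 11474, 80 higher and 19 lower (edgeR adjusted p below 0.05). Astrocyte-like nuclei had 84 such genes and microglia-like nuclei 9, with 895 at an unadjusted p below 0.05 in the last. Naming the nuclei without integration moved the OPC-like count most, to 382 genes, of which 225 were higher and 157 lower, so the larger part rose, and 328 were among the 999.

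*Nupr1* (ENSMUSG00000030717) rose most in OPC-like nuclei, from 1 and 0 UMIs to 135 and 101 (log2 fold change 8.37, standard error 0.437, edgeR adjusted p = 4.4e-18). *Gdf15* went from 0 UMIs in both libraries to 24 and 9 (at least 20.8-fold higher), *Slc7a11* from 3 and 0 to 128 and 41 (ratio 106, 95% counting interval 35.7 to 520), *Trib3* from 0 and 1 to 31 and 8, and *Trim66* from 4 and 0 to 85 and 36. *Top2a* fell from 80 and 71 UMIs to 0 and 0, at least 26.7-fold lower, followed by *Depdc1b*, *Casr*, *Esco2* and *Gm35501*, each at 0 UMIs in both libraries labelled *Sel1L SynCre*. *Bcas1* and *Mbp* fell by 1.36 and 4.35 on the log2 scale, and by 0.21 and 0.37 (not significant, edgeR adjusted p = 0.644 and 0.554) when the nuclei were named without integration and immature oligodendrocyte-like nuclei were set apart.

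In oligodendrocyte-like nuclei, *Nupr1* went from 4 and 4 to 55 and 87 UMIs (log2 fold change 6.29, edgeR adjusted p = 0.000205), and *Mrgpra9*, *Derl3*, *Cdkn1a* and *Clic5* also rose most. *Derl3* had 44 UMIs in the *Sel1L SynCre*-labelled replicate 1 and 7 in replicate 2, and without replicate 1 its log2 fold change was 3.93 in place of 5.75. *Kit*, *Cacna2d4*, *Iqcf3*, *Tmem132d* and *Masp1* fell most, between -3.18 and -1.92 on the log2 scale.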

In our snRNA-seq data, we identified several differentially expressed genes in OPCs and oligodendrocytes; however, we did not detect significant differences in myelin basic protein levels in total spinal cord lysates (data not shown), suggesting that myelination is preserved in this tissue. Future studies focusing on neuron/glia signaling, myelin ultrastructure, and circuit-level connectivity will be essential to dissect the multifactorial basis of motor impairment in the context of neuronal ERAD deficiency.

By integrating 2 complementary unbiased omics approaches, snRNA-seq and metabolomics, we identified a prominent molecular hallmark of *Sel1L^SynCre^* mice: robust activation of one-carbon metabolism. This pathway is critical for nucleotide biosynthesis, amino acid metabolism, redox homeostasis, and epigenetic regulation (36). Notably, elevated levels of SAM and SAH suggest a disruption in methylation balance (60). As SAM is the universal methyl donor and SAH a potent methyltransferase inhibitor, an increased SAH/SAM ratio is often associated with global DNA hypomethylation and broad transcriptional dysregulation (61). The accumulation of upstream metabolites, including serine, methionine, and cystathionine, further indicates perturbations in redox and methylation dynamics (62), which may contribute to the neurological deficits observed in *Sel1L^SynCre^* mice. Although activation of the PERK/ATF4 pathway may contribute to aspects of this metabolic shift, we cannot exclude contributions from other ISR arms, such as GCN2, which is activated by amino acid deprivation, or HRI, which senses mitochondrial dysfunction (63), as well as the potential role of oxidative stress (64). Whether these metabolic alterations represent compensatory responses to chronic proteostatic stress or actively drive disease pathogenesis remains unresolved. Importantly, we were unable to replicate this one-carbon metabolic signature in ERAD-deficient mouse neuroblastoma cell lines, despite robust ATF4 accumulation (data not shown). This discrepancy suggests that ERAD-dependent metabolic reprogramming may require additional cell type–specific or in vivo contextual factors beyond acute ISR activation. Together, our findings reveal a critical role for the SEL1L-HRD1 ERAD complex in regulating neuronal metabolic homeostasis and identify one-carbon metabolism as a potential therapeutic target. This model provides a powerful platform for dissecting the molecular and metabolic basis of ERAD-associated neurodevelopmental disorders and for evaluating targeted metabolic or genetic interventions.

## Methods

### Sex as a biological variable.

Our study examined male and female animals, and similar findings are reported for both sexes.

### Mice.

Neuron-specific *Sel1L*-deficient mice (*Sel1L1^SynCre^*) were generated by breeding the Synapsin I-Cre mice on the C57BL/6J background (Jackson Laboratory 003966) with the *Sel1L^fl/fl^* mice on the C57BL/6J background (1). Age- and sex-matched littermates were housed in a temperature-controlled room on a 12-hour light/dark cycle.

### Genotyping.

*Sel1L^SynCre^* and *Ire1a^SynCre^* mice were routinely genotyped using PCR of genomic DNA samples obtained from ears with the following primer pairs: *Sel1L*^fl/fl^: F: 5′-CTGACTGAGGAAGGGTCTC-3′, R: 5′-GCTAAAAACATTACAAAGGGGCA-3′; *Ire1a^fl/fl^*: F: 5′-CCGAGCCATGAGAAACAAGG-3′, R: 5′-CCCTGCCAGGATGGTCATGG-3′; Cre recombinase: F: 5′-ACCTGAAGATGTTCGCGATTATCT-3′, R: 5′-ACCGTCAGTACGTGAGATATCTT-3′.

### Behavioral studies.

All behavior procedures were performed by investigators without knowledge of the genotypes. For hind limb–clasping assessment, mice were lifted by the tail and held over a cage for 1 minute to assess abnormal hind limb clasping, and scoring was performed as previously described (2). For the open field test, mice were placed in the center of the arena, and video recording began 3 seconds after the mouse was detected. Behavior was recorded for 30 minutes. At the end of the session, mice were returned to their home cage, and the apparatus was cleaned between trials. Total distance traveled, time spent in different zones, rearing, and movement were quantified using EthoVision XT (Noldus). For the rotarod test, an accelerating rotarod (LE8500, Panlab SL) was used. Mice were trained in 1 session per day over 4 consecutive days. The rotarod started at 4 rpm and accelerated to 40 rpm at a rate of 0.2 rpm/s. The latency to fall was recorded automatically, and performance on the fifth day was analyzed using a 3-minute cutoff.

### Western blot and antibodies.

Tissues were harvested and snap-frozen in liquid nitrogen. Proteins were extracted by sonication in 1% Triton X-100 buffer (50 mM Tris-HCl at pH 7.5, 150 mM NaCl, 1% Triton X-100, 1 mM EDTA) supplemented with protease inhibitor (Sigma), 1 mM DTT (Sigma), and phosphatase inhibitor cocktail (Sigma). Lysates were incubated on ice for 20 minutes and centrifuged at 16,000*g* for 10 minutes. Supernatants were collected, and protein concentrations were determined using the Bio-Rad Protein Assay Dye. A total of 20–30 μg of protein was denatured at 95°C for 5 minutes in 1× SDS sample buffer (50 mM Tris-HCl pH 6.8, 2% sodium dodecyl sulfate, 0.01% bromophenol blue, 10% glycerol, and 0.3 M β-mercaptoethanol). Proteins were separated by SDS-PAGE and transferred onto PVDF membranes (Thermo Fisher Scientific). Membranes were blocked in 2% BSA in Tris-buffered saline with 0.1% Tween 20 (TBST) and incubated overnight at 4°C with the following primary antibodies: anti-HSP90 (Santa Cruz Biotechnology, sc-7947, 1:5,000), anti-SEL1L (Abcam, ab78298, 1:1,000), anti-HRD1 (Proteintech, 13473-1, 1:2,000), anti-OS9 (Abcam, ab109510, 1:5,000), anti-IRE1α (Cell Signaling Technology, 3294, 1:2,000), anti-PERK (Cell Signaling Technology, 3192, 1:1,000), anti–p-eIF2α (Cell Signaling Technology, 9721, 1:1,000), anti-eIF2α (Cell Signaling Technology, 9722, 1:1,000), and anti-ATF4 (Cell Signaling Technology, 11815, 1:1,000). After washing with TBST, membranes were incubated with HRP-conjugated secondary antibodies (Bio-Rad,1706515, 1:5,000) for 1 hour at room temperature. Signals were developed using an ECL chemiluminescence detection system (Bio-Rad), and band intensities were quantified using ImageJ software (NIH).

### RNA preparation and RT-PCR.

Total RNA was extracted from tissues using TRI Reagent and BCP Phase Separation Reagent according to the manufacturer’s protocol (Molecular Research Center, TR118). RT-PCR for Xbp1 mRNA splicing was performed as previously described (3). The ratio of Xbp1s to total Xbp1 (Xbp1u + Xbp1s) was quantified by ImageJ software. RT-PCR primer sequences were mXbp1 F: ACGAGGTTCCAGAGGTGGAG, R: AAGAGGCAACAGTGTCAGAG; mL32 F: GAGCAACAAGAAAACCAAGCA, R: TGCACACAAGCCATCTACTCA.

### Histology.

Anesthetized mice were perfused with 20 mL of 0.9% NaCl followed by 40 mL of 4% paraformaldehyde in 0.1 M PBS (pH 7.4) for fixation. Brains were dissected and postfixed overnight in 4% paraformaldehyde in PBS at 4°C. For H&E staining, tissues were dehydrated, embedded in paraffin, and processed at the Rogel Cancer Center Tissue and Molecular Pathology Core at the University of Michigan. Cortical and hippocampal thickness was quantified on H&E-stained coronal sections using Aperio ImageScope software.

### Immunofluorescence staining.

Paraffin-embedded brain sections were deparaffinized in xylene and rehydrated through a graded ethanol series (100%, 90%, 70%), followed by rinsing in distilled water. Antigen retrieval was performed by boiling the slides in a microwave using a citric acid–based antigen unmasking solution (Vector Laboratories, H-3300). Sections were then incubated in blocking solution (5% donkey serum, 0.3% Triton X-100 in PBS) for 1 hour at room temperature, followed by overnight incubation at 4°C in a humidified chamber with the following primary antibodies: anti-NeuN (EMD Millipore, ABN90, 1:500), anti-GFAP (Cell Signaling Technology, 3670, 1:100), anti-KDEL (Novus Biologicals, 97469, 1:200), anti-SEL1L (Abcam, ab78298, 1:100), and anti-ATF4 (Cell Signaling Technology, 11815, 1:100). The next day, after 3 washes with 0.03% Triton X-100 in PBS, sections were incubated with the corresponding Alexa Fluor–conjugated secondary antibodies (Jackson ImmunoResearch, 711565152, 1:500) for 1 hour at room temperature. Slides were then mounted with VECTASHIELD mounting medium containing DAPI (Vector Laboratories, H-1500). Images were acquired using a Nikon A1 confocal microscope at the University of Michigan Microscopy and Image Analysis Core. Images were analyzed using ImageJ software.

### TUNEL assay.

Paraffin-embedded brain sections were processed for TUNEL staining using the In-Situ Cell Death Detection Kit (Roche, 11684795910) according to the manufacturer’s instructions. Images were acquired using a Nikon A1 confocal microscope at the University of Michigan Microscopy and Image Analysis Core. Quantification was performed using ImageJ software.

### TEM.

Mice were anesthetized and perfused with 3% glutaraldehyde and 3% formaldehyde in 0.1 M cacodylate buffer (Electron Microscopy Sciences, 16220, 15710, 11653). Cortical brain regions were dissected and cut into small pieces, then postfixed overnight at 4°C in 3% glutaraldehyde, 3% formaldehyde in 0.1 M Sorenson’s buffer (Electron Microscopy Sciences, 11682). Tissue samples were then processed, embedded, and sectioned at the University of Michigan Microscopy Core. Sections were stained with uranyl acetate and lead citrate, and high-resolution images were acquired using a JEOL 1400-plus transmission electron microscope.

### Tissue preparation, cDNA amplification, and library construction for 10x Genomics snRNA-seq.

Mice were euthanized using isoflurane and decapitated. Brains were removed from the skull and sectioned into 1 mm sagittal slices using a brain matrix. The cortex and hippocampus from 2 *Sel1L^fl/fl^* and 2 *Sel1L^SynCre^* 5-week-old mice were dissected and flash-frozen in liquid nitrogen. On the day of the experiment, frozen tissues were homogenized in lysis buffer (EZ Prep Nuclei Kit, Sigma-Aldrich) supplemented with Protector RNase Inhibitor (Sigma-Aldrich) and filtered through a 30 μm MACS strainer (Miltenyi Biotec). Filtered samples were centrifuged at 500*g* for 5 minutes at 4°C, and the nuclear pellet was resuspended in wash buffer (10 mM Tris buffer at pH 8.0, 5 mM KCl, 12.5 mM MgCl_2_, 1% BSA with RNase inhibitor). Nuclei were filtered again and centrifuged under the same conditions. The resulting nuclei were resuspended in wash buffer containing propidium iodide (Sigma-Aldrich), and stained nuclei were sorted using a MoFlo Astrios Cell Sorter. Sorted nuclei were centrifuged at 100*g* for 5 minutes at 4°C and resuspended in wash buffer to a final concentration of 750–1,200 nuclei/μL. Reverse transcription mix was added to target approximately 10,000 nuclei, which were then loaded onto a 10x Genomics Chromium Controller chip. The Chromium Single Cell 3′ Library and Gel Bead Kit v3, Chromium Chip B Single Cell kit, and Chromium i7 Multiplex Kit were used for RT, cDNA amplification, and library preparation according to the manufacturer’s instructions. Libraries were sequenced on an Illumina NovaSeq 6000 platform with 150 nt paired-end reads.

### snRNA-seq data analysis.

Raw sequencing reads were processed through demultiplex, mapping, and analysis by the pipeline in 10x Genomics Cell Ranger, and the output data were further analyzed including integration using the Seurat package (version 4.3.0) in the R environment (version 4.2.3). After removing doublets and cells with low quality (high mitochondrial content or low sequencing depth), 33,636 cells that expressed more than 600 genes and 23,886 genes with transcripts detected in more than 3 cells were used for further analysis. The average unique molecular identifier count for each cell was 9,216. Unsupervised clustering was applied at a resolution of 0.2 using the top 17 dimensions of PCA using the default pipeline in the Seurat package. Cell cluster identification was based on the prior knowledge of marker genes (65). Differential gene expression analysis was conducted for each cluster between genotypes with the pseudo-bulking method using the edgeR package (version 4.4.0). The UMAP plots, feature plots, and heatmaps were generated in R.

### Metabolomics.

Mice were euthanized using isoflurane and decapitated. Brains were removed from the skull and sectioned into 1 millimeter–thick sagittal slices using a brain matrix. The cortex and hippocampus were dissected, flash-frozen in liquid nitrogen, and stored at –80°C. On the day of the experiment, frozen tissue samples were homogenized in cold (–80°C) 80% methanol. Soluble metabolites were separated from the insoluble fraction by centrifugation (16,000*g* for 10 min at 4ºC) and dried using a SpeedVac, with volumes normalized to tissue weights. Dried metabolites were reconstituted in a 1:1 methanol/water solution for LC-MS analysis. Metabolite extracts were analyzed using an Agilent Technologies Triple Quadrupole 6470 LC/MS system, equipped with a 1290 Infinity II LC Flexible Pump (Quaternary Pump), the 1290 Infinity II Multisampler, a 1290 Infinity II Multicolumn Thermostat with 6-port valve, and a 6470 triple quadrupole mass spectrometer. Agilent MassHunter Workstation Software (LC/MS Data Acquisition for 6400 Series Triple Quadrupole MS with Version B.08.02) was used for compound optimization, calibration, and data acquisition. Extracted ion chromatograms and mass spectra were manually inspected to ensure sample quality and consistent peak integration. Pathway analysis of significantly altered metabolites was performed using MetaboAnalyst (https://www.metaboanalyst.ca). Unsupervised hierarchically clustered heatmaps were generated by using R software.

### Statistics.

Statistical analyses were performed in Prism version 8.0 (GraphPad Software). Unless indicated otherwise, values are presented as mean ± SEM. All experiments have been repeated at least 2 to 3 times and/or performed with multiple independent biological samples from which representative data are shown. All datasets passed normality and equal variance tests. Statistical differences between groups were assessed using an unpaired 2-tailed Student’s *t* test for comparisons between 2 groups or a 2-way ANOVA followed by FDR correction for multiple comparisons. A *P* value of less than 0.05 was considered statistically significant.

### Study approval.

All animal procedures were approved by the Institutional Animal Care and Use Committee of the University of Michigan Medical School (PRO00010658) and the University of Virginia (PRO0004459), in accordance with the NIH Guide for the Care and Use of Laboratory Animals (National Academies Press, 2011).

### Data availability.

All materials and reagents used in this study are either commercially available or available upon request from the corresponding authors. Raw sequencing data for the snRNA-seq experiment have been deposited in NCBI GEO database under accession number GSE299894. All data are included within the figures, and the quantitative data presented in the figures are provided in the Supporting Data Values file.

## Author contributions

MT designed and performed most experiments; JH established the original *Sel1L^SynCre^* colony; HW, BP, XC, LLL, AJT, and AG contributed to both in vitro and in vivo experiments; YL and ACR performed the snRNA-seq analysis; AJS assisted with the metabolomics analysis; MGM, ZZ, CAL, and DRW provided insightful discussion; and LQ directed the study. LQ and MT wrote the manuscript; all authors commented on and approved the manuscript.

## Conflict of interest

The authors have declared that no conflict of interest exists.

## Funding support

This work is the result of NIH funding and is subject to the NIH Public Access Policy. Through acceptance of this federal funding, the NIH has been given a right to make the work publicly available in PubMed Central.

- NIH grant R01NS138119 (to LQ).
- NIH grant R01AG089640 (to LQ and ZZ).
- NIH grant RF1NS122060 (to ZZ).
- Alzheimer’s Association 24AARG-D-NTF-1187603 (to LQ).
- NCI F32CA260735 (to AJS).
- P30 grants DK020572, DK089503, and 1U2CDK135066 (to University of Michigan Animal Phenotyping Core).
- NIH NIDDK grant P30DK020572 (to University of Michigan Microscopy and Image Analysis Core).

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supplemental video 1

Supplemental video 2

Supporting data values

## Figures and Tables

**Figure 1:**
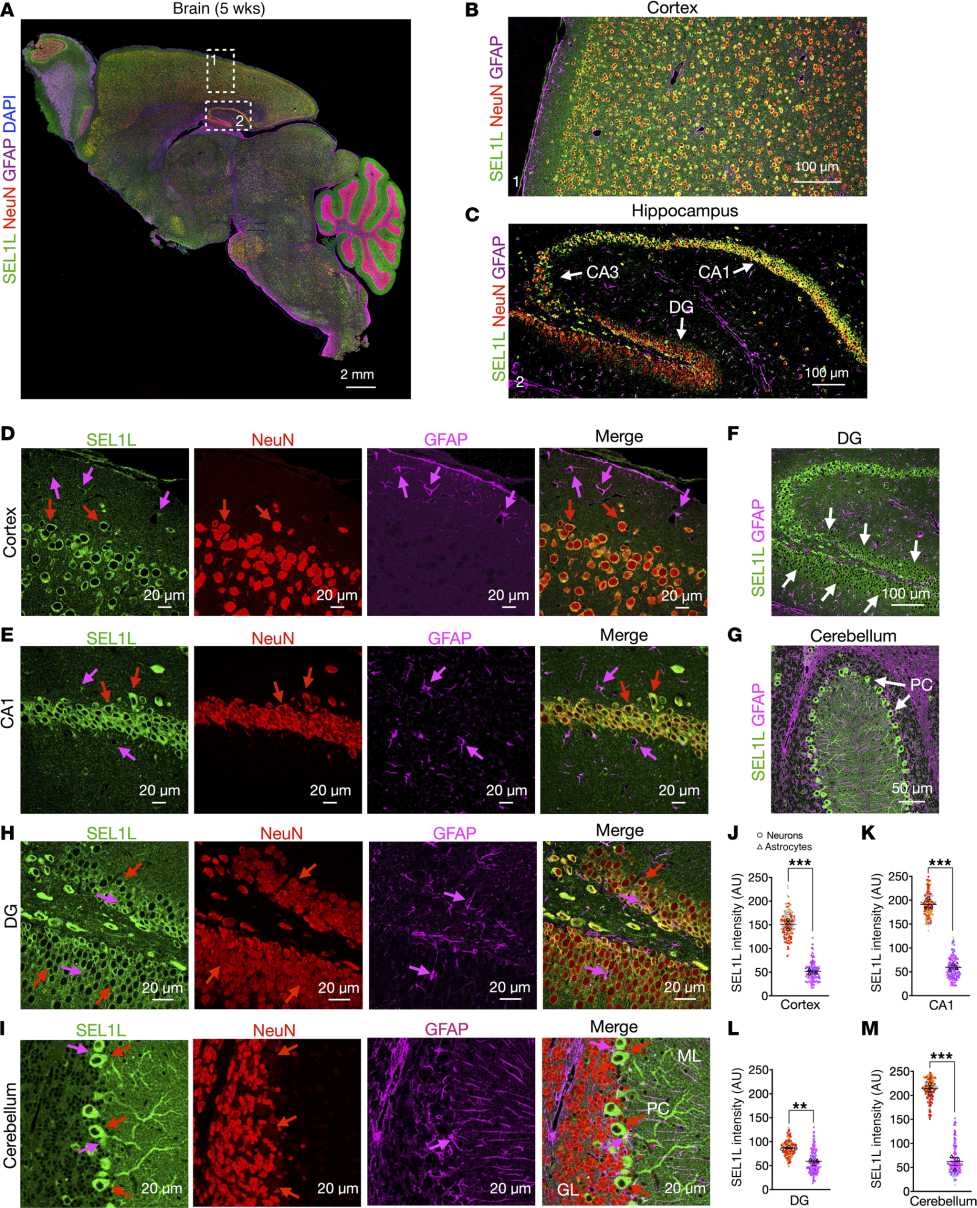
SEL1L protein is highly expressed in neurons. (**A**) Representative confocal image of SEL1L (green), NeuN (red), glial fibrillary acidic protein (GFAP) (magenta), and DAPI (blue) staining in a sagittal brain section of a 5-week-old mouse. The magnifications of the selected regions for cortex and hippocampus, are shown in panels **B** and **C**, respectively. White arrows in panel **C** indicate the Cornu Ammonis 1 (CA1), CA3, and dentate gyrus (DG) regions of the hippocampus. (**D** and **E**) Representative zoomed-in images for cortex (**D**) and CA1 (**E**) regions showing separated channels for SEL1L, NeuN, and GFAP staining. Red and magenta arrows indicate the signal for neurons and astrocytes, respectively. (**F** and **G**) Magnification of the DG (**F**) and cerebellum (**G**) showing the localization of SEL1L and GFAP. White arrows indicate SEL1L-positive signal in granule cells (**F**) and Purkinje cells (PC) (**G**). (**H** and **I**) Representative zoomed-in images for DG (**H**) and cerebellum (**I**) showing separated channels for SEL1L, NeuN, and GFAP staining. The molecular layer (ML) and granular layer (GL) are indicated as reference points in panel **I**. Arrows, neurons (red) and astrocytes (magenta). (**J**–**M**) Quantitation of SEL1L signal intensity in neurons (red) and astrocytes (magenta) in cortex (**J**), CA1 (**K**), DG (**L**), and cerebellum (**M**) regions of 5-week-old mice (total of 180–200 cells from 3 mice per group; data from each mouse are shown in different colors). Data are shown as the mean ± SEM. **P < 0.01, and ***P < 0.001 by 2-tailed Student’s *t* test (**J**–**M**). Scale bar: 2 mm (**A**); 100 μm (**B**, **C**, and **F**); 50 μm (**G**); 20 μm (**D**, **E**, **H**, and **I**).

**Figure 2:**
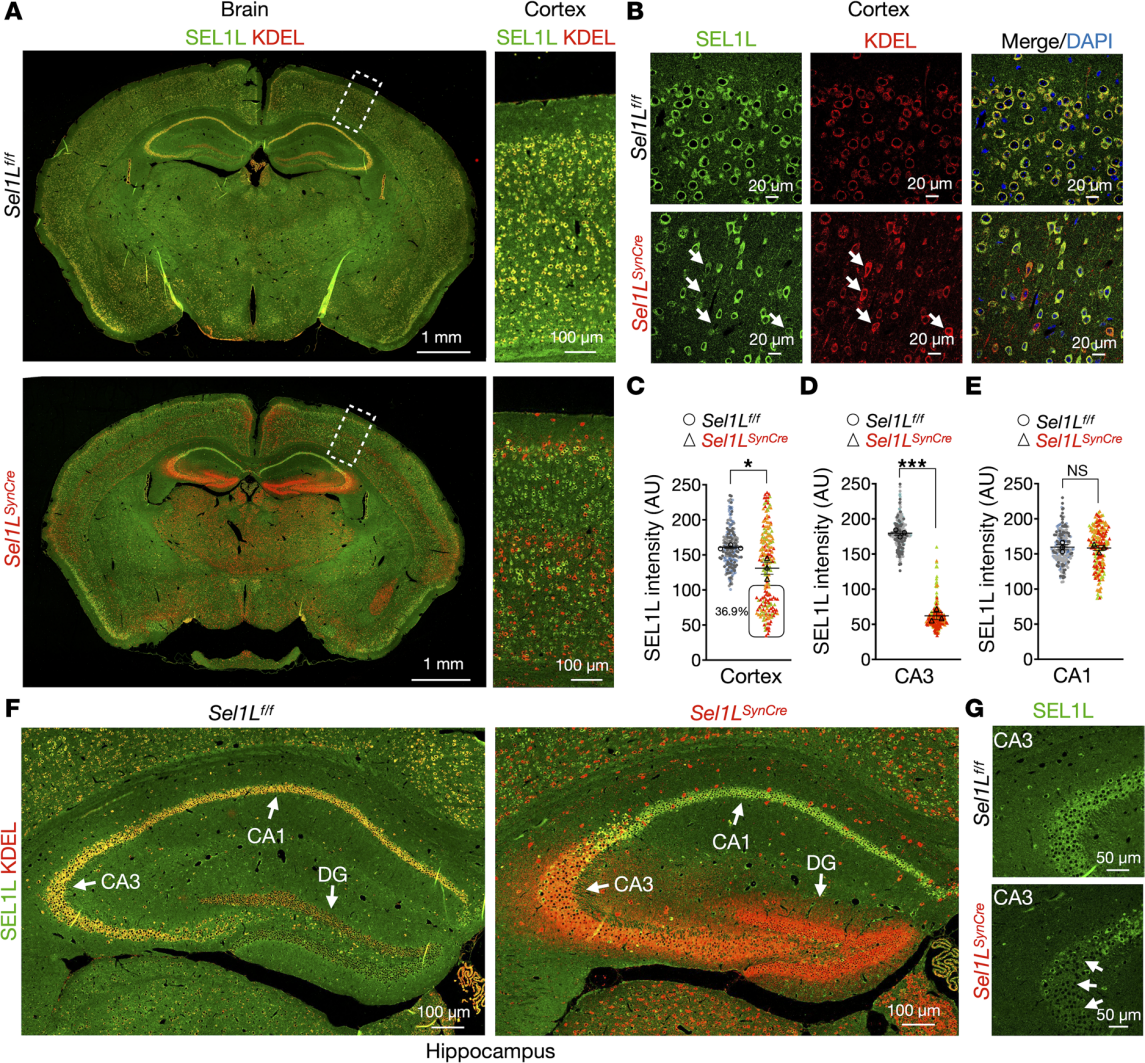
Generation of a neuronal *Sel1L*-deficient mouse model. (**A**) Representative confocal images of SEL1L (green) and KDEL (red) staining in coronal brain sections of 5-week-old wild-type (*Sel1L^fl/fl^*, upper panel) and *Sel1L*-deficient mice (*Sel1L*^SynCre^). The magnification of the selected region for cerebral cortex is showed in the lateral panel for each image. (**B**) Representative zoom-in images for the external layer of the cortex showing separated channels for SEL1L and KDEL staining. White arrows indicate cells with reduced levels of *Sel1L*. Elevated KDEL signal is used to identify *Sel1L*-deficient neurons. (**C**–**E**) Quantitation of SEL1L signal intensity in cortex (**C**), CA3 (**D**), and CA1 (**E**) regions of 5-week-old mice (total of 180–200 cells from 3 mice per group; data from each mouse are shown in different colors). (**F**) Magnification of the hippocampus for wild-type (left panel) and *Sel1L*-deficient mice (right panel). White arrows indicate the CA1, CA3, and DG regions of the hippocampus. (**G**) High-magnification images showing the reduction of SEL1L signal in the CA3 region of the hippocampus (white arrows). Data are shown as the mean ± SEM. *P < 0.05, and ***P < 0.001 by 2-tailed *t* test. NS; not significant. (**C**–**E**). Scale bar: 1 mm (**A**); 100 μm (**A** lateral panel, **F**); 50 μm (**G**); 20 μm (**B**).

**Figure 3:**
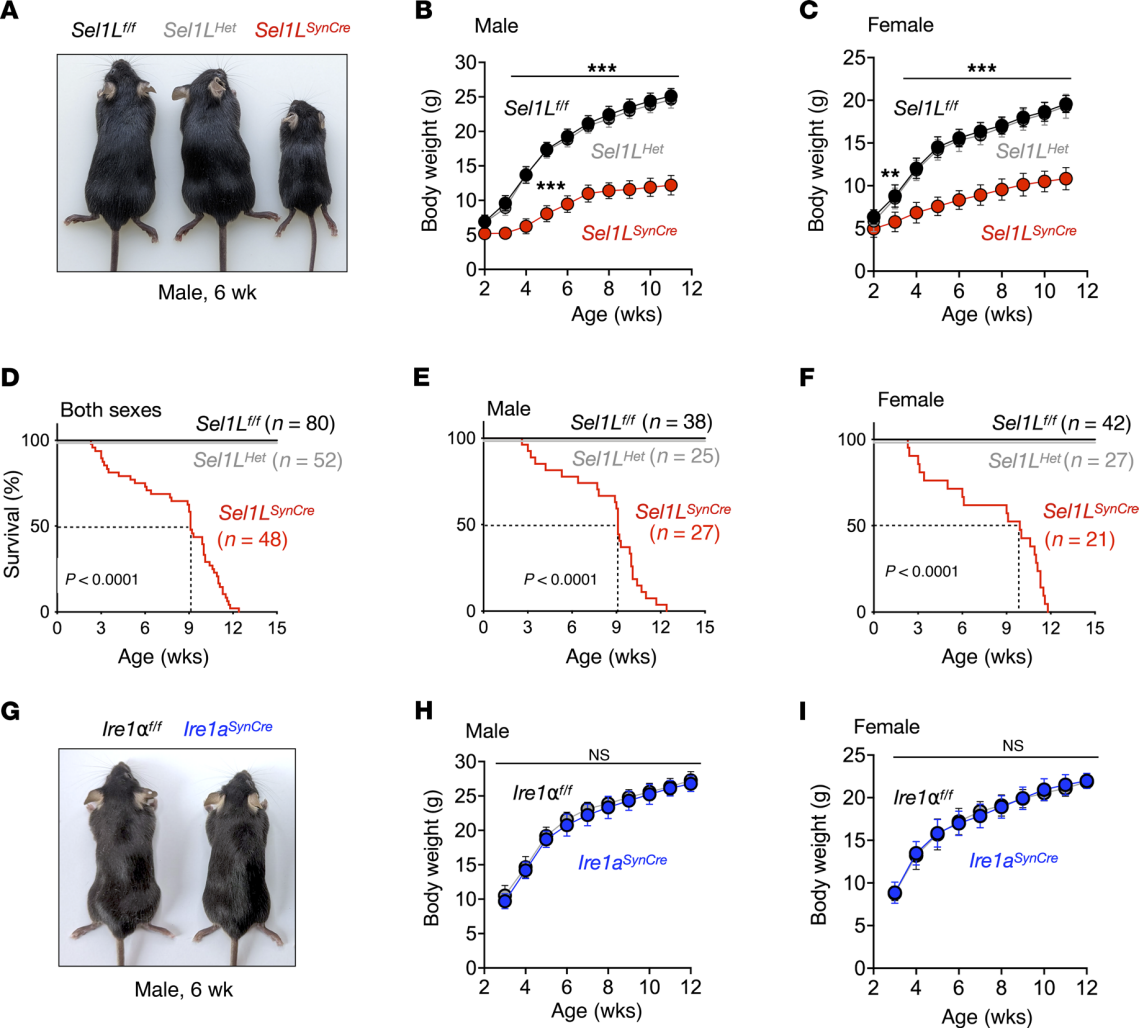
Growth retardation and premature lethality of *Sel1L^SynCre^* mice but not *Ire1a*^SynCre^ mice. (**A**) Representative images of 6-week-old wild-type (*Sel1L^fl/fl^*), heterozygote (*Sel1L^Het^*), and neuronal *Sel1L*-deficient (*Sel1L^SynCre^*) male mice. (**B** and **C**) Growth curve for male (**B**) and female (**C**) *Sel1L^fl/fl^*, *Sel1L^Het^*, and *Sel1L^SynCre^* mice (2–11 weeks, *n* = 12–16 mice per group). (**D**–**F**) Kaplan-Meier mouse survival curves of both sexes (**D**), males (**E**), and females (**F**). Overall survival was followed up for 15 weeks. The number of animals is indicated for each genotype. *P* value was calculated using the log-rank test. (**G**) Representative images of 6-week-old wild-type (*Ire1a^fl/fl^*) and neuronal *Ire1a-*deficient (*Ire1a^SynCre^*) male mice. (**H** and **I**) Growth curve for male (**H**) and female (**I**) *Ire1a^fl/fl^* and *Ire1a^SynCre^* mice (3–12 weeks, *n* = 12–14 mice per group). Body weight data are presented as mean ± SEM and were analyzed by two-way ANOVA. **P < 0.01; ***P < 0.001; NS, not significant.

**Figure 4:**
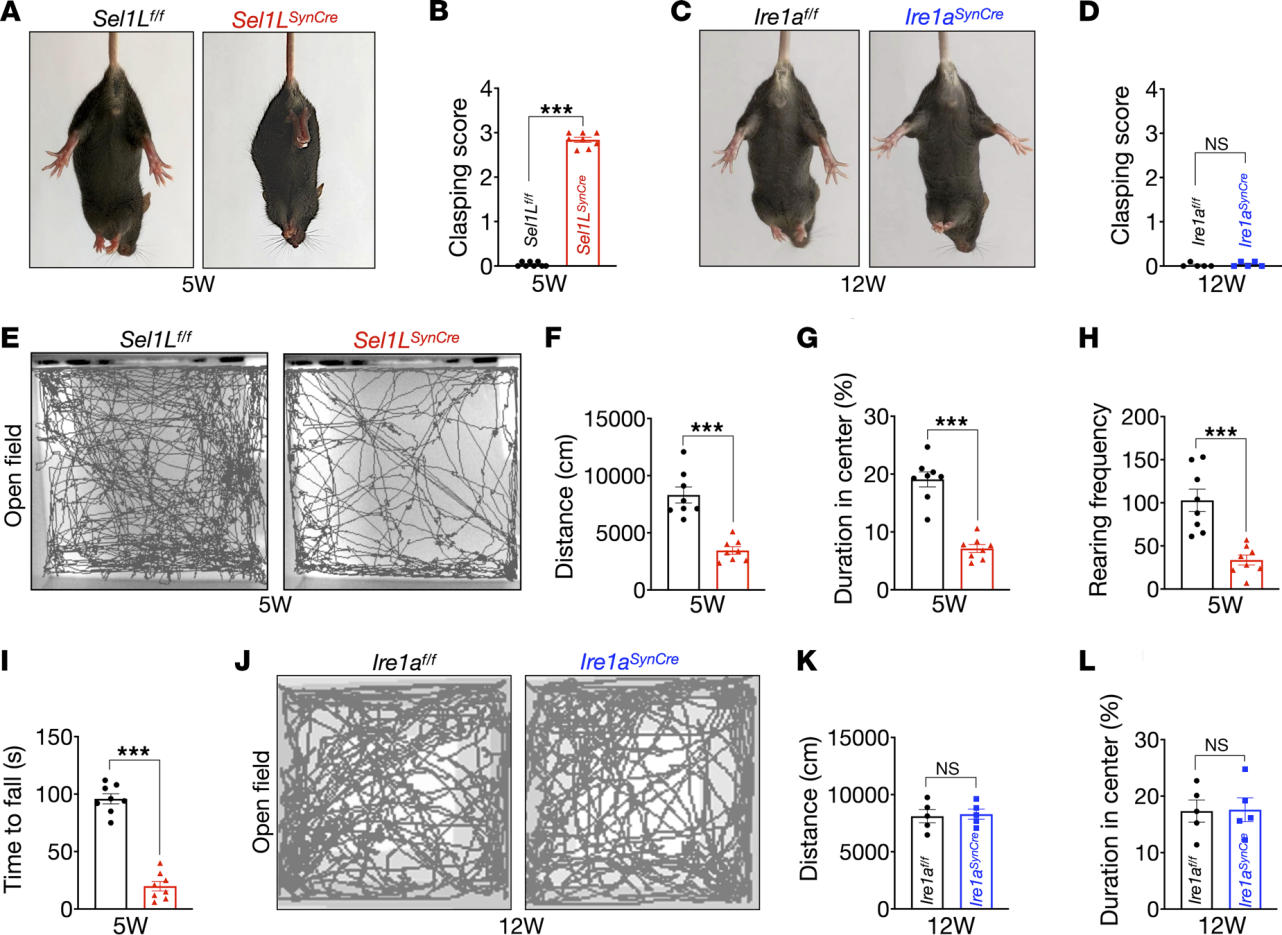
Impaired motor activity and behavior alterations of *Sel1L^SynCre^* mice but not *Ire1a*^SynCre^ mice. (**A**) Representative images of 5-week-old wild-type (*Sel1L*^fl/fl^) and neuronal *Sel1L*-deficient (*Sel1L^SynCre^*) male mice showing hind limb–clasping reflex. Clasping score quantitation is shown in **B** (5 weeks, *n* = 8 mice per group). (**C**) Representative images of 12-week-old wild-type (*Ire1a^fl/fl^*) and neuronal *Ire1a*-deficient (*Ire1a^SynCre^*) male mice. Clasping score quantitation is shown in **D** (12 weeks, *n* = 5 mice per group). (**E**) Open field test showing representative locomotor activity traces for *Sel1L*^fl/fl^ and *Sel1L^SynCre^* mice at 5 weeks of age. (**F**–**H**) Open field test quantification showing total distance (**F**), duration in the center (**G**), and rearing frequency (**H**). Animals were video recorded for 30 minutes and analyzed using EthoVision XT software (5 weeks, *n* = 8 for each genotype). (**I**) Motor performance on the accelerating rotarod test in *Sel1L*^fl/fl^ and *Sel1L^SynCre^* mice (5 weeks, *n* = 8 mice per group). (**J**–**L**) Open field test showing representative locomotor activity traces for *Ire1a^fl/fl^* and *Ire1a^SynCre^* mice at 12 weeks of age, with quantification of total distance (**K**) and duration in the center (**L**) (12 weeks, *n* = 5 mice per group). The data presented are shown as mean ± SEM and were analyzed using 2-tailed Student’s *t* test. Significance levels are indicated as follows: ***P < 0.001. NS, not significant.

**Figure 5:**
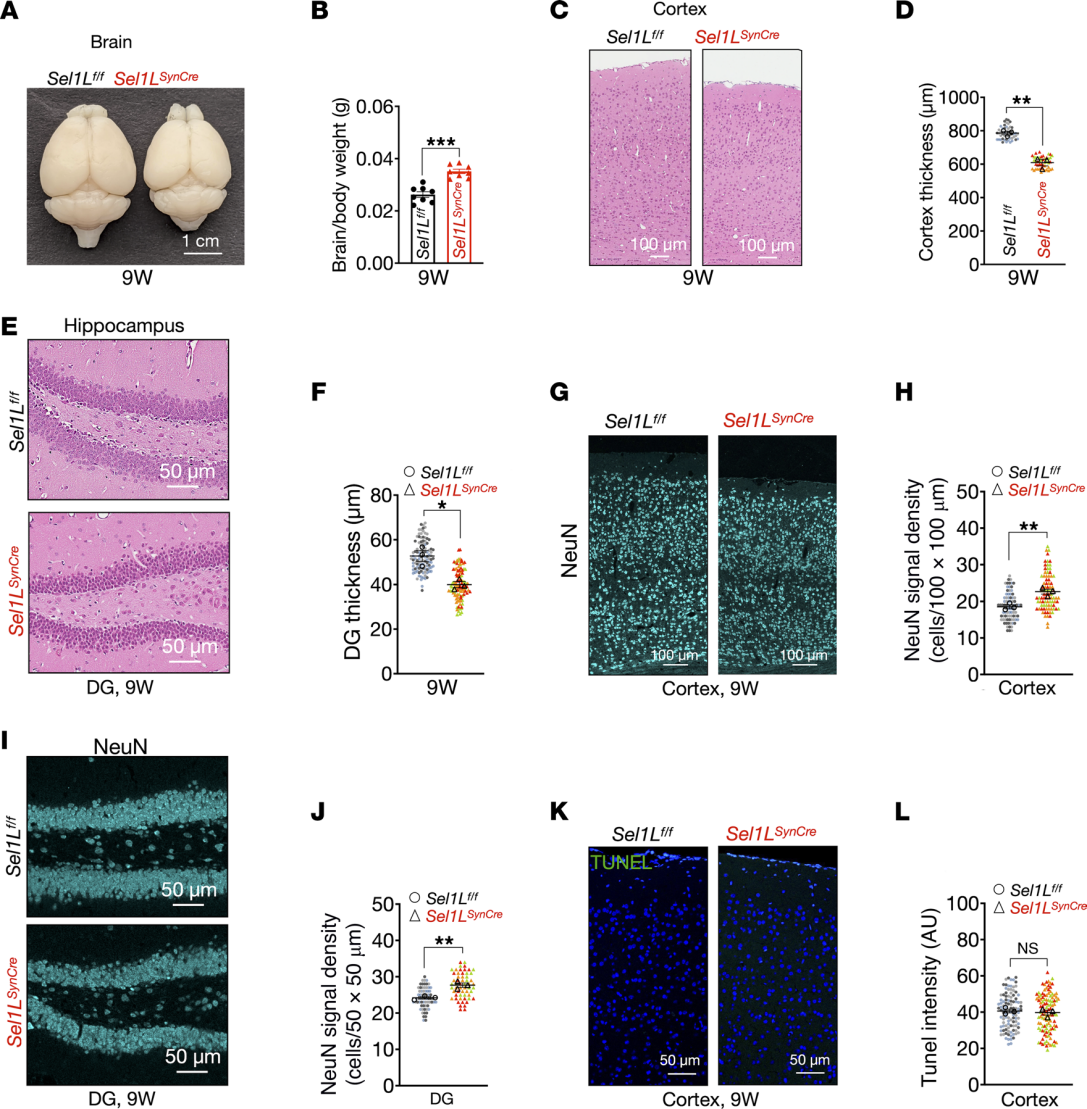
Neuronal SEL1L deficiency does not induce significant cell death. (**A**) Representative images of brains from *Sel1L*^fl/fl^ and *Sel1L^SynCre^* mice at 9 weeks of age. (**B**) Whole brain weight for both genotypes normalized by body weight (*n* = 8 mice per group). (**C**) Hematoxylin and eosin staining of the cerebral cortex from *Sel1L*^fl/fl^ and *Sel1L^SynCre^* mice at 9 weeks of age. Quantitation of cortical thickness is shown in **D** (50–60 measurements from 3 mice per group; data from each mouse are shown in different colors). (**E**) Hematoxylin and eosin staining of the DG region in the hippocampus at 9 weeks of age. Quantitation of the granular layer thickness in the DG is shown in **F** (50–60 measurements from 3 mice per group). (**G**) Representative confocal images of NeuN staining in cerebral cortex sections from *Sel1L*^fl/fl^ and *Sel1L^SynCre^* mice at 5 weeks of age. Quantitation of NeuN-positive cells’ (neurons) density in the cortex is shown in **H** (50–60 measurements from 3 mice per group). (**I**) Representative confocal images of NeuN staining in the DG region of the hippocampus at 5 weeks of age. Quantitation of NeuN-positive cells’ (neurons) density in the granular layer is shown in **J** (50–60 measurements from 3 mice per group). (**K**) Analysis of DNA fragmentation by TUNEL assay in cerebral cortex sections from *Sel1L*^fl/fl^ and *Sel1L^SynCre^* mice at 5 weeks of age. Quantification of the average signal within a 100 × 100 μm^2^ tissue area is shown in **L** (100–120 measurements from 3 mice per group). The data presented are shown as mean ± SEM and were analyzed using 2-tailed Student’s *t* test. Significance levels are indicated as follows: *P < 0.05; **P < 0.01; ***P < 0.001. NS, not significant.

**Figure 6:**
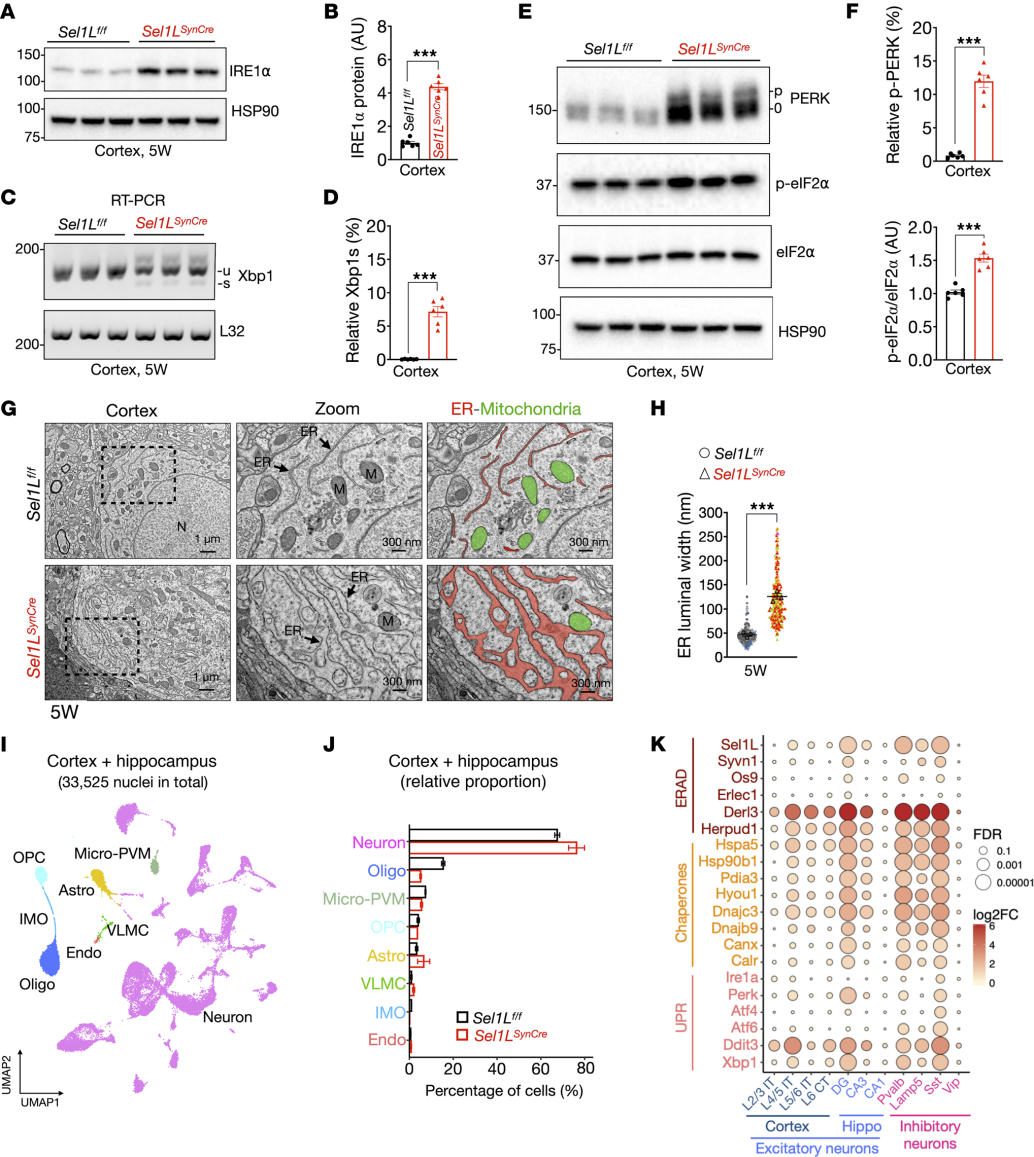
Partial UPR activation in *Sel1L*-deficient neurons. (**A**) Western blot analysis of IRE1α in cortical tissues of *Sel1L*^fl/fl^ and *Sel1L^SynCre^* mice at 5 weeks of age. (**B**) Quantitation is shown (*n* = 6 mice per group; molecular weight in kDa). (**C**) RT-PCR analysis of *Xbp1* mRNA splicing in cortical tissue from 5-week-old mice; u and s indicate the unspliced and spliced *Xbp1*, respectively. (**D**) Quantitation of spliced Xbp1 (Xbp1s) is shown (*n* = 6 mice per group). (**E**) Western blot analysis of PERK and phosphorylated eIF2α (p-eIF2α) in cortical tissue, with quantitation shown in **F** (*n* = 6 mice per group). (**G**) Representative TEM images from *Sel1L*^fl/fl^ and *Sel1L^SynCre^* mice at 5 weeks of age. ER (red) and mitochondria (M, green) are indicated. (**H**) Quantitation of ER luminal width is shown (200–250 measurements from 3 mice per group). (**I**) Uniform manifold approximation and projection (UMAP) visualization of cell types identified by unsupervised clustering of snRNA-seq data from combined cortex and hippocampus. Each dot represents 1 nucleus. (**J**) Relative abundance of major cell types between genotypes. Cell types include neurons, oligodendrocytes (Oligo), microglia and perivascular cells (Micro-PVM), oligodendrocyte precursor cells (OPC), astrocytes (Astro), vascular and leptomeningeal cells (VLMC), inflammatory mononuclear cells (IMO), and endothelial cells (Endo). (**K**) Differential expression of ER quality control–related genes (ERAD, chaperones, and the UPR pathways) based on snRNA-seq data, shown as log_2_ fold change. Excitatory and inhibitory neuronal subtypes were defined using established markers. Data in **B**, **D**, **F**, and **H** are mean ± SEM and analyzed by 2-tailed Student’s *t* test; data in **K** were analyzed by 2-way ANOVA with FDR correction. ***P < 0.001.

**Figure 7:**
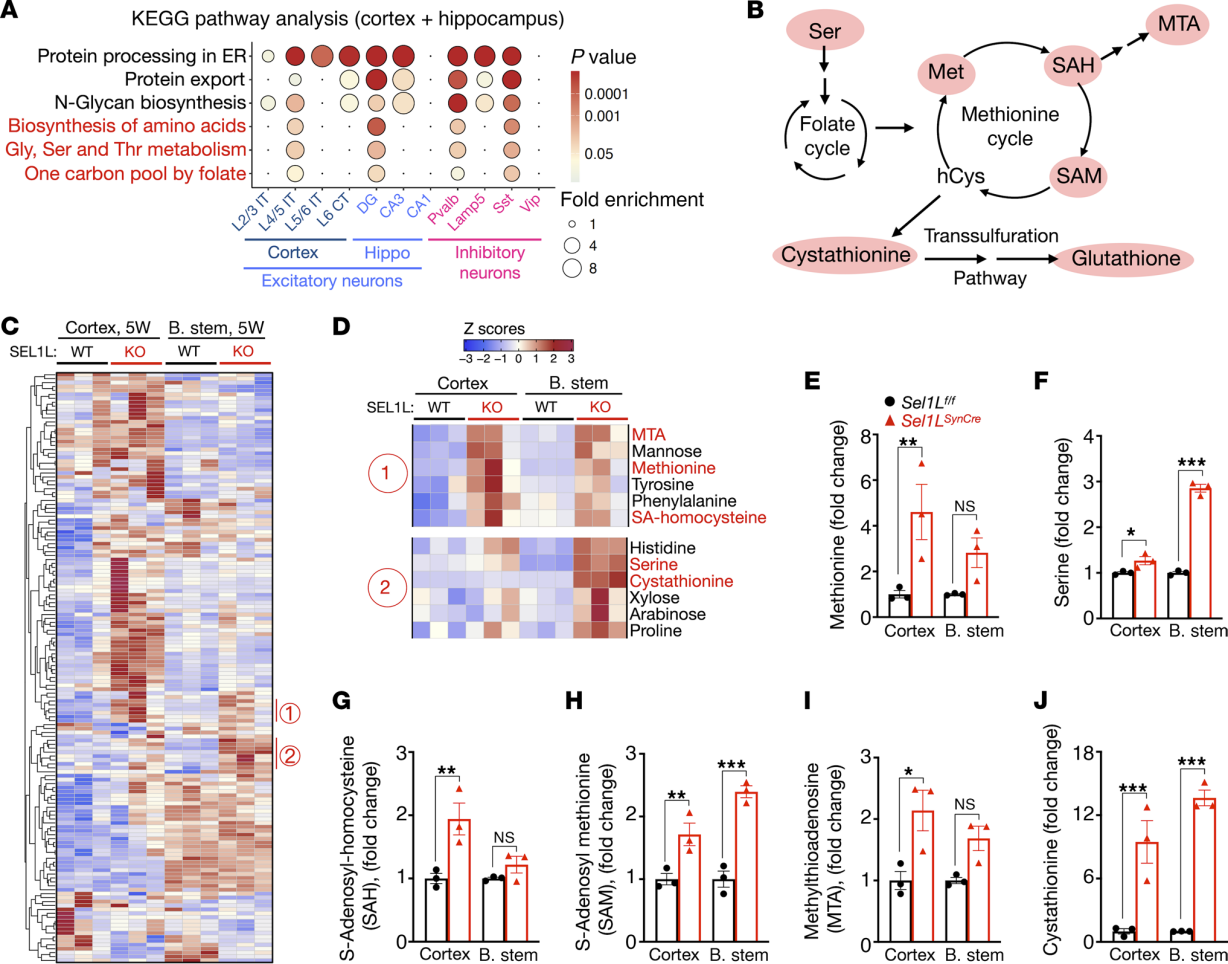
Upregulation of one-carbon metabolism pathways in the brain of *Sel1L^SynCre^* mice. (**A**) KEGG pathway enrichment analysis of differentially expressed genes in *Sel1L^SynCre^* mice, separated by neuronal subtypes isolated from the cortex and hippocampus at 5 weeks of age. (**B**) Diagram illustrating one-carbon metabolism, including folate, methionine, and transsulfuration pathways. Key metabolites analyzed include methionine (Met), serine, *S*-adenosyl-homocysteine (SAH), *S*-adenosyl methionine (SAM), methylthioadenosine (MAT), cystathionine, and glutathione. (**C**–**J**) Metabolomics analysis of cortex and brain stem tissues isolated from *Sel1L*^fl/fl^ (WT) and *Sel1L^SynCre^* (KO) mice at 5 weeks of age. Panel **D** highlights selected regions showing changes in metabolites related to one-carbon metabolism. (**E**–**J**) Fold-change plots showing individual metabolites from the cortex and brain stem of *Sel1L*^fl/fl^ and *Sel1L^SynCre^* mice (*n* = 3 animals per brain region). The data presented are shown as mean ± SEM and were analyzed using a 2-way ANOVA with FDR correction. Significance levels are indicated as follows: **P < 0.01; ***P < 0.001. NS, not significant.

**Figure 8:**
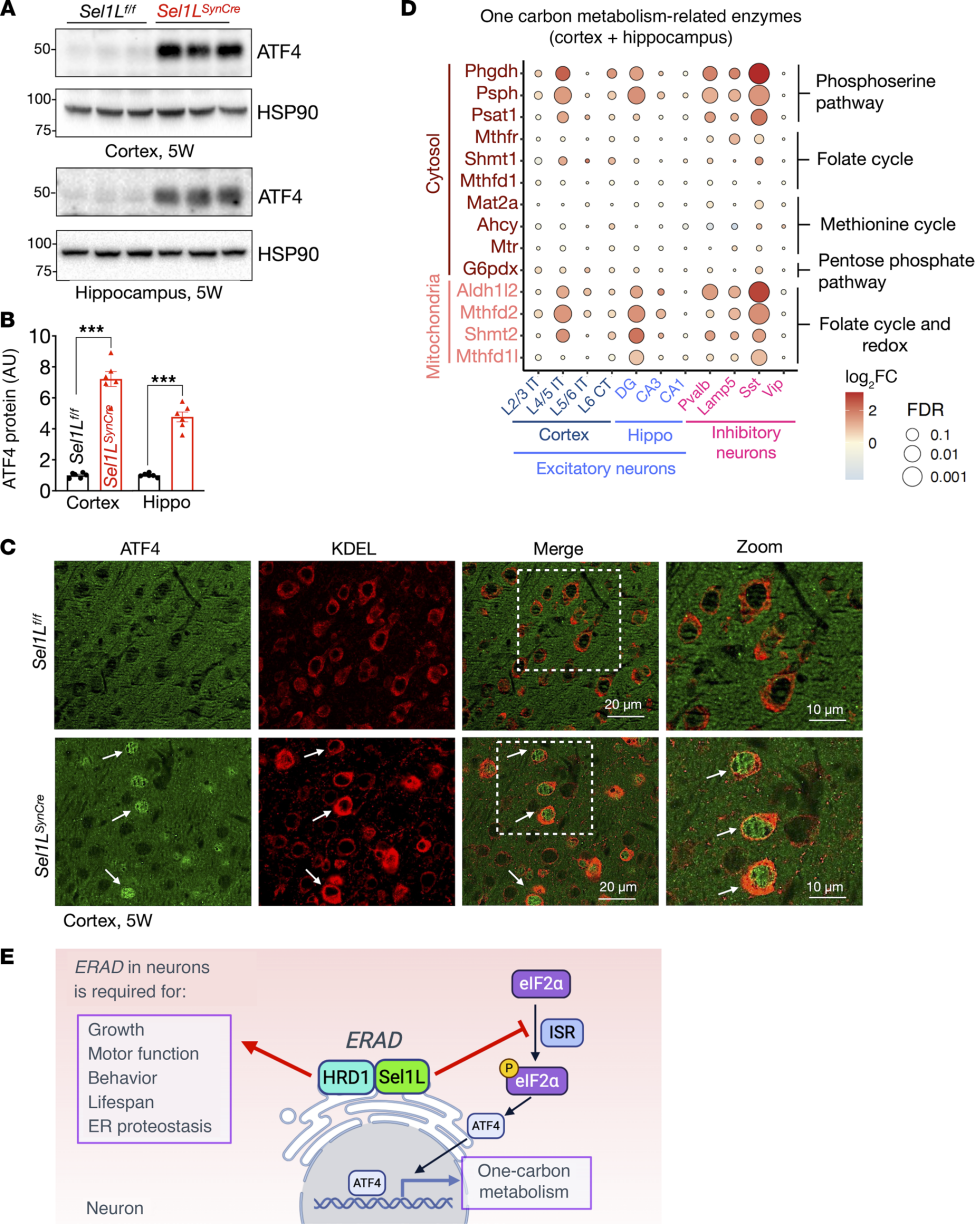
Activation of ATF4 and one-carbon metabolism enzymes in the brain of *Sel1L^SynCre^* mice. (**A**) Western blot analysis of ATF4 in cortical and hippocampal tissues from *Sel1L*^fl/fl^ and *Sel1L^SynCre^* mice at 5 weeks of age, with quantitation shown in **B** (*n* = 6 mice per group). (**C**) Representative confocal images of ATF4 (green) and KDEL (red) in the cortex of 5-week-old *Sel1L^SynCre^* mice. (**D**) Relative mRNA abundance of one-carbon metabolism genes based on single-nucleus RNA sequencing of cortical and hippocampal tissue from *Sel1L*^fl/fl^ and *Sel1L^SynCre^* mice at 5 weeks of age. (**E**) Proposed model illustrating the role of ERAD in neurons. Proper ERAD function is essential for maintaining growth, motor function, behavior, and lifespan in mice by preserving ER proteostasis under basal conditions and preventing activation of the ISR. Loss of ERAD leads to phosphorylation of eIF2α, increased ATF4 levels, and activation of one-carbon metabolism pathways. Positive and inhibitory regulatory effects are indicated by red arrow and blunt-ended line, respectively. Data in **B** are presented as mean ± SEM and differences between *Sel1L^fl/fl^* and *Sel1L^SynCre^* groups were analyzed using 2-tailed Student’s *t* test. The data presented (**C**) were analyzed using a 2-way ANOVA with FDR correction. Significance levels are indicated as follows: ***P < 0.001.

# Supplementary material for: Neuronal SEL1L-HRD1 ER-associated degradation is essential for motor function and survival in mice
**Source:** J Clin Invest. 2026 Feb 19;136(8):e196819. doi: 10.1172/JCI196819
**Supplement:** Supplemental data

## Supplemental Materials

### Neuronal SEL1L-HRD1 ER-associated degradation is essential for motor function and survival in mice

Mauricio Torres<sup>1\*</sup>, You Lu<sup>2</sup>, Brent Pederson<sup>2</sup>, Hui Wang<sup>1</sup>, Anna Gretzinger<sup>2</sup>, Liangguang Leo Lin<sup>1</sup>, Jiwon Hwang<sup>2</sup>, Xinxin Chen<sup>1</sup>, Alan Rupp<sup>3</sup>, Abigail Tomlinson<sup>3</sup>, Andrew J Scott<sup>4</sup>, Martin Myers<sup>3</sup>, Zhen Zhao<sup>5</sup>, Costas Lyssiotis<sup>6</sup>, Wahl Daniel<sup>4</sup> and Ling Qi<sup>1\*</sup>

#### Contents:

- Supplemental Figures 1-10
- Supplemental Videos 1-2

**A** Brain (5 weeks)

HRD1 NeuN GFAP DAPI

**B** Cortex

HRD1 NeuN GFAP

**C** Hippocampus

HRD1 NeuN GFAP

**D** Cortex

HRD1 NeuN GFAP Merge

**E** Cortex

○ Neurons  
△ Astrocytes

HRD1 intensity (a.u.)

**F** CA3

HRD1 NeuN GFAP Merge

**G** CA3

HRD1 intensity (a.u.)

**Supplementary figure 1. HRD1 protein is highly expressed in neurons. (A)** Representative confocal image of HRD1 (green), NeuN (red), GFAP (magenta), and DAPI (blue) staining in a sagittal brain section of 5-week-old mouse. The magnification of the selected regions for cortex and hippocampus, are showed in panels (B) and (C), respectively. White arrows in panel (C) indicate the CA1, CA3, and DG regions of the hippocampus. (D and F) Representative zoomed-in images for cortex (D) and CA3 (F) regions showing separated channels for HRD1, NeuN, and GFAP staining. Red and magenta arrows indicate the signal for neurons and astrocytes, respectively. (E and G) Quantitation of HRD1 signal intensity in cortex (E) and CA3 (G) regions of 5-week-old mice (total of 180-200 cells from 3 mice; data from each mouse are shown in different colors). Data are shown as the mean  $\pm$  SEM. \* $P$  < 0.05, \*\* $P$  < 0.01, and \*\*\* $P$  < 0.001 by t-test (E and G). Scale bar: 2 mm (A); 100  $\mu$ m (B-C); 25  $\mu$ m (D and F).

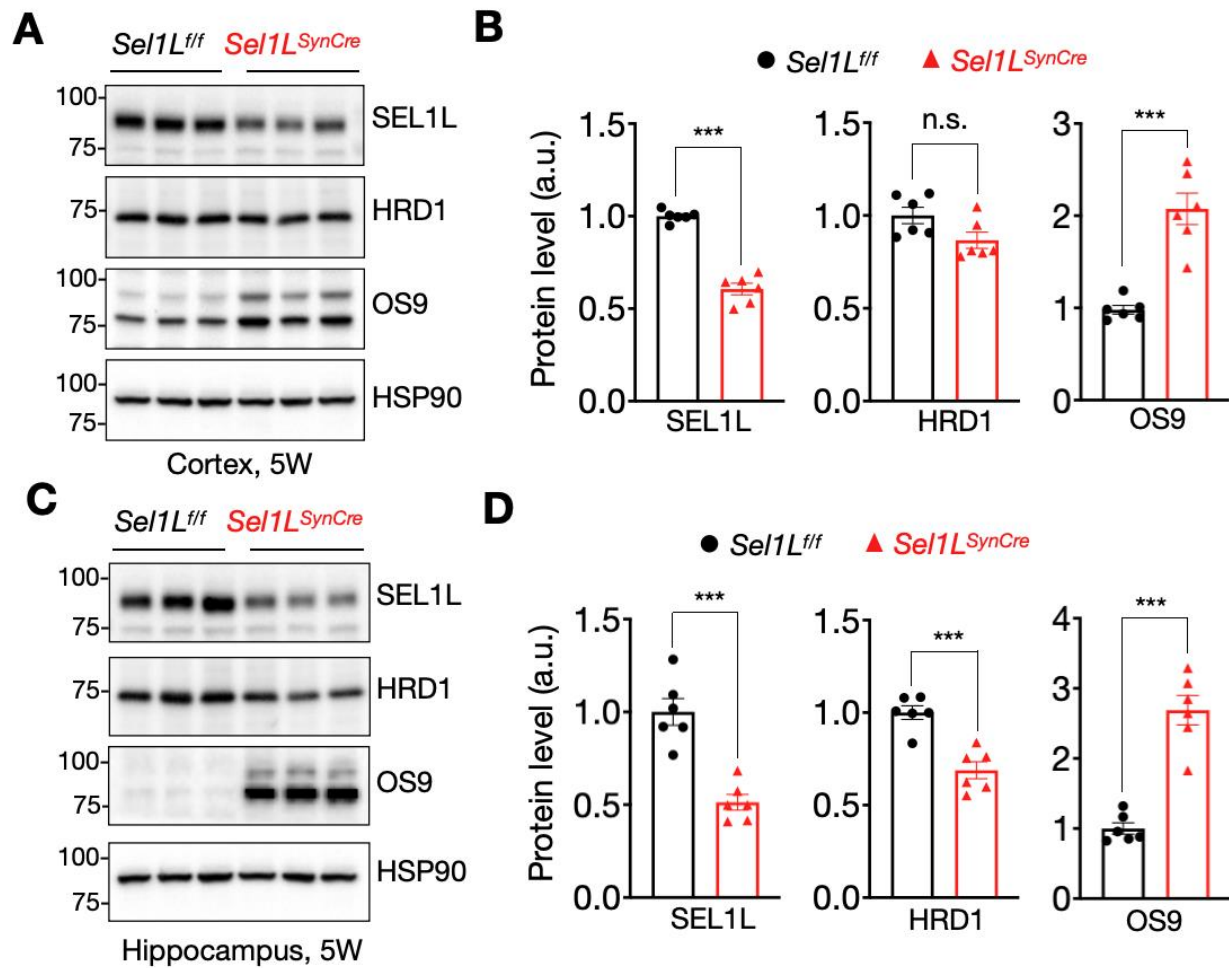

**Supplementary Figure 2. Western blot analysis of ERAD proteins in the cortex and hippocampus.** (A) Western blot analysis of SEL1L, HRD1, OS9 and HSP90 proteins in cortical tissues from *Sel1L<sup>fl/fl</sup>* and *Sel1L<sup>SynCre</sup>* mice at 5 weeks of age, with quantitation shown in (B) (6 mice per group). (C) Western blot analysis of SEL1L, HRD1 and OS9 proteins in the hippocampus, with quantitation shown in (D) (6 mice per group). Data in (B) and (D) are presented as mean  $\pm$  SEM and were analyzed using an unpaired two-tailed Student's *t* test. Significance levels are indicated as follows: \**p* < 0.05; \*\**p* < 0.01; \*\*\**p* < 0.001.

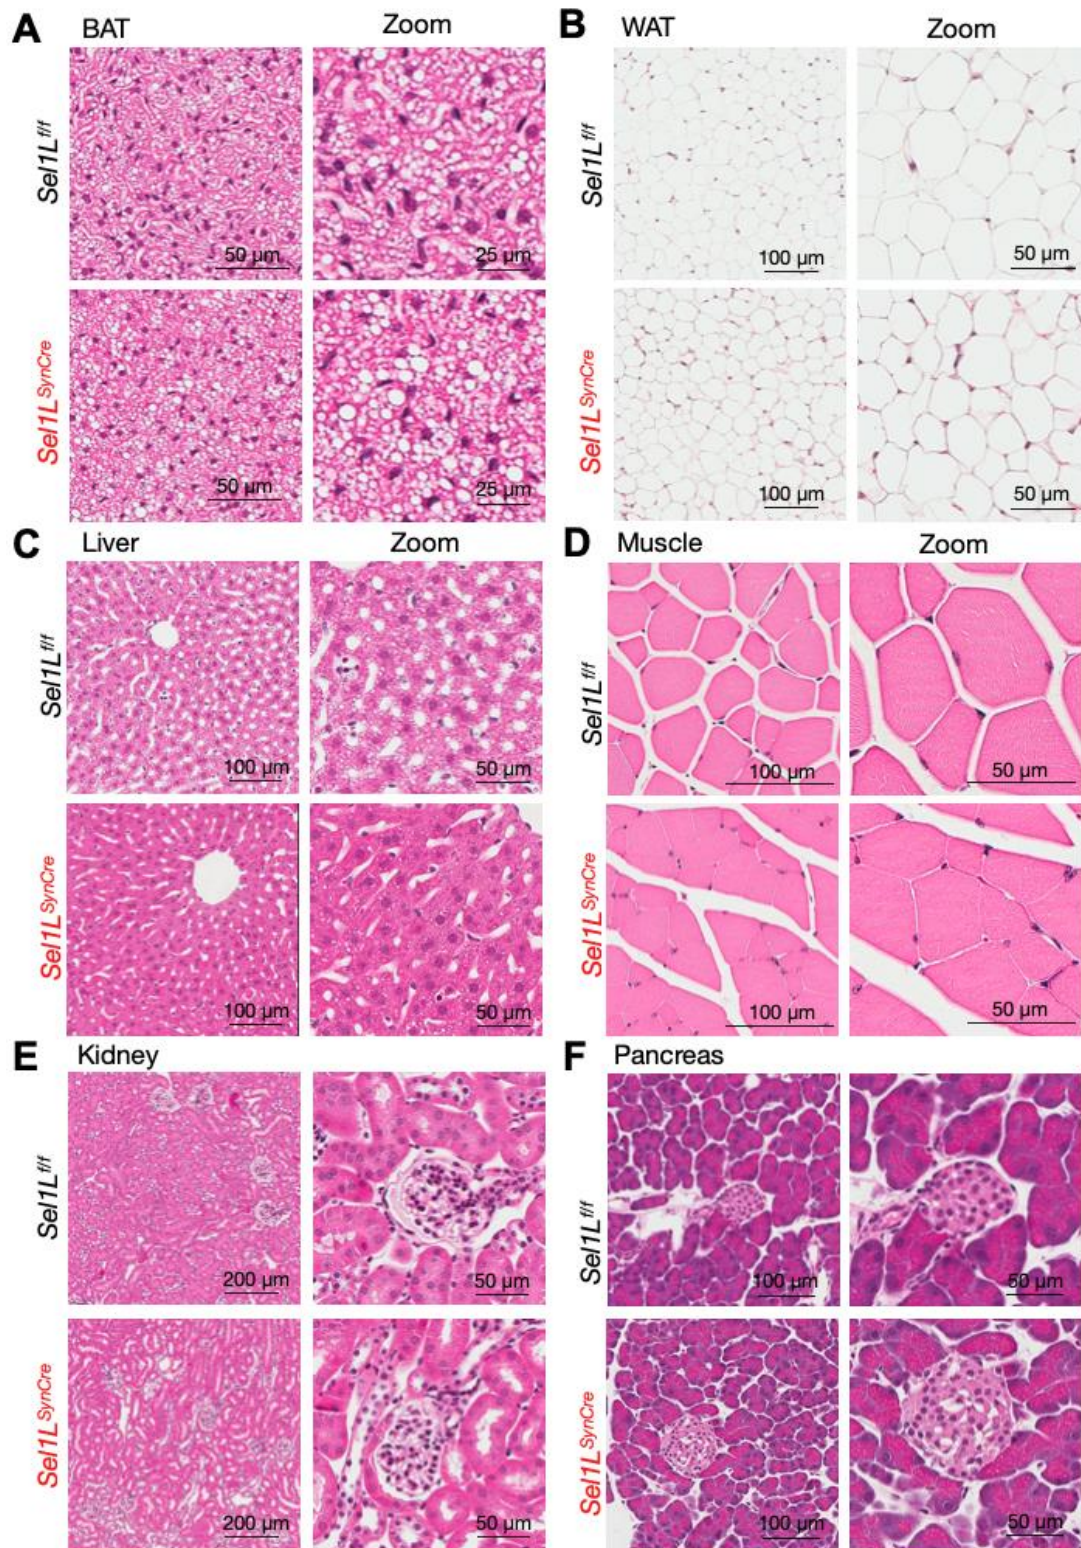

**Supplementary Figure 3. Histology of peripheral tissues in *Sel1L<sup>SynCre</sup>* mouse. (A-F)** Hematoxylin and eosin staining of brown adipose tissue (BAT) (A), white adipose tissue (WAT) (B), liver (C), muscle (D), kidney (E), and pancreas (F) from *Sel1L<sup>fl/fl</sup>* and *Sel1L<sup>SynCre</sup>* mice at 9 weeks of age.

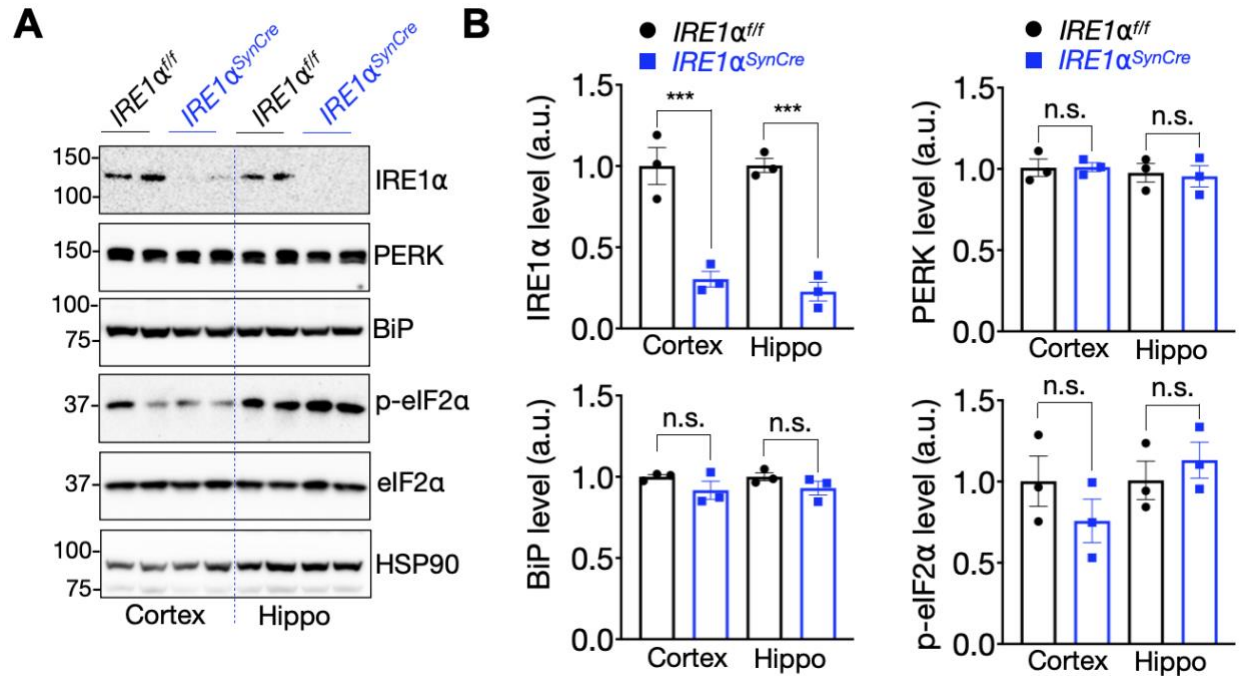

**Supplementary Figure 4. Generation of a neuronal IRE1 $\alpha$ -deficient mouse model. (A)** Western blot analysis of IRE1 $\alpha$ , PERK, BiP, and eIF2 $\alpha$  proteins in cortical and hippocampal tissue from wild-type (IRE1 $\alpha^{fl/fl}$ ) and neuronal IRE1 $\alpha$ -deficient (IRE1 $\alpha^{SynCre}$ ) mice at 6 weeks of age, with quantification shown in **(B)** (n = 6 mice per group). Data in (B) are presented as mean  $\pm$  SEM and differences between IRE1 $\alpha^{fl/fl}$  and IRE1 $\alpha^{SynCre}$  groups were analyzed using Student's *t* test. Significance levels are indicated as follows: \*p < 0.05; \*\*p < 0.01; \*\*\*p < 0.001; n.s., not significant.

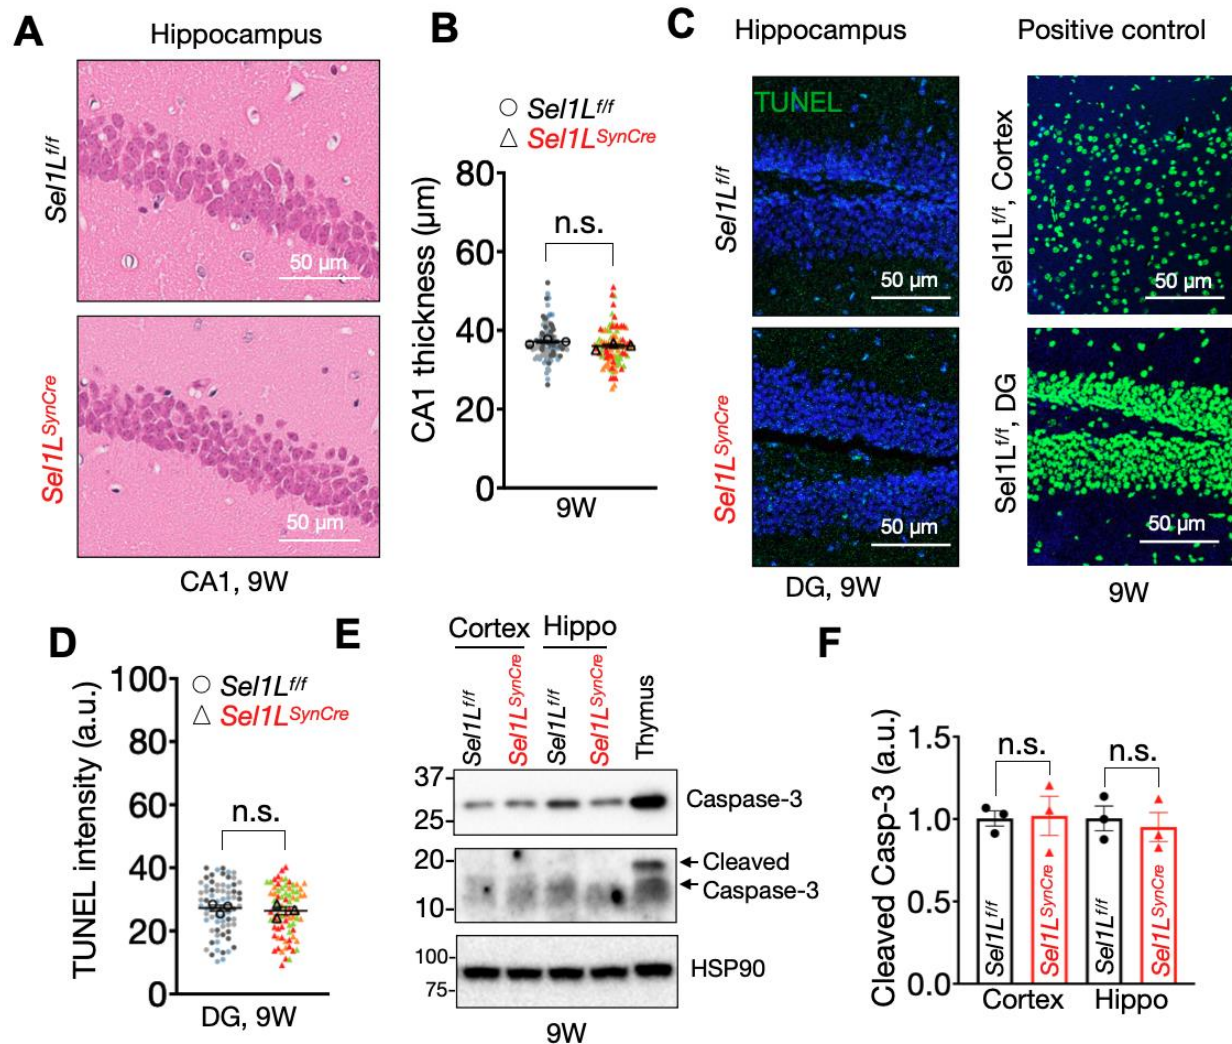

**Supplementary Figure 5. Neuronal SEL1L deficiency does not induce significant cell death.** (A) Hematoxylin & eosin staining of the hippocampus from *Sel1L<sup>fl/fl</sup>* and *Sel1L<sup>SynCre</sup>* mice at 9 weeks of age. Quantitation of the CA1 granular layer thickness is shown in (B) (50-60 measurements from 3 mice; data from each mouse are shown in different colors). (C) TUNEL assay for DNA fragmentation in hippocampal sections from *Sel1L<sup>fl/fl</sup>* and *Sel1L<sup>SynCre</sup>* mice at 9 weeks of age. A positive control with DNase treatment showing cortex and dentate gyrus (DG) areas in a wild-type mice is shown on the right. Quantification of the average signal within a 50 x 50 μm<sup>2</sup> tissue area is shown in (D) (50-60 measurements from 3 mice). (E) Western blot analysis of cleaved caspase-3 in cortical and hippocampal tissue from *Sel1L<sup>fl/fl</sup>* and *Sel1L<sup>SynCre</sup>* mice at 9 weeks of age, with quantification shown in (F) (n = 3 mice per group). Data in B, D and F are presented as mean ± SEM and were analyzed using an unpaired two-tailed Student's *t* test (B and D) or two-way ANOVA followed by Tukey's multiple comparison test (F).

Significance levels: \**p* < 0.05; \*\**p* < 0.01; \*\*\**p* < 0.001; n.s., not significant.

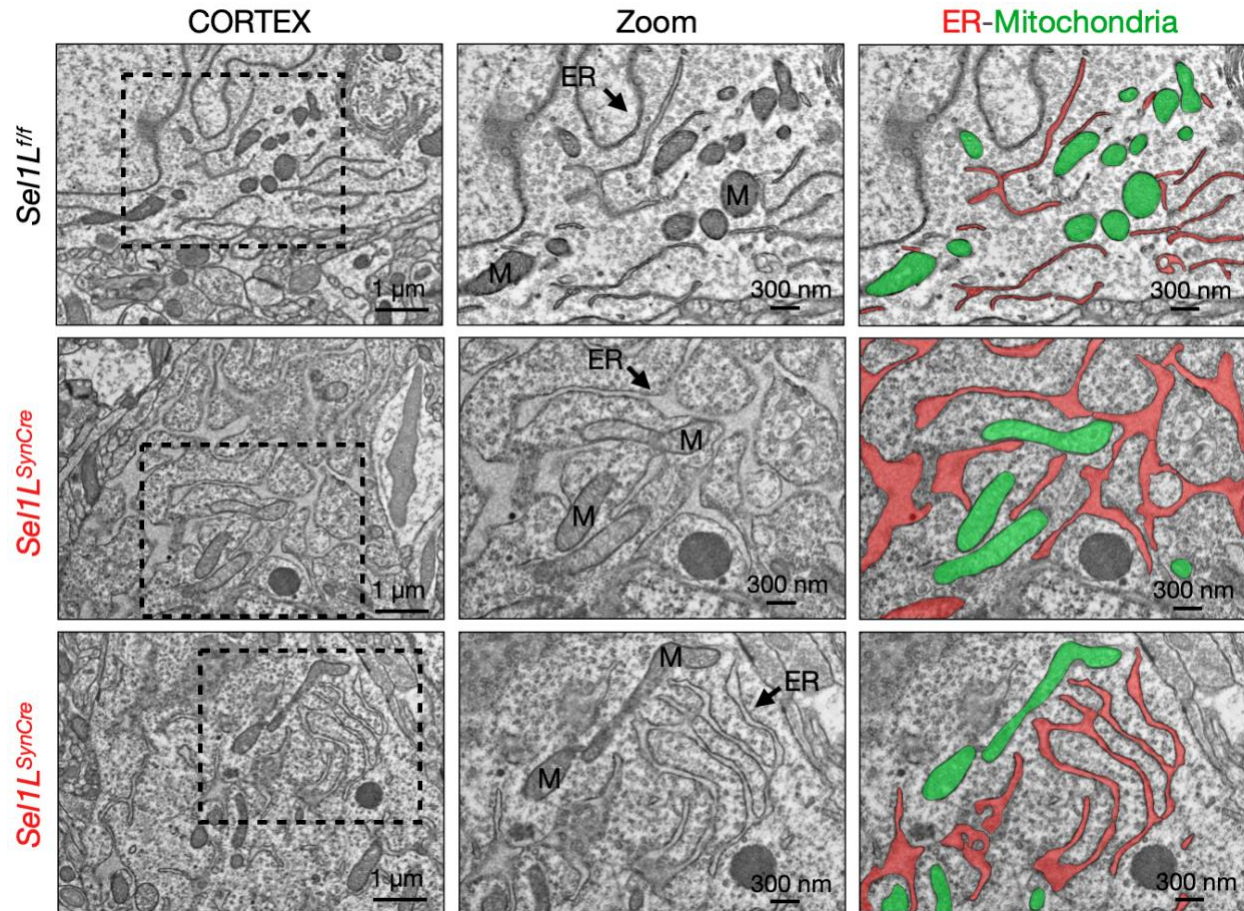

**Supplementary figure 6. ER expansion in cortical neurons deficient in Sei1L.**

Representative transmission electron microscopy (TEM) images from *Sei1L<sup>ff</sup>* and *Sei1L<sup>SynCre</sup>* mice at 5 weeks of age. The endoplasmic reticulum (ER) and mitochondria (M) are highlighted in red and green, respectively. (n = 3 mice per group).

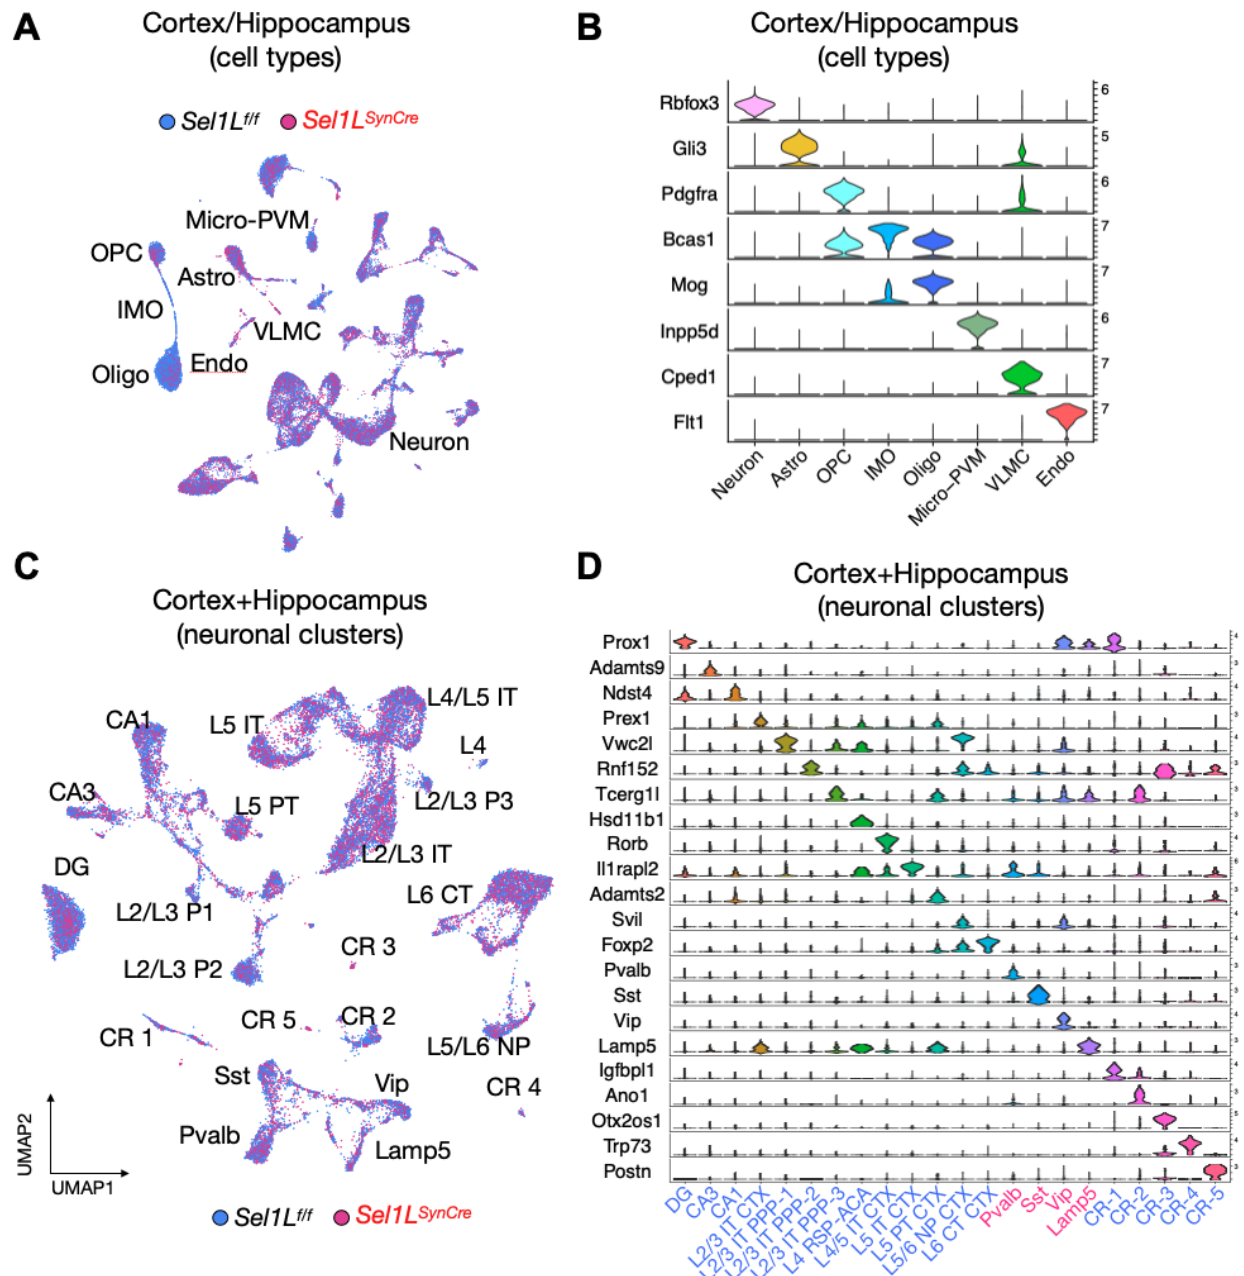

**Supplementary figure 7. Cell type separation and neuronal clustering in cortical and hippocampal tissue.** (A) UMAP plot showing the distribution of all cell types identified by single-nucleus RNA sequencing from cortical and hippocampal tissues of *Sel1L<sup>ff</sup>* (blue) and *Sel1L<sup>SynCre</sup>* (red) mice at 5 weeks of age. (B) Violin plots showing the expression of marker genes used to identify different brain cell types. (C) Distribution of neuronal clusters identified in cortical and hippocampal tissues. (D) List of genes used to identify individual neuronal clusters present in cortical and hippocampal tissues. Clusters of excitatory and inhibitory neurons in panel D are shown in blue and red, respectively.

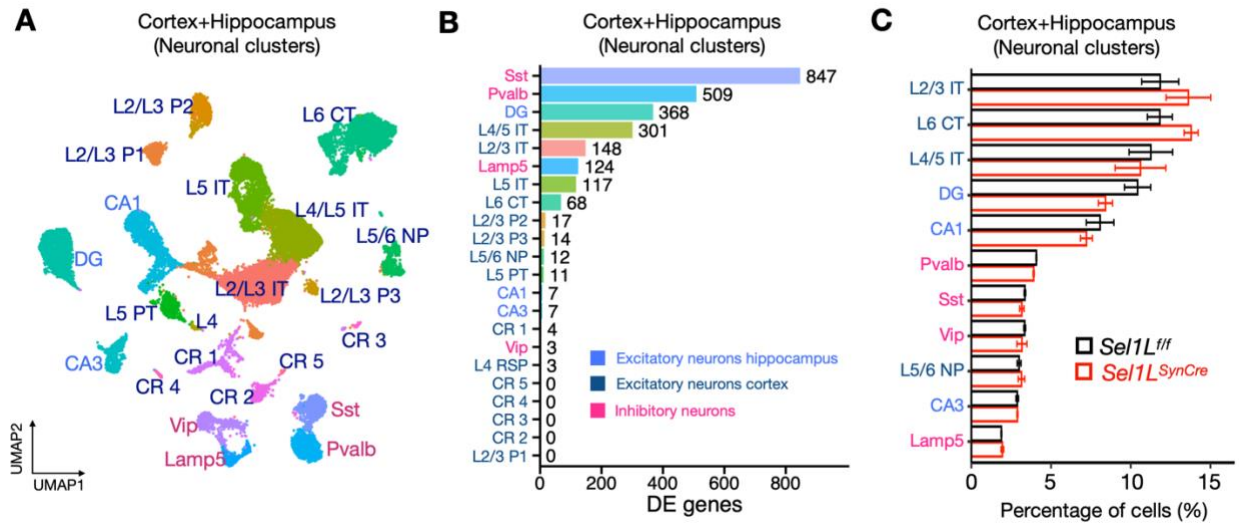

**Supplementary figure 8. Differentially expressed genes and relative abundance of neuronal clusters from cortical and hippocampal tissue.** (A) Combined UMAP plot showing the distribution of neuronal clusters in cortical and hippocampal tissues of  $Sel1L^{f/f}$  and  $Sel1L^{SynCre}$  mice at 5 weeks of age. (B) Differentially expressed genes in neuronal clusters from  $Sel1L^{SynCre}$  mice relative to  $Sel1L^{f/f}$  controls. Cortical and hippocampal tissue of  $Sel1L^{SynCre}$  mice relative to  $Sel1L^{f/f}$  controls. Clusters exhibiting the most pronounced expression changes are listed at the top. (C) Relative abundance of neuronal clusters in  $Sel1L^{f/f}$  and  $Sel1L^{SynCre}$  mice based on single-nucleus RNA sequencing. Excitatory neurons in hippocampus and cortex are indicated in light and dark blue color, respectively. Inhibitory neurons are indicated in red color.

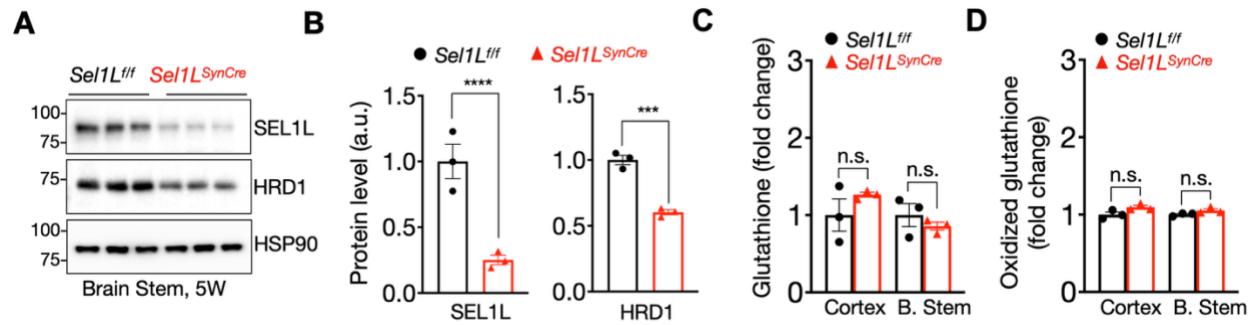

**Supplementary Figure 9. Activation of one-carbon metabolism pathways in the brain of *Sel1L*<sup>SynCre</sup> mice.** (A-B) Fold-change plots showing glutathione (A) and oxidized glutathione (B) metabolites from the cortex and brain stem of *Sel1L*<sup>fl/fl</sup> and *Sel1L*<sup>SynCre</sup> mice (n = 3 animals per brain region). (C) Western blot analysis of SEL1L and HRD1 proteins showing the efficient deletion of ERAD in brain stem at 5 weeks of age, with quantification shown in (D) (n = 3 mice per group). The data presented are shown as mean ± SEM and were analyzed using a Student's t test. Significance levels are indicated as follows: \*p < 0.05; \*\*p < 0.01; \*\*\*p < 0.001.

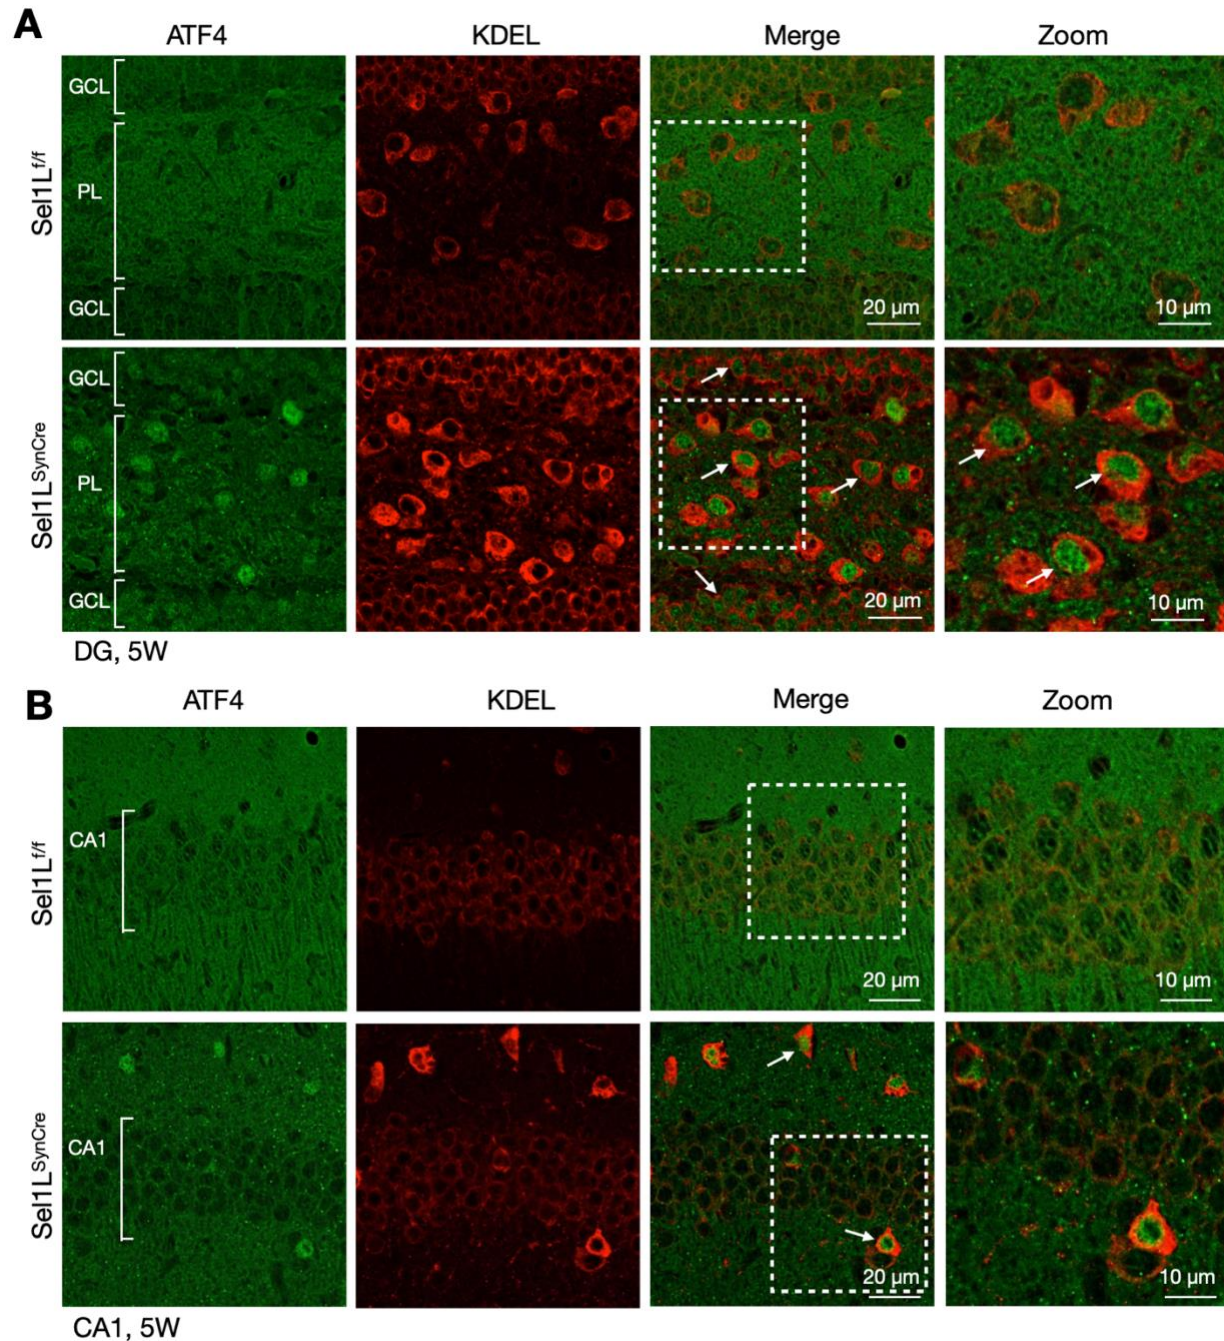

**Supplementary Figure 10. Upregulation of nuclear ATF4 in the hippocampus of *Sei1L<sup>SynCre</sup>* mice.** (A-B) Representative confocal images of ATF4 (green) and KDEL (red) in (A) the dentate gyrus (DG) and (B) the CA1 region of 5-week-old *Sei1L<sup>SynCre</sup>* mice. The granule cell layer (GCL) and polymorphic layer (PL) of the DG are indicated. Nuclear ATF4 accumulation coincides with the elevated KDEL signal. White arrows, a subset of nuclear ATF4-positive nuclei.

## SUPPLEMENTAL VIDEOS

**Supplemental Video 1: Terminal-stage *Se/1L<sup>SynCre</sup>* mouse exhibiting pronounced tremor.** A 10-week-old *Se/1L<sup>SynCre</sup>* male mouse, alongside two *Se/1L<sup>ff</sup>* control littermates, was recorded while consuming soft gel food in its home cage at the terminal stage. Note the persistent tremor observed during eating and grooming behavior.

**Supplemental video 2: Hindlimb clasping reflex in *Se/1L<sup>ff</sup>* and *Se/1L<sup>SynCre</sup>* mice at 2 weeks of age.** The hindlimb clasping reflex was assessed via tail suspension in control (*Se/1L<sup>ff</sup>*) and neuron-specific *Se/1L* knockout (*Se/1L<sup>SynCre</sup>*) mice at postnatal day 14. Healthy mice typically extend their hindlimbs outward when suspended by the tail. In contrast, *Se/1L<sup>SynCre</sup>* mice exhibit an abnormal clasping phenotype, retracting their hindlimbs toward the midline of the body.

# Supplementary material for: Neuronal SEL1L-HRD1 ER-associated degradation is essential for motor function and survival in mice
**Source:** J Clin Invest. 2026 Feb 19;136(8):e196819. doi: 10.1172/JCI196819

# Figure 6A and E

**A**

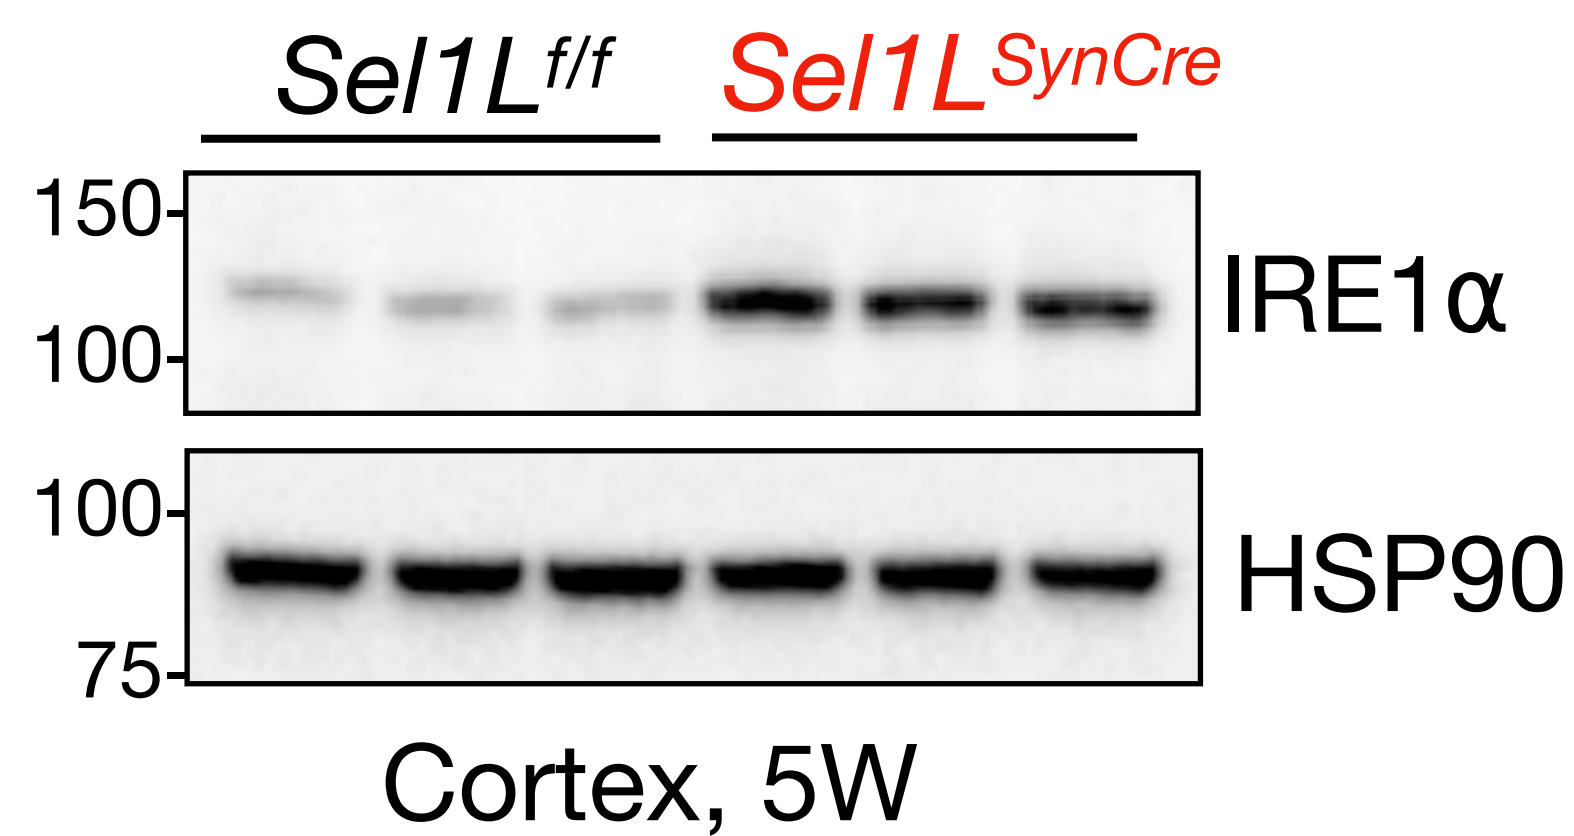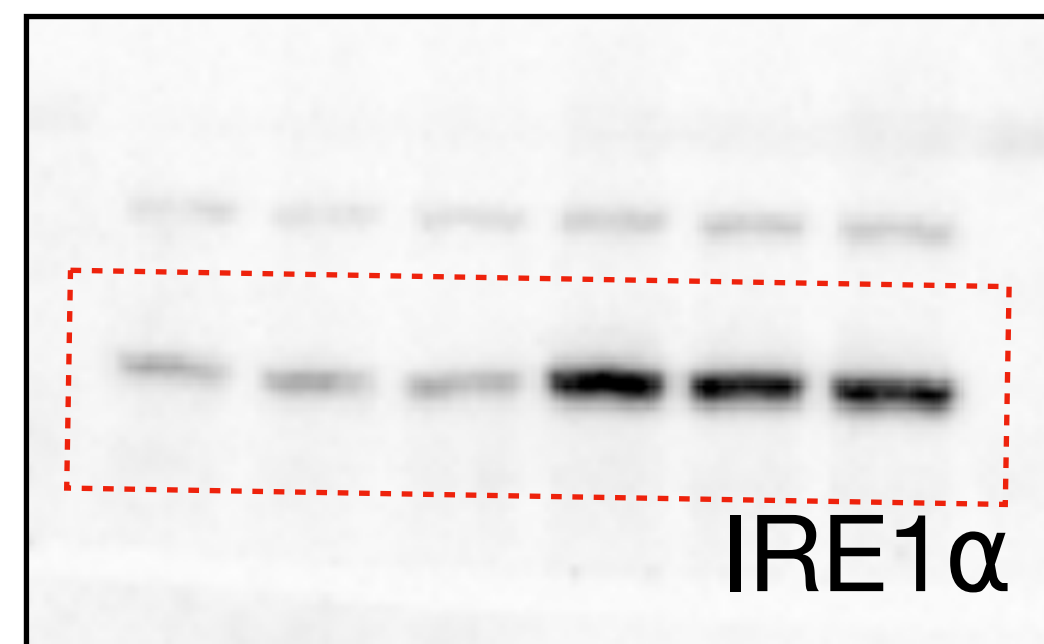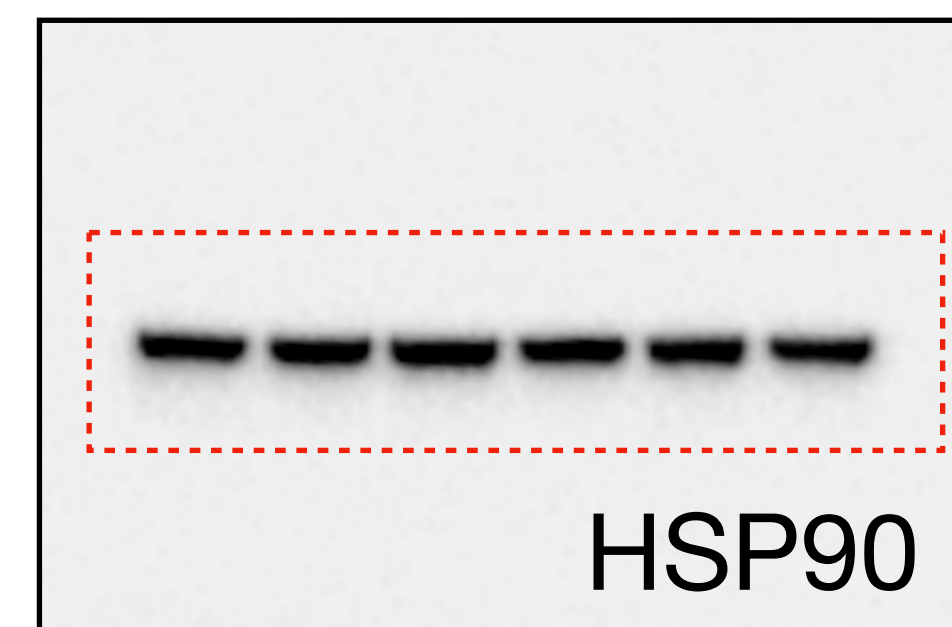

**E**

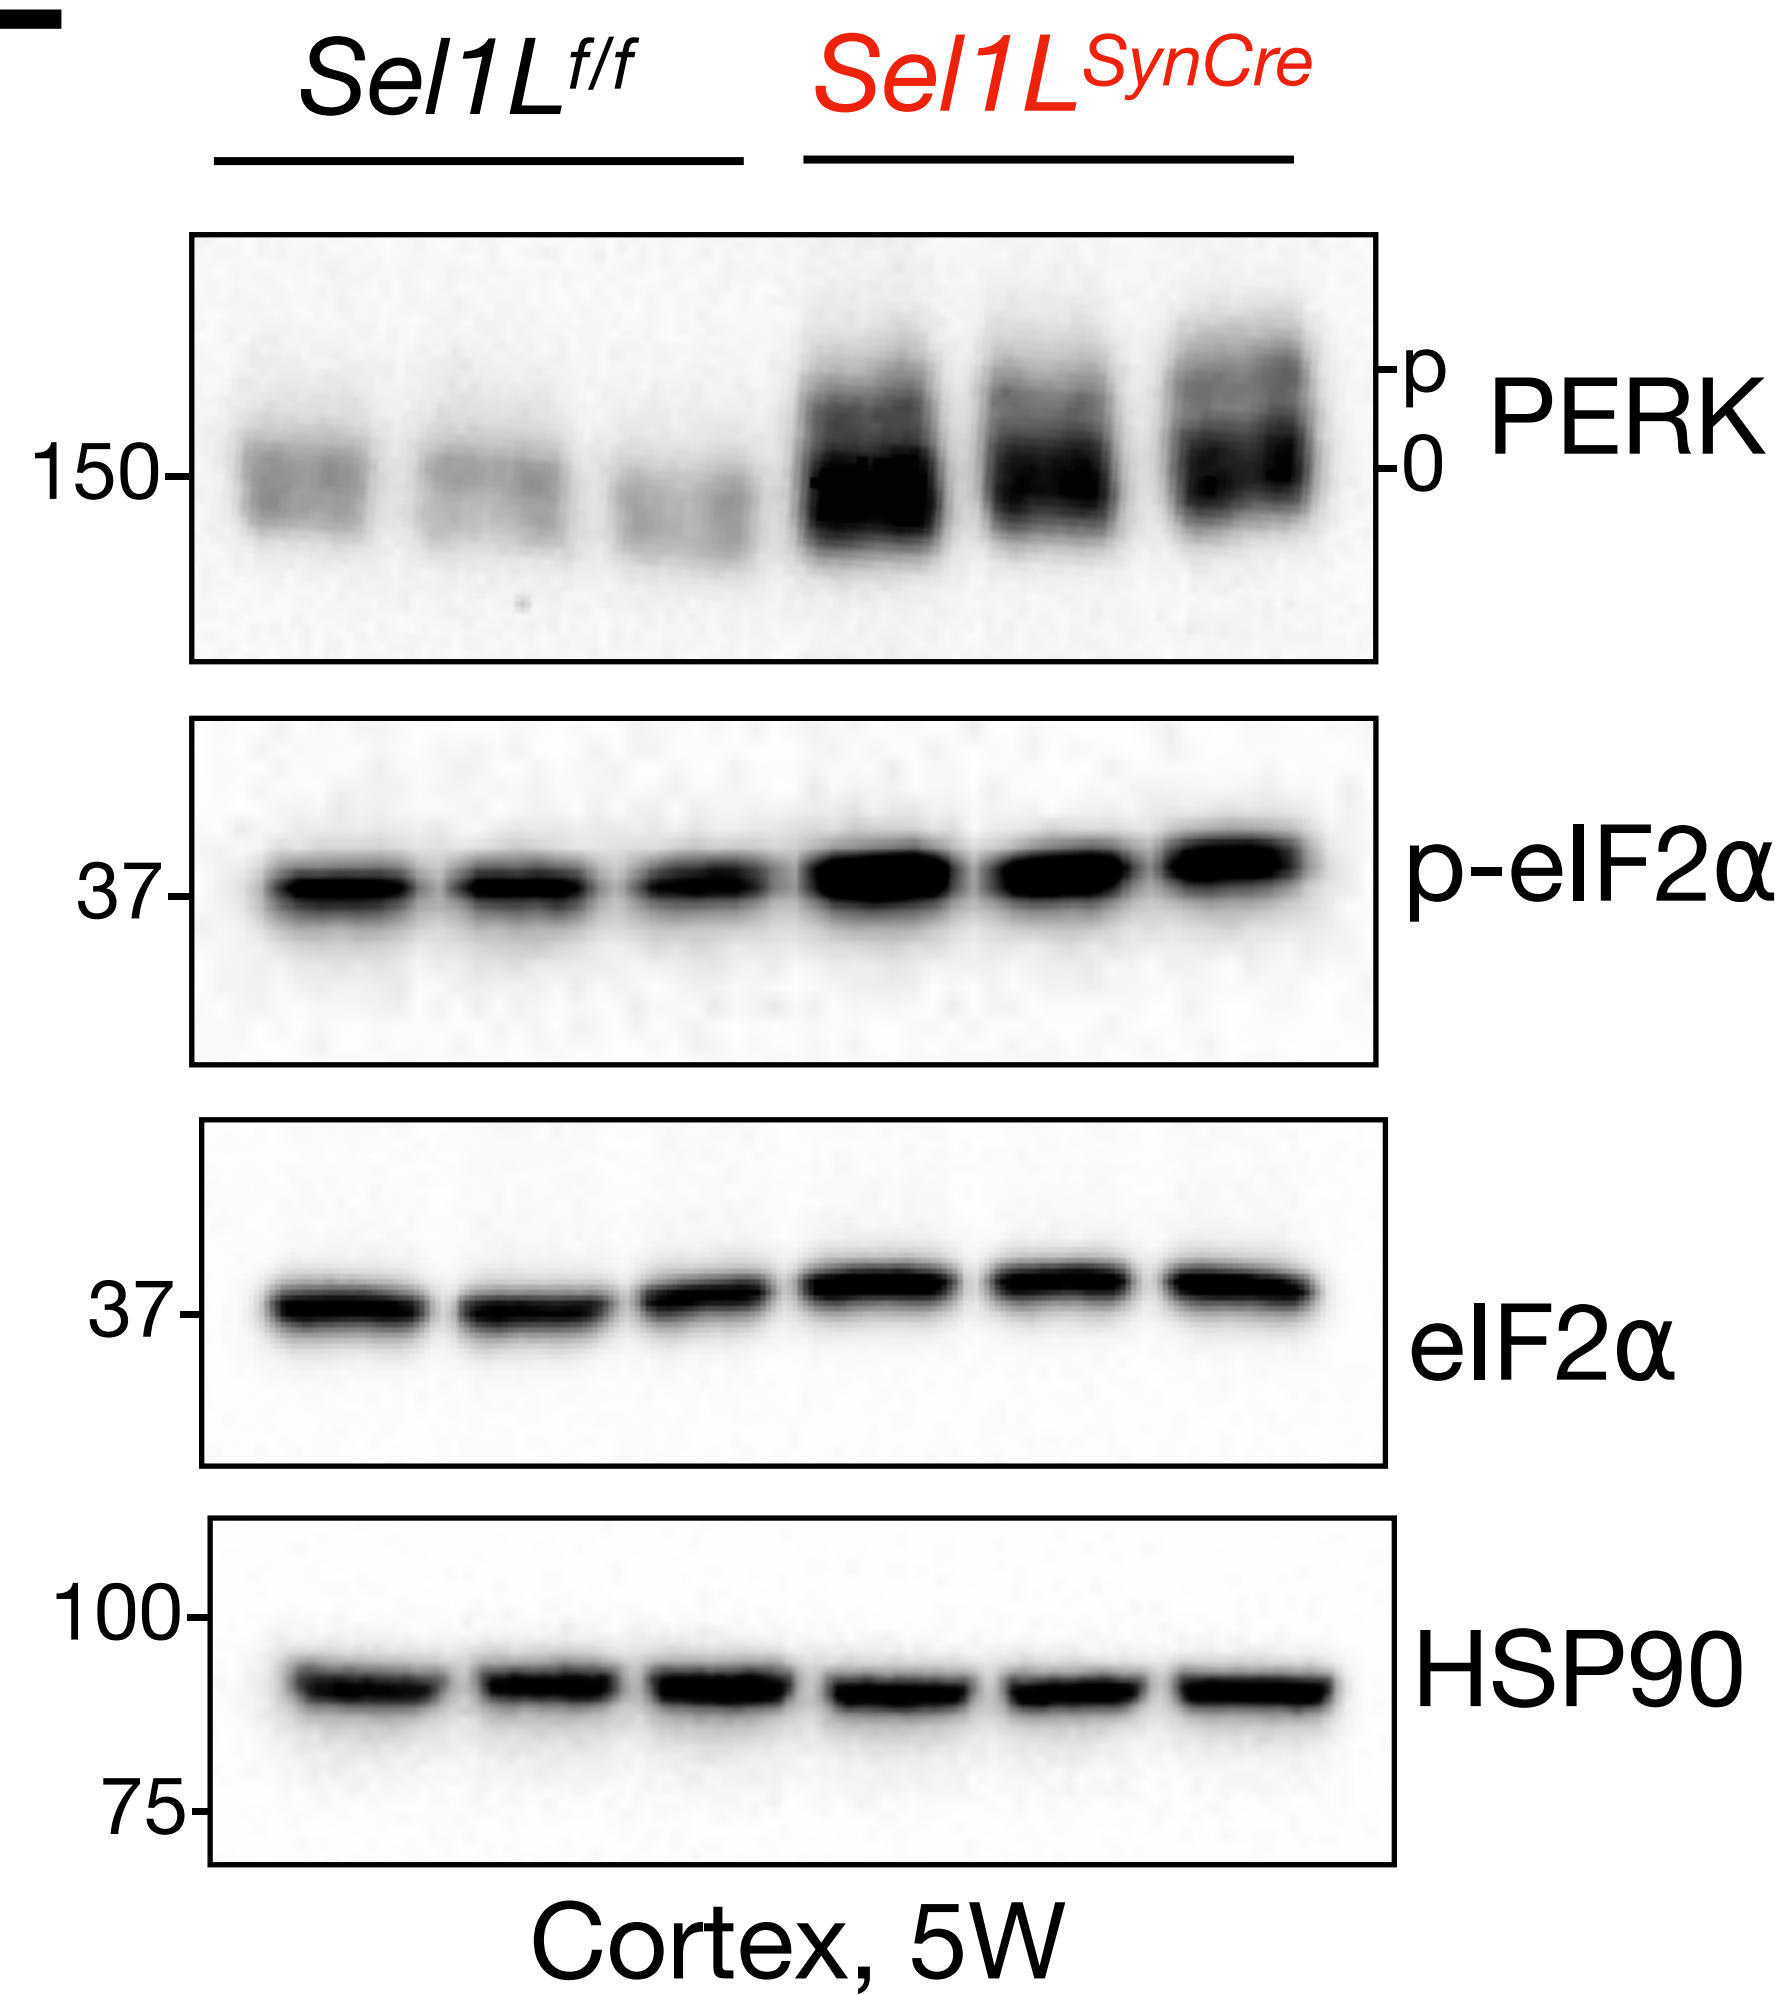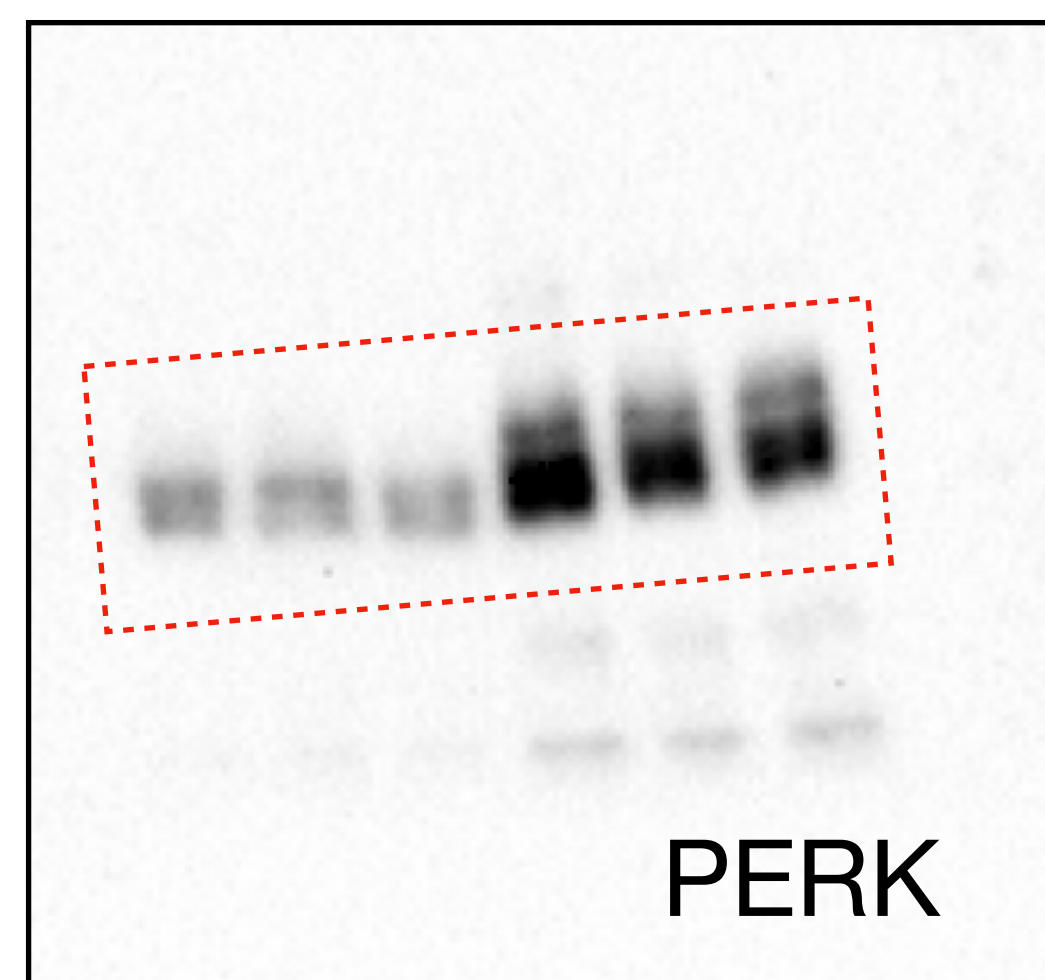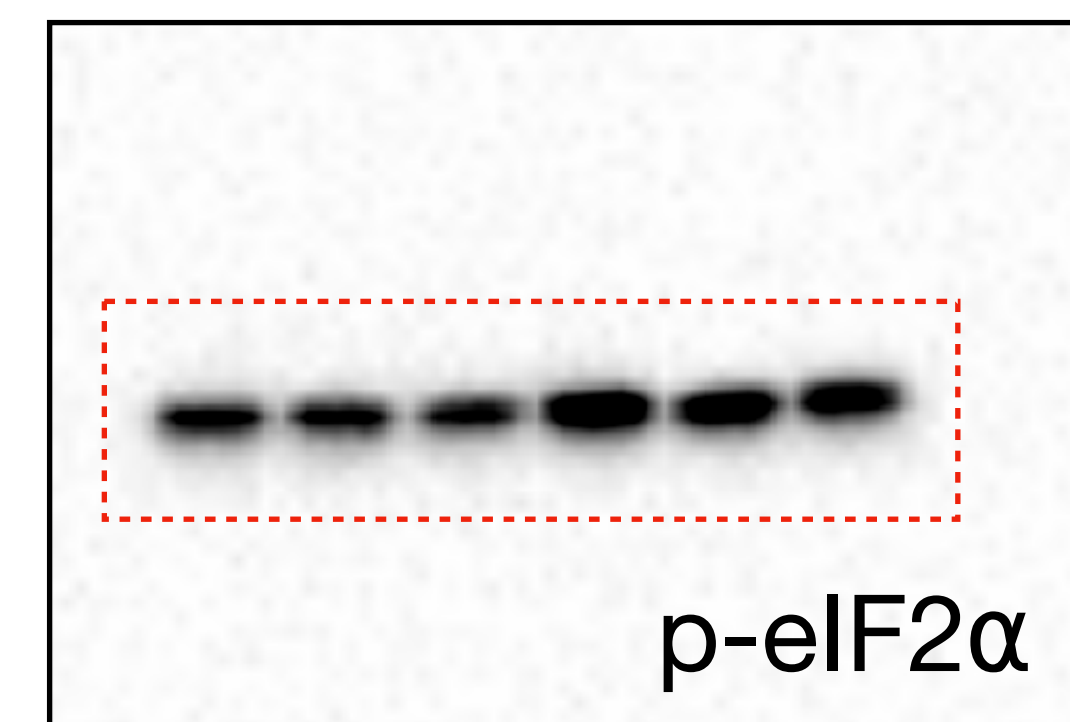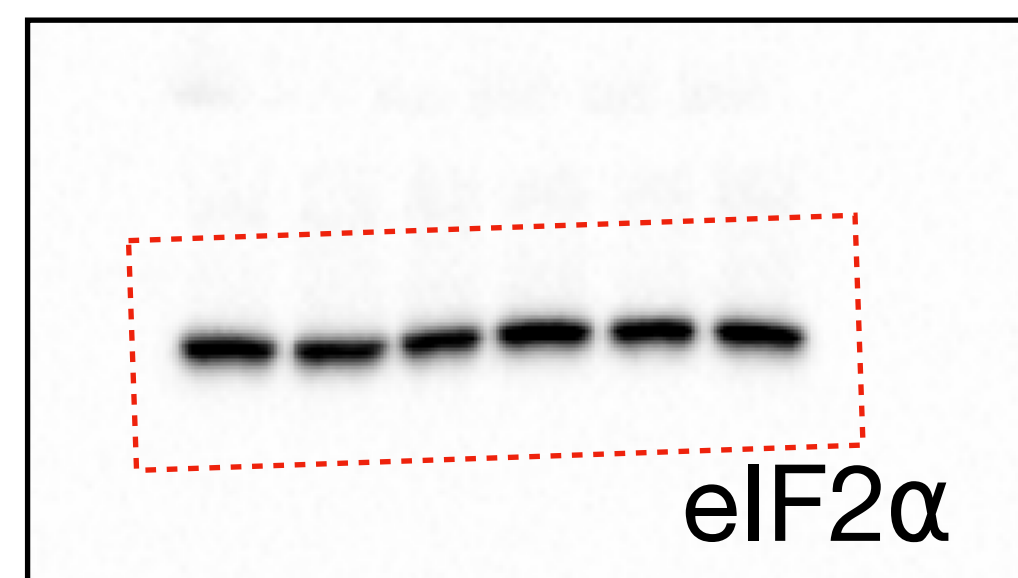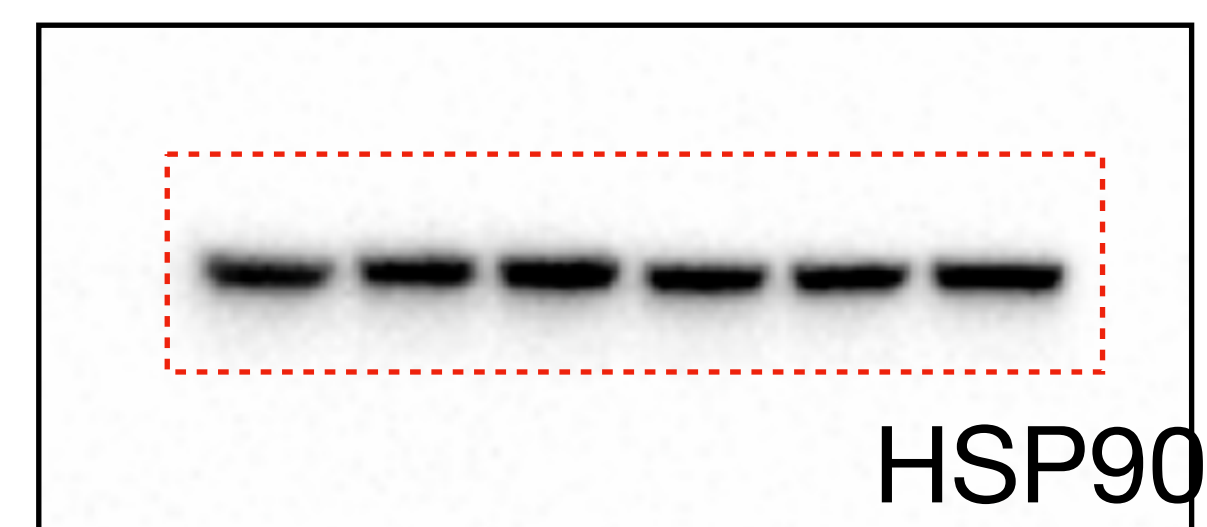

# Figure 6C

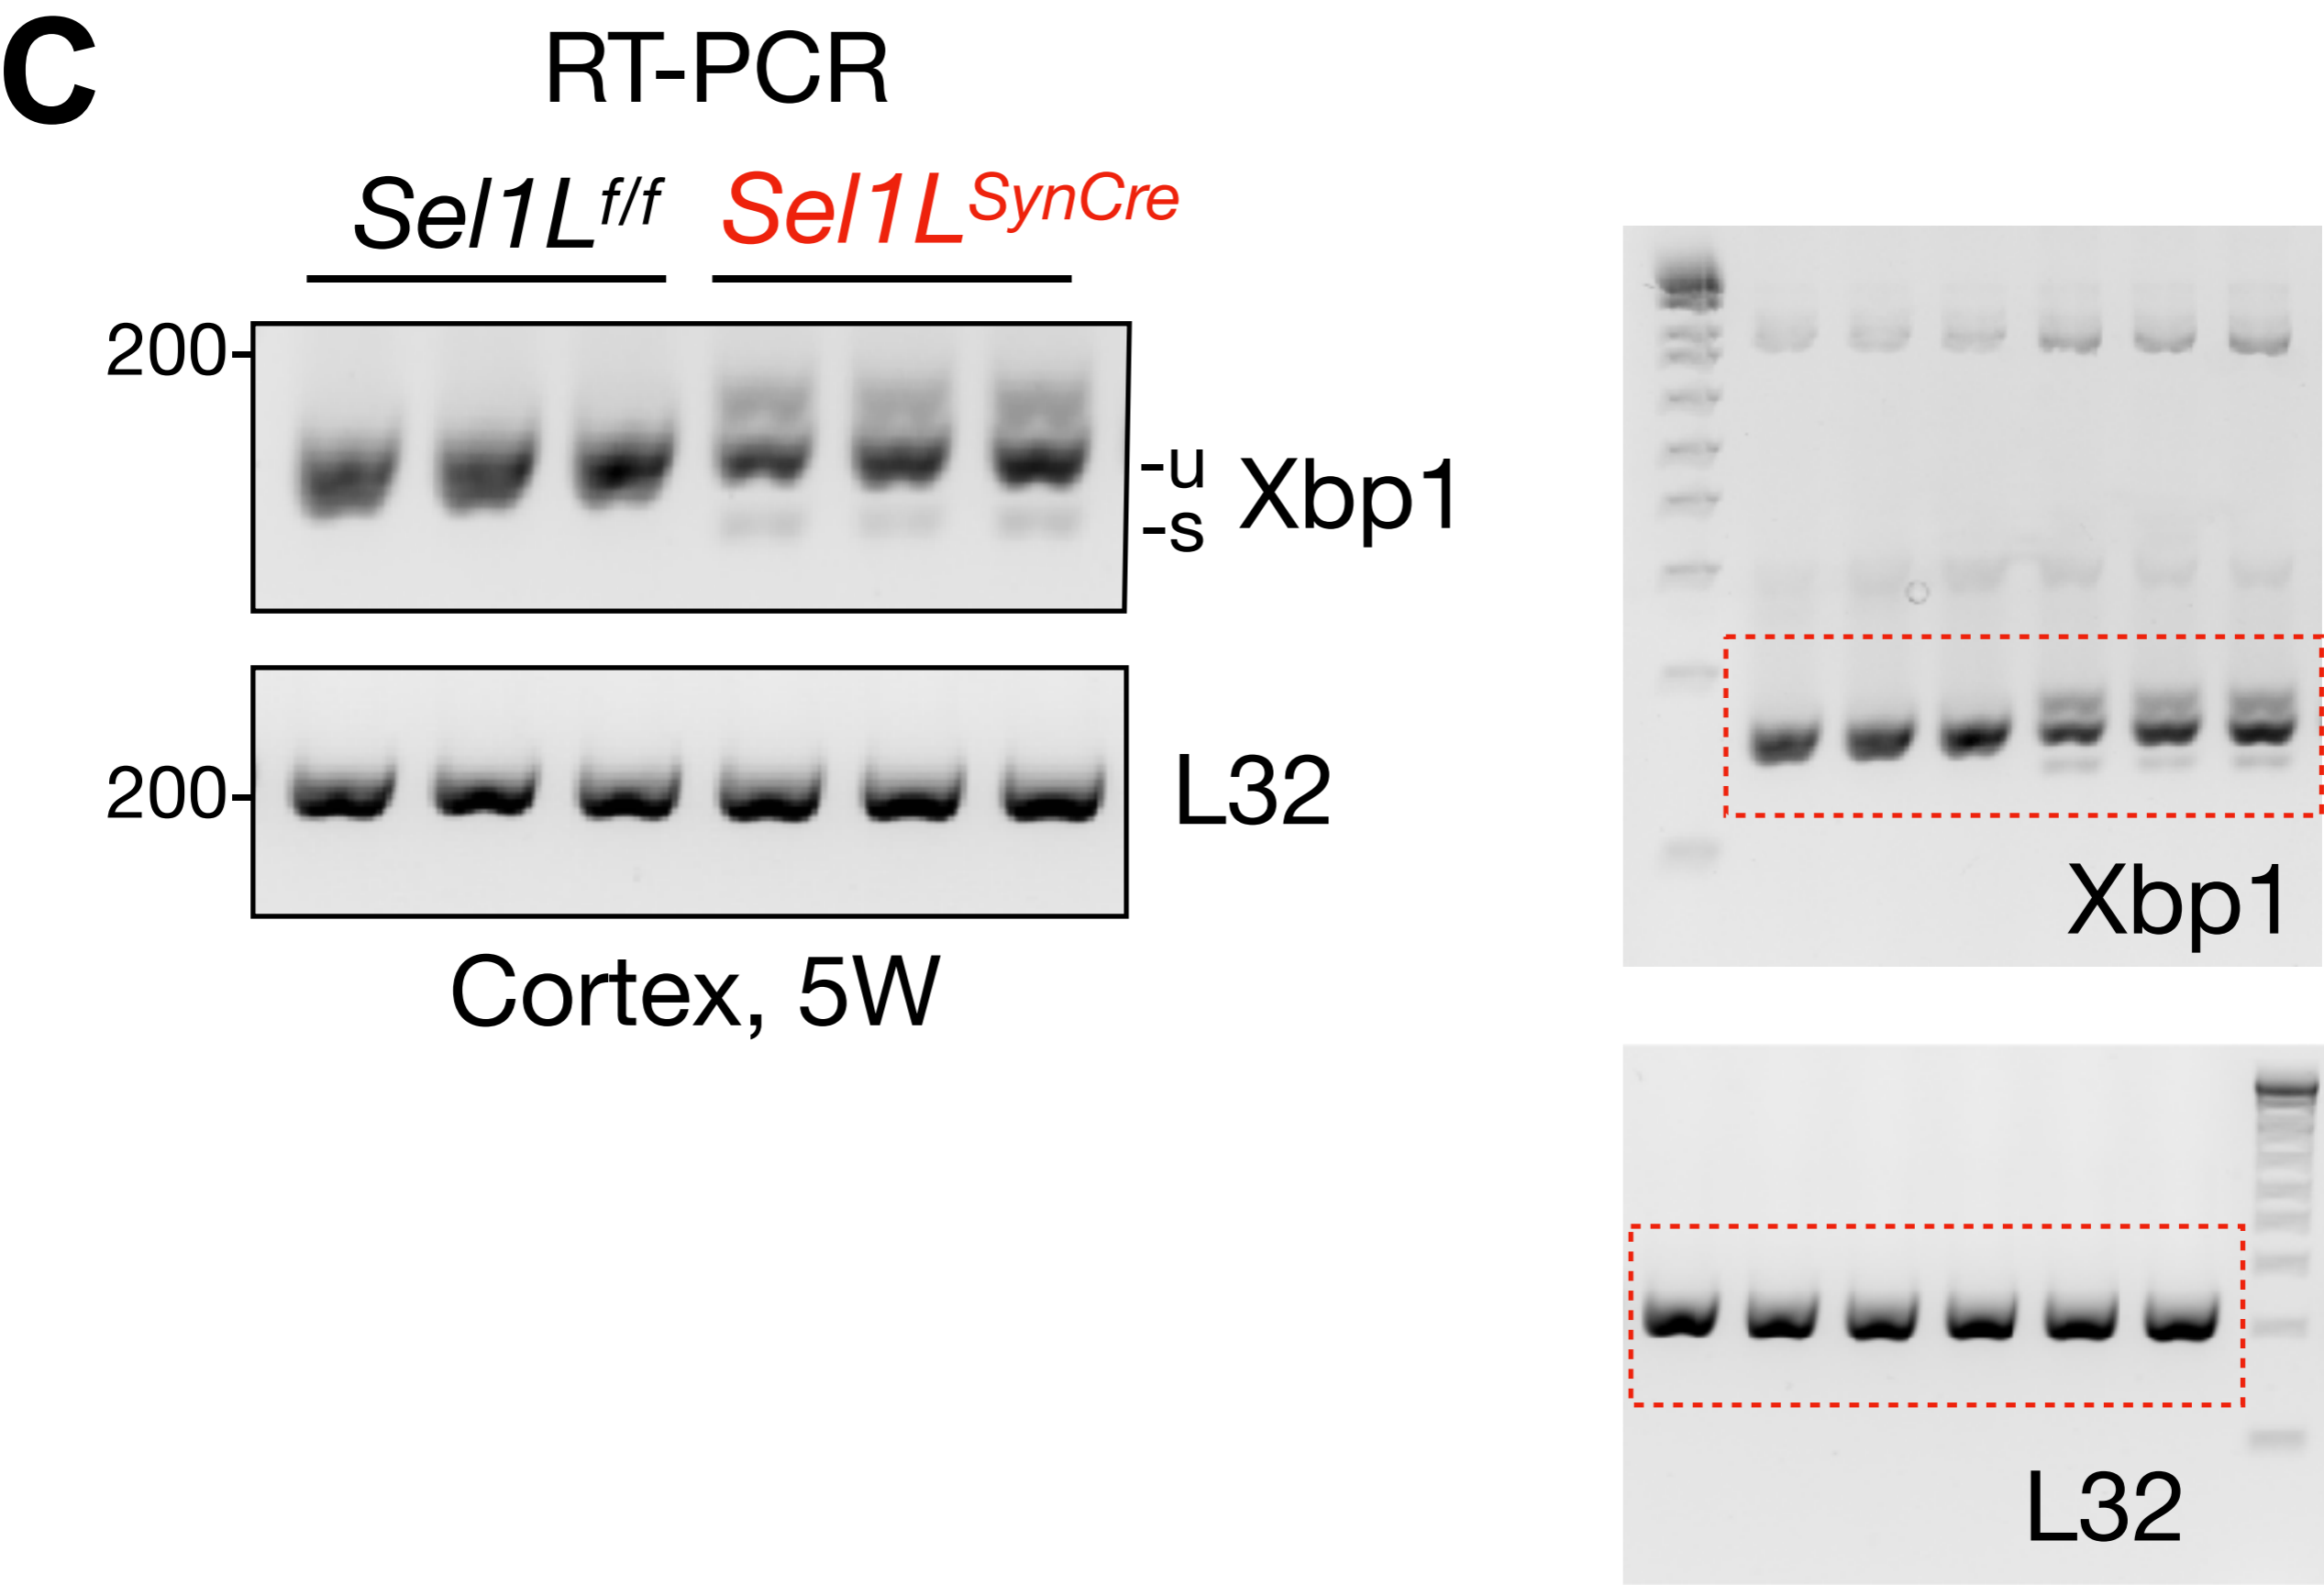

# Figure 8A

**A**

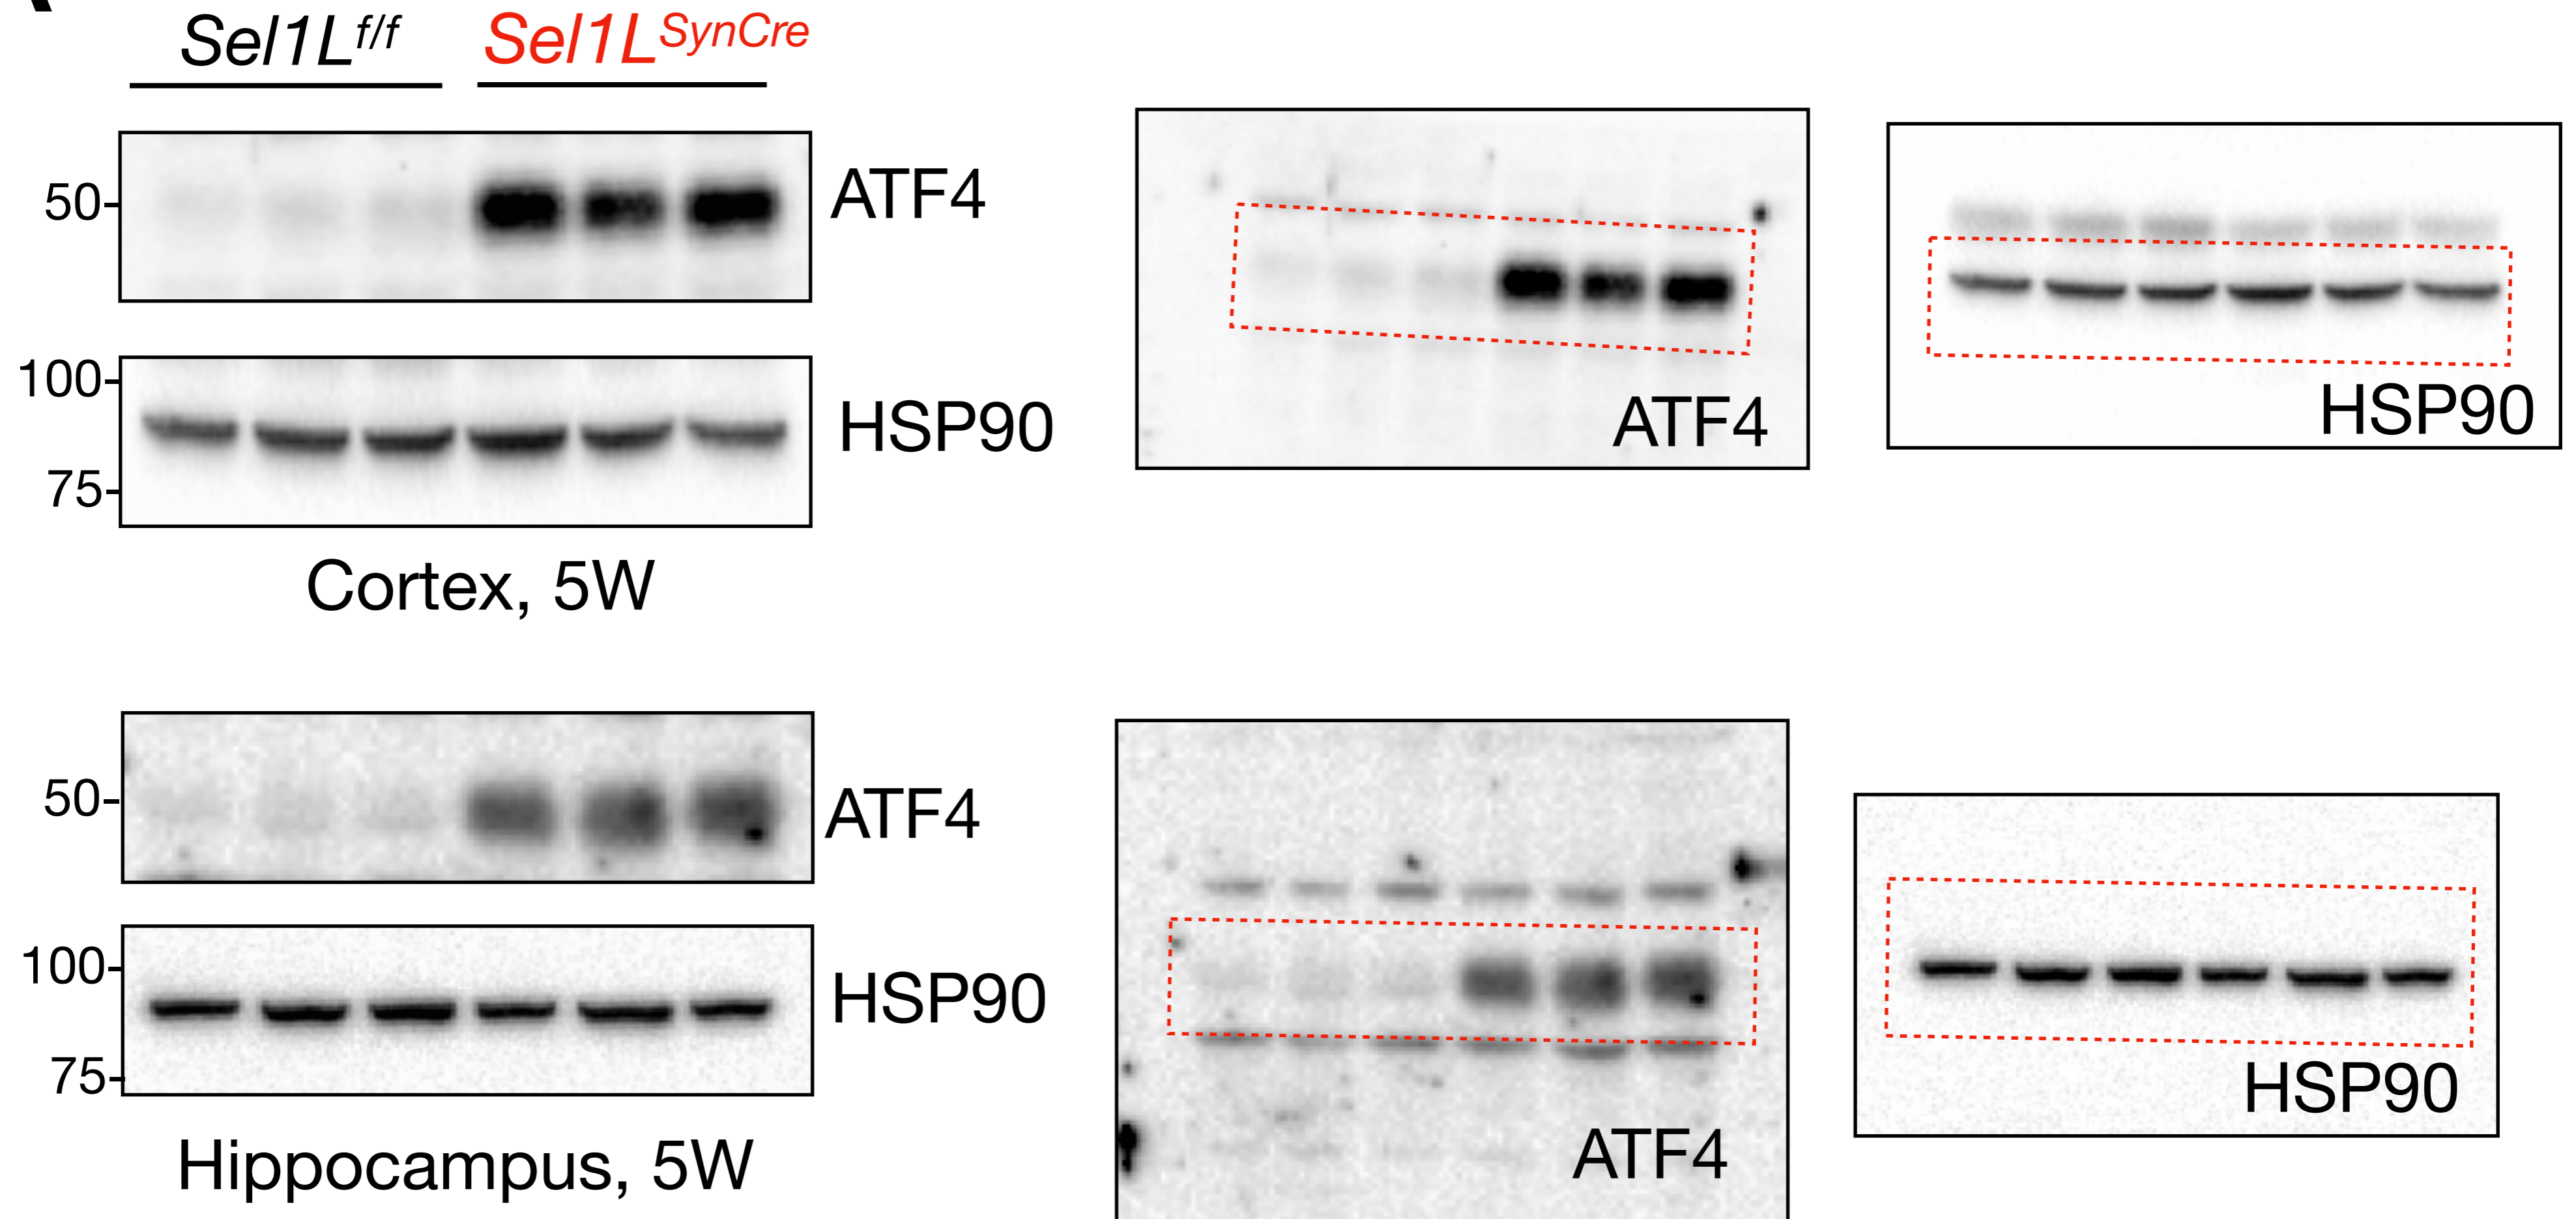

# Supplementary Figure 2A

**A**

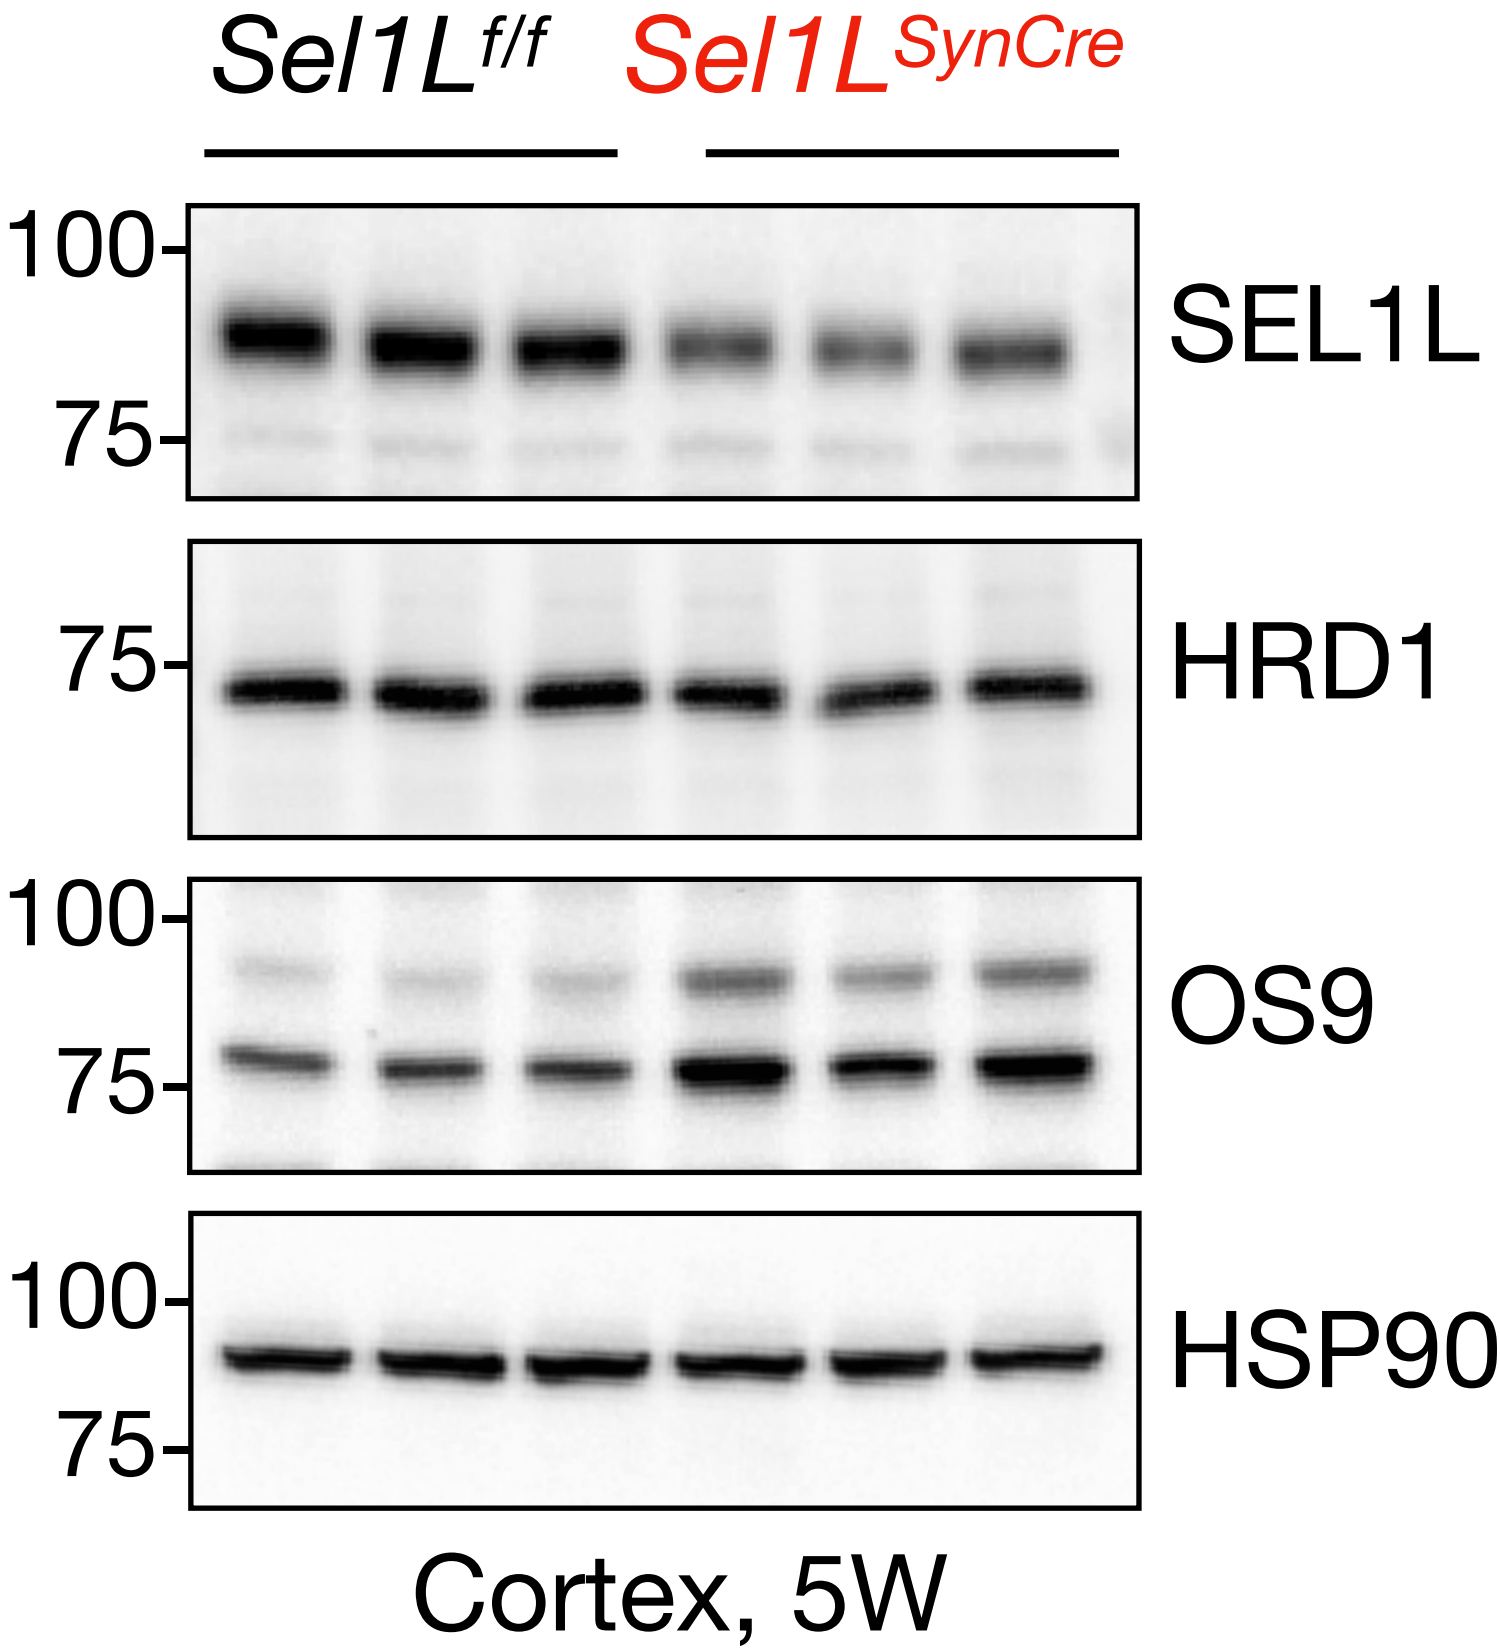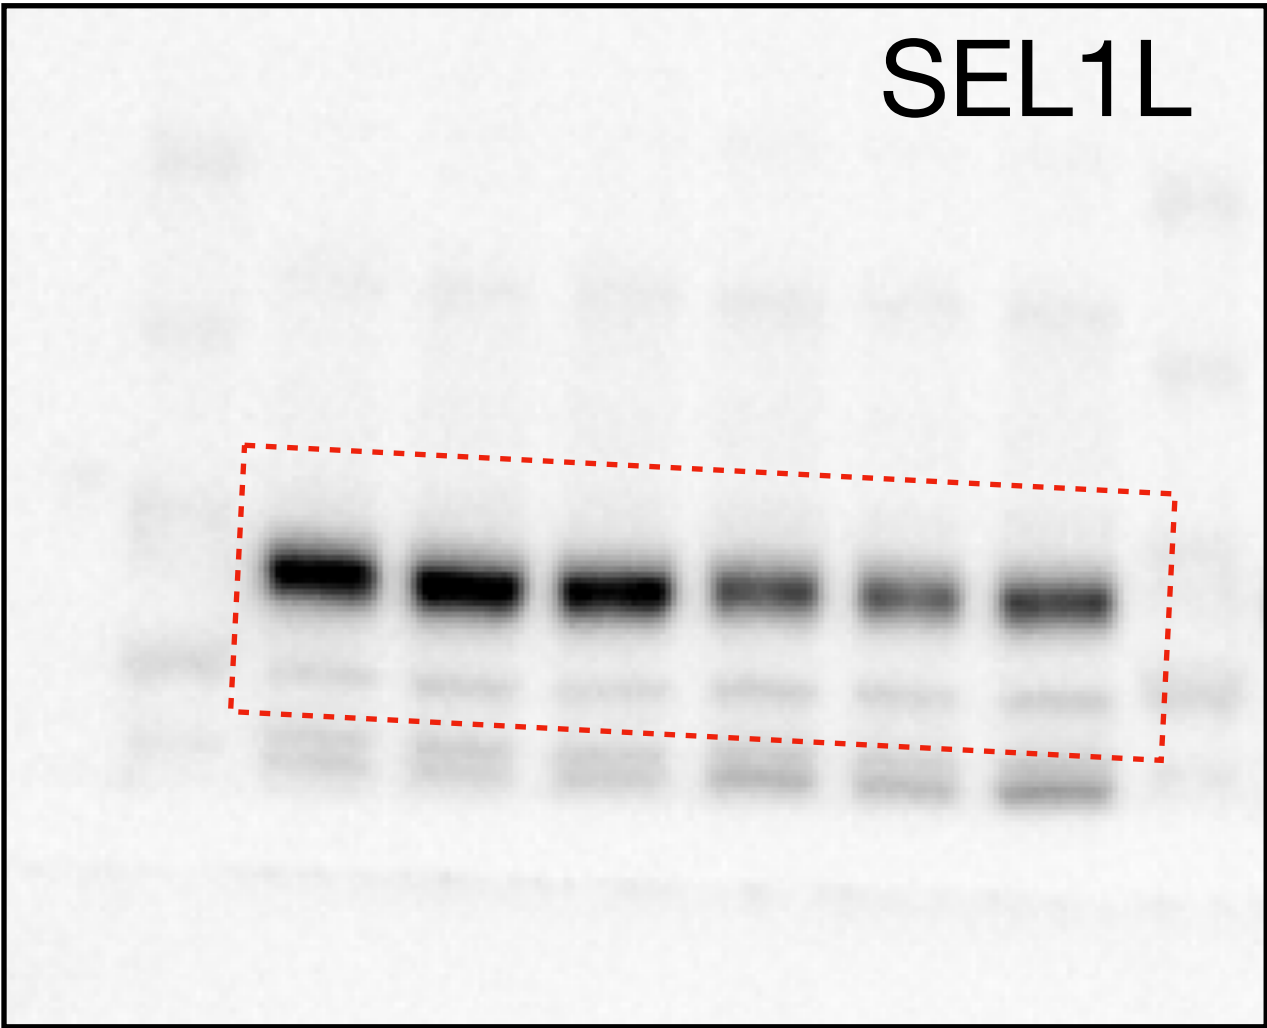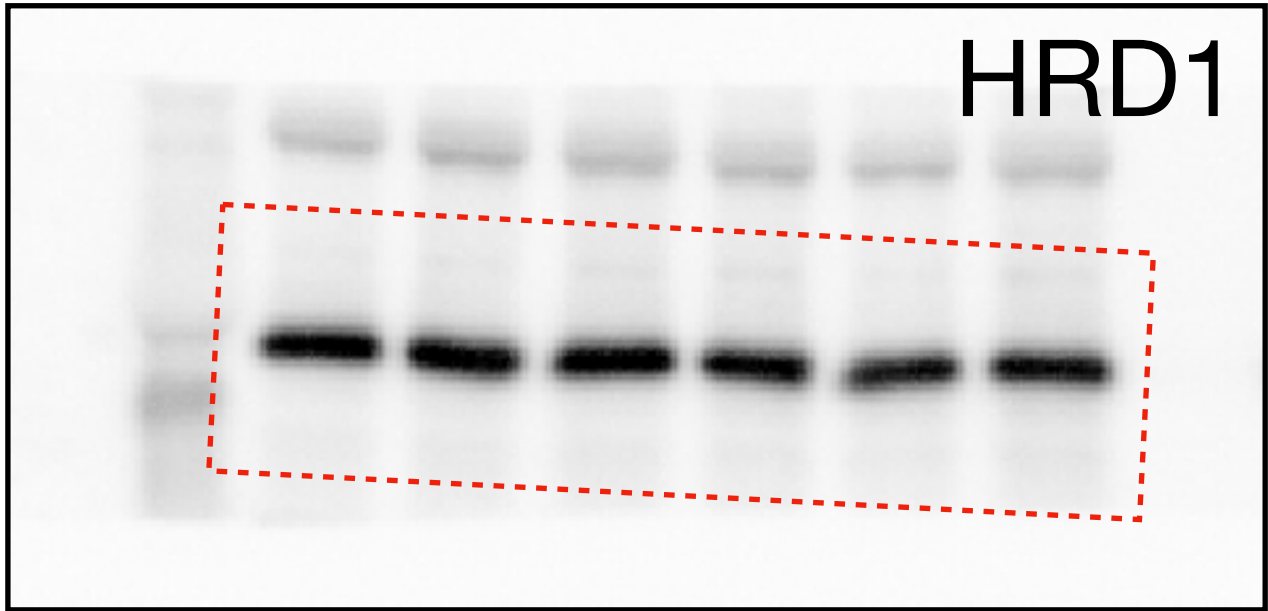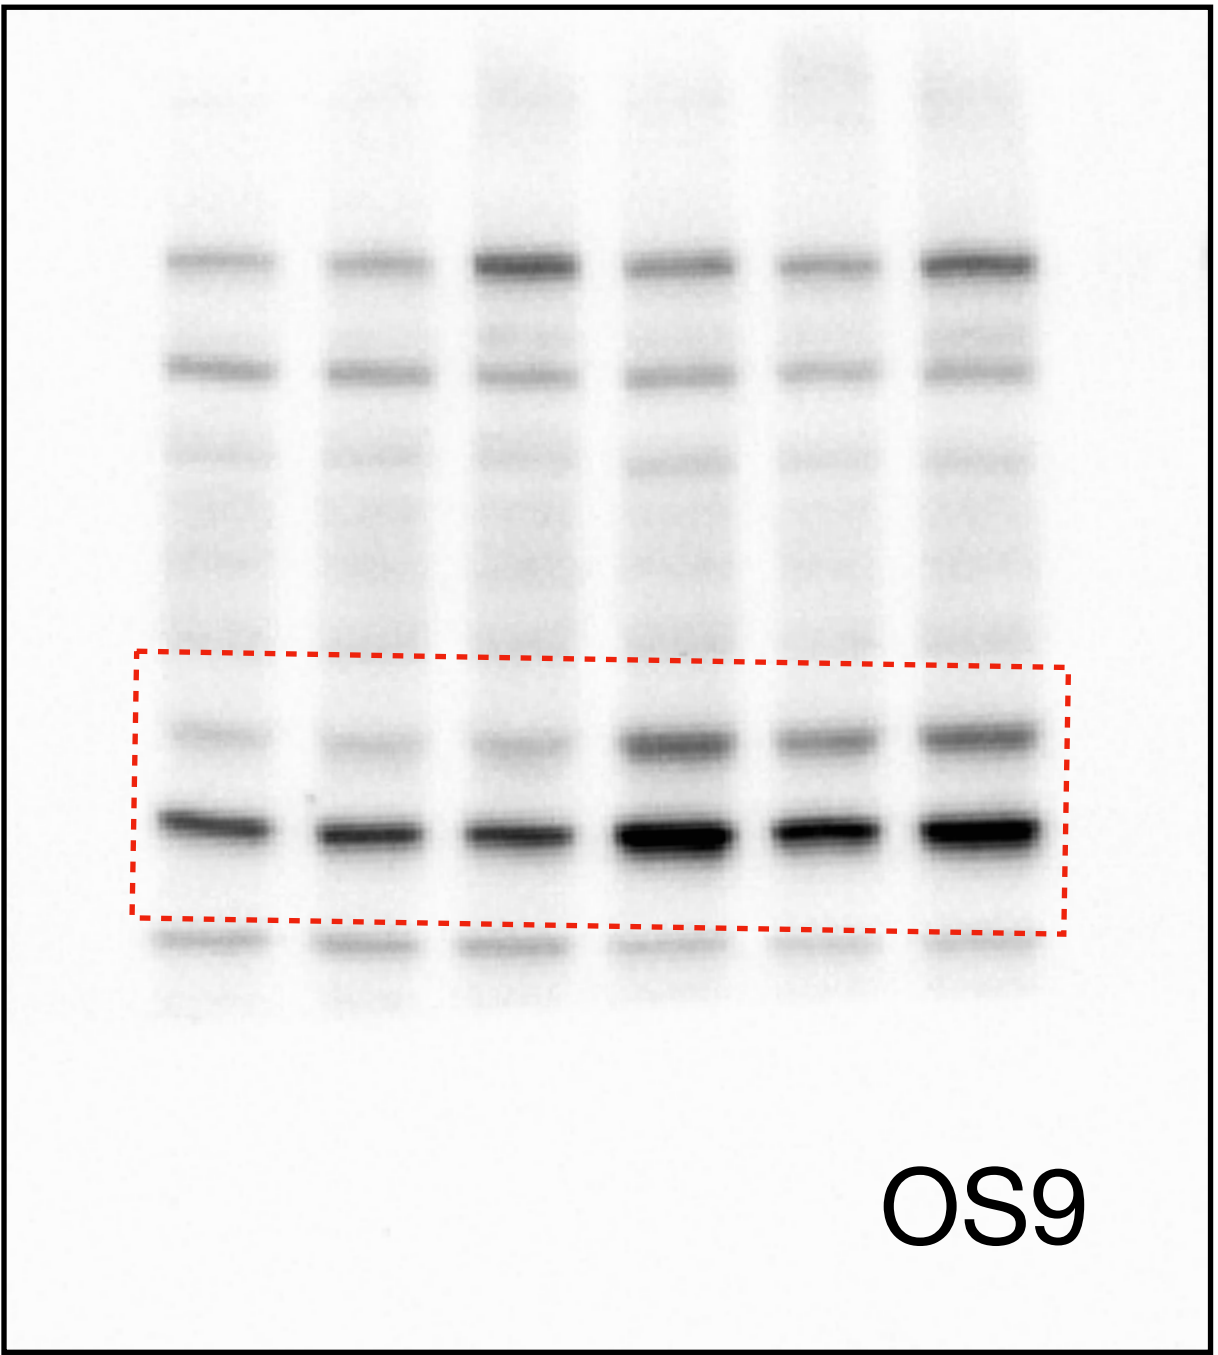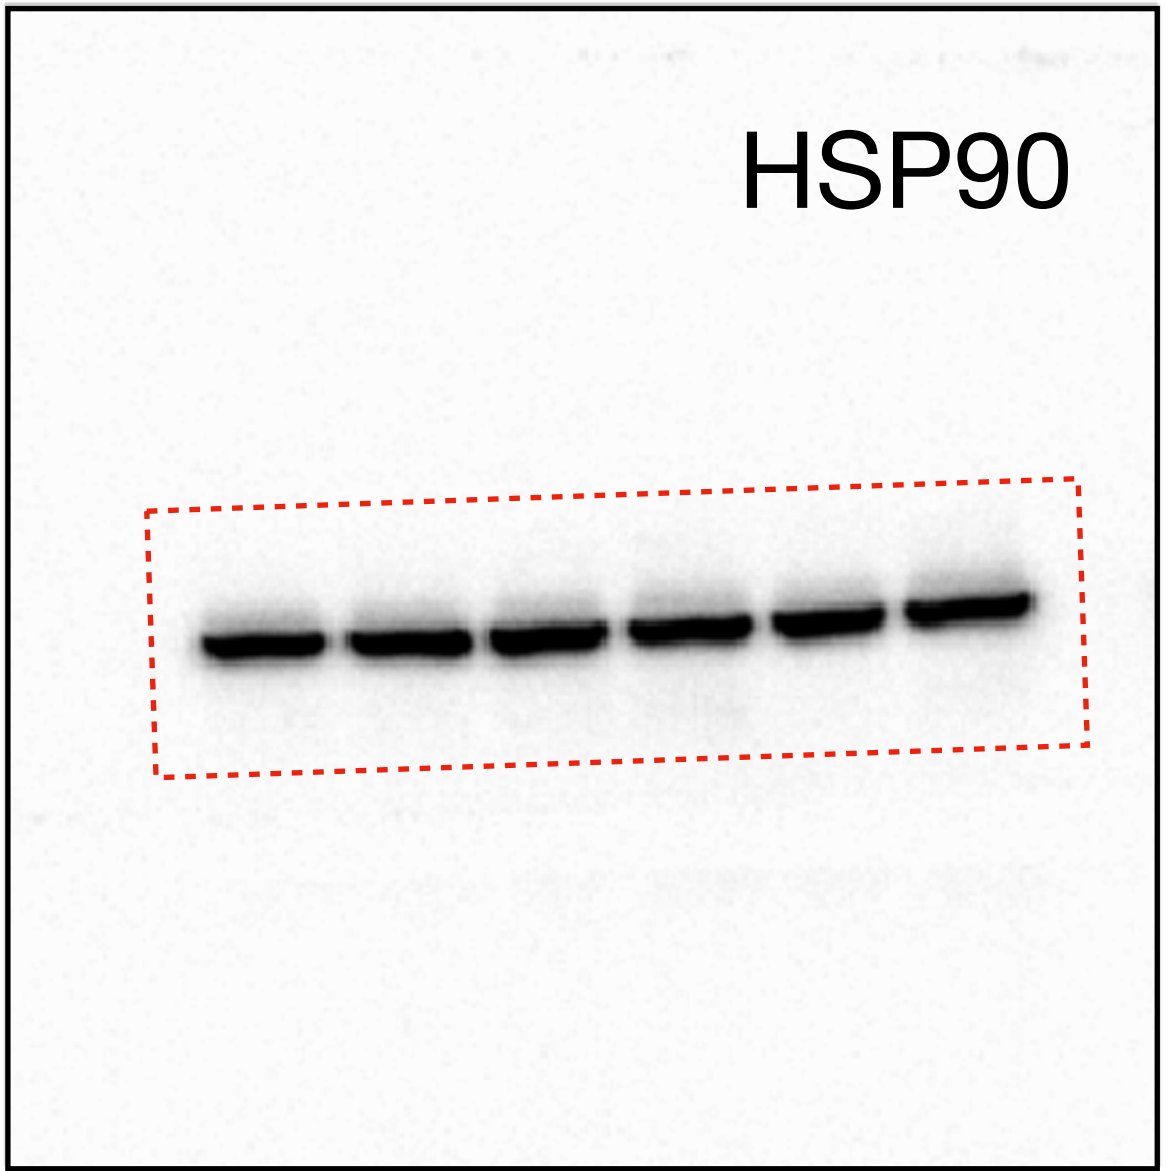

# Supplementary Figure 2C

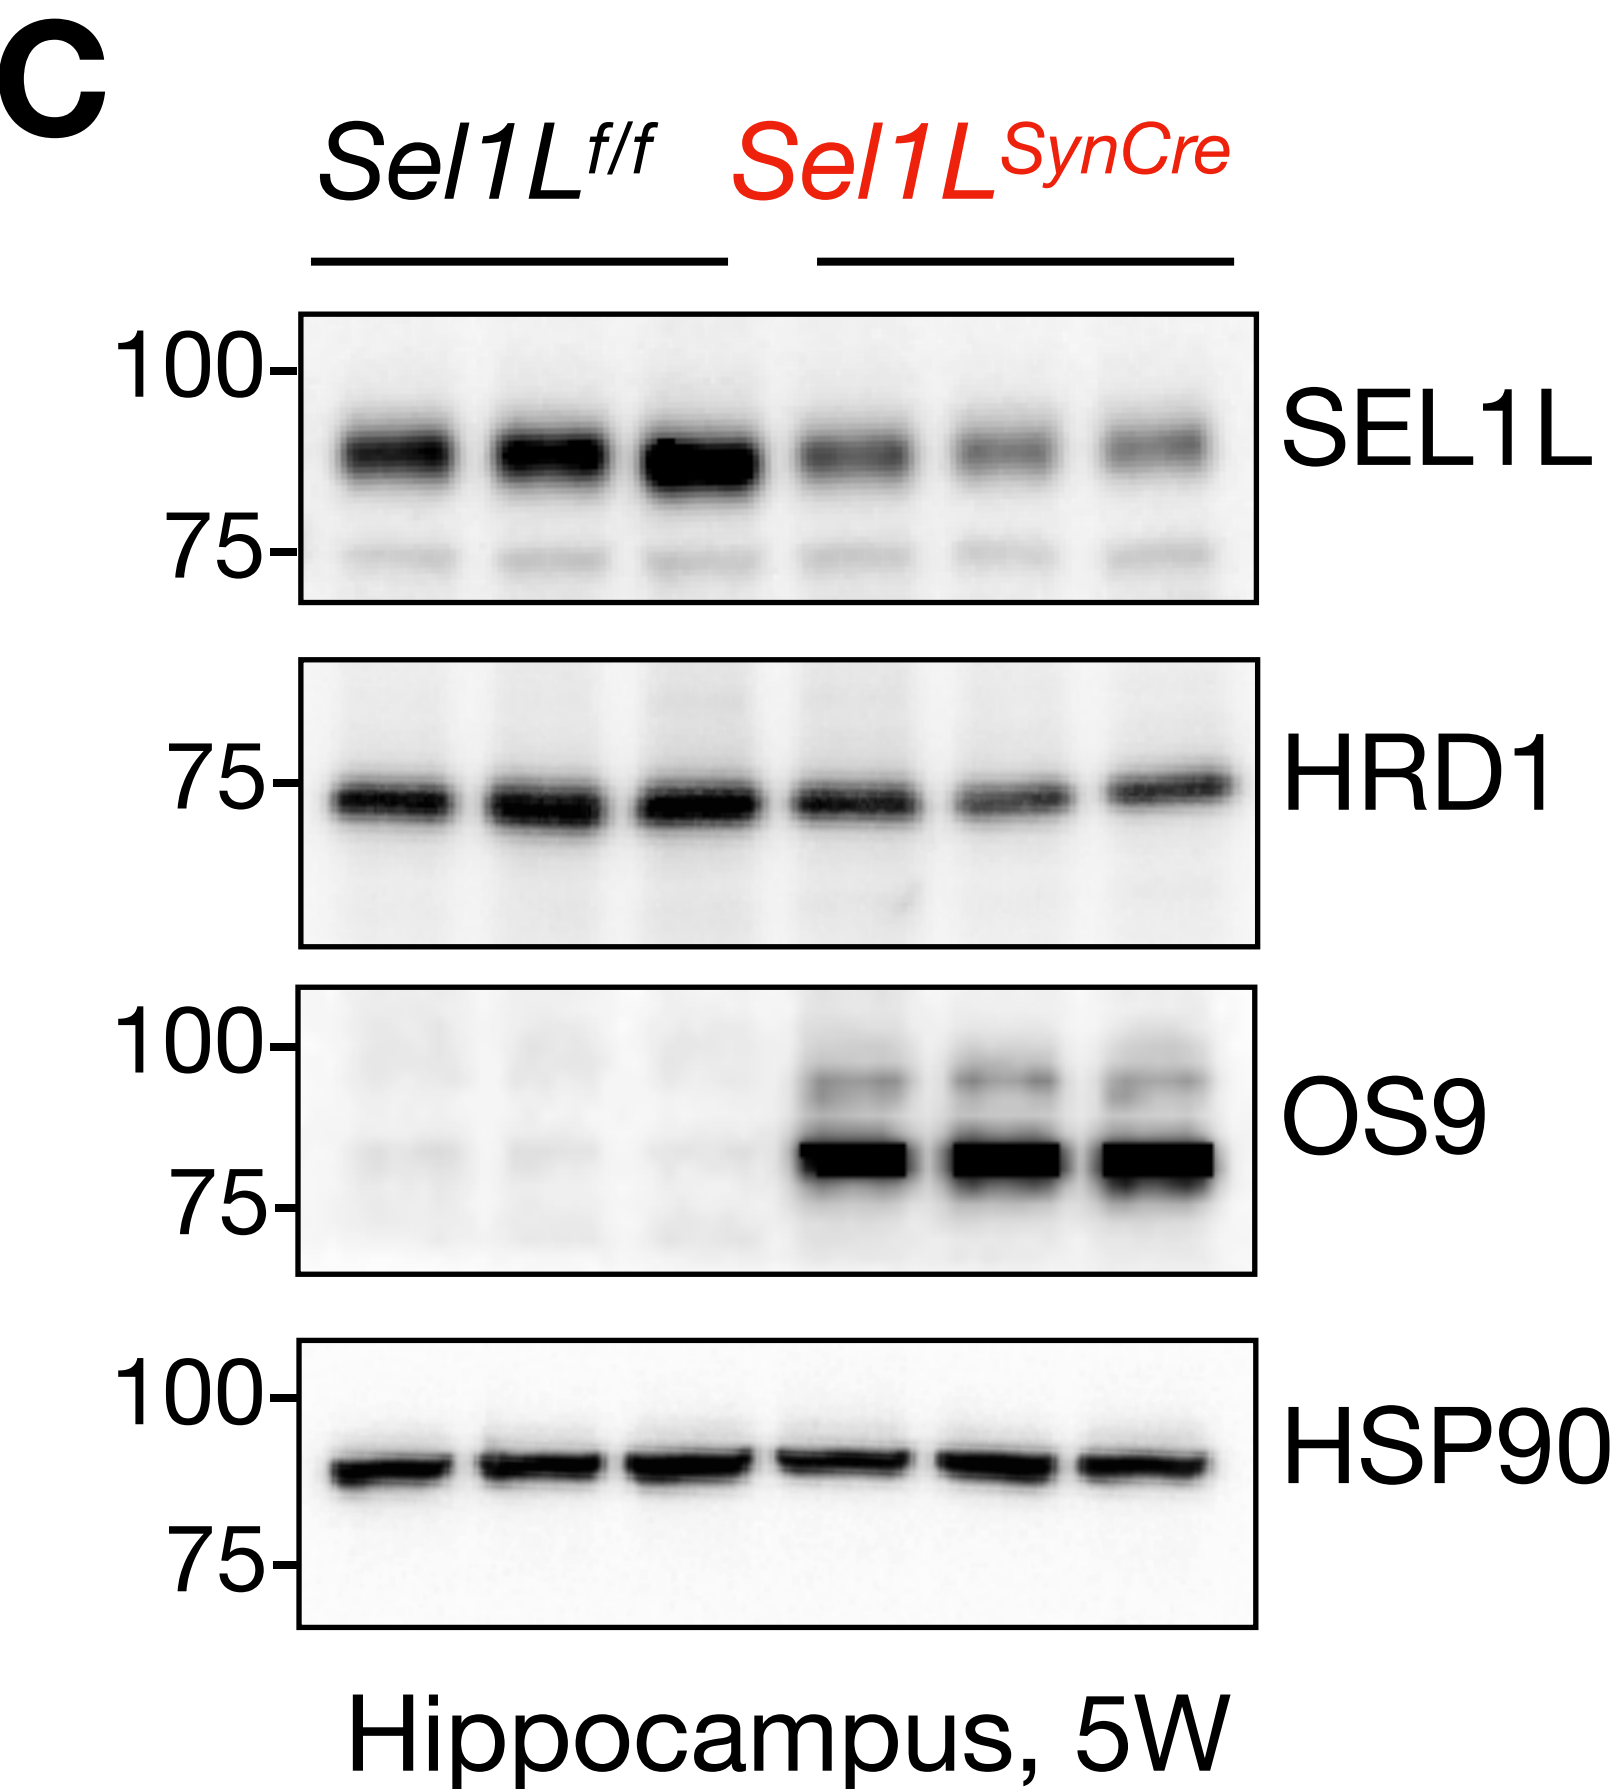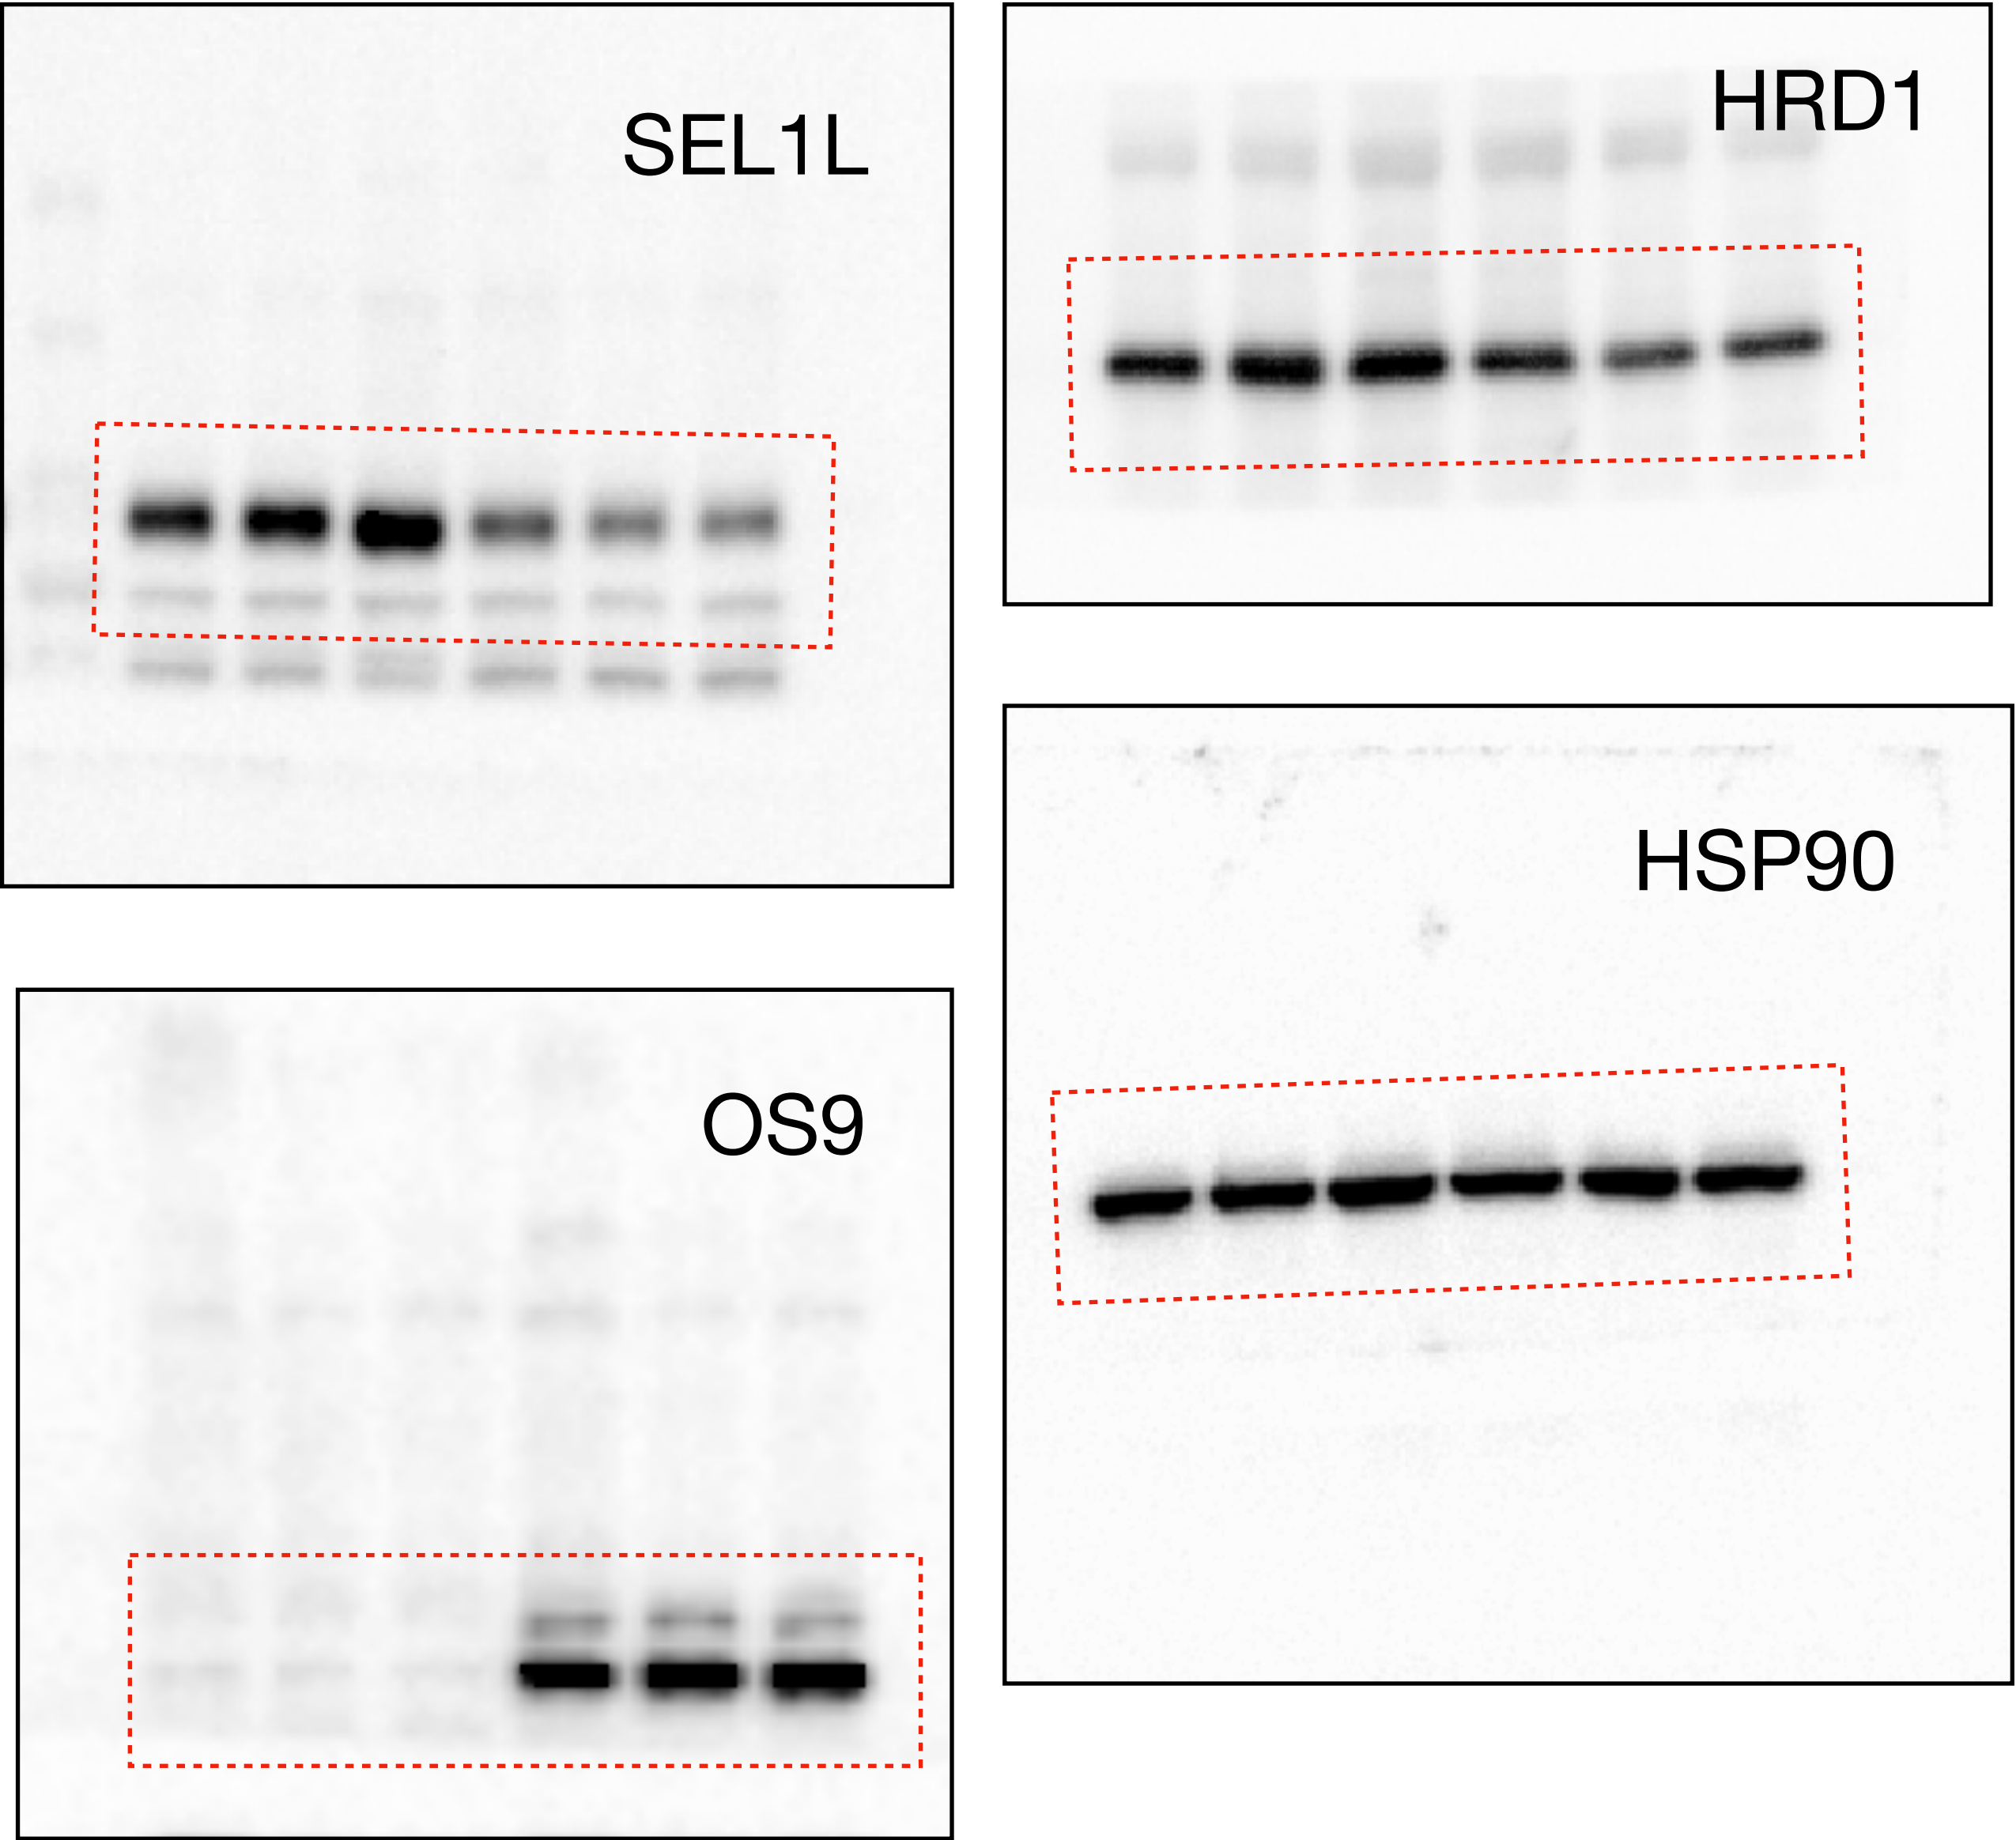

# Supplementary Figure 4A

**A**

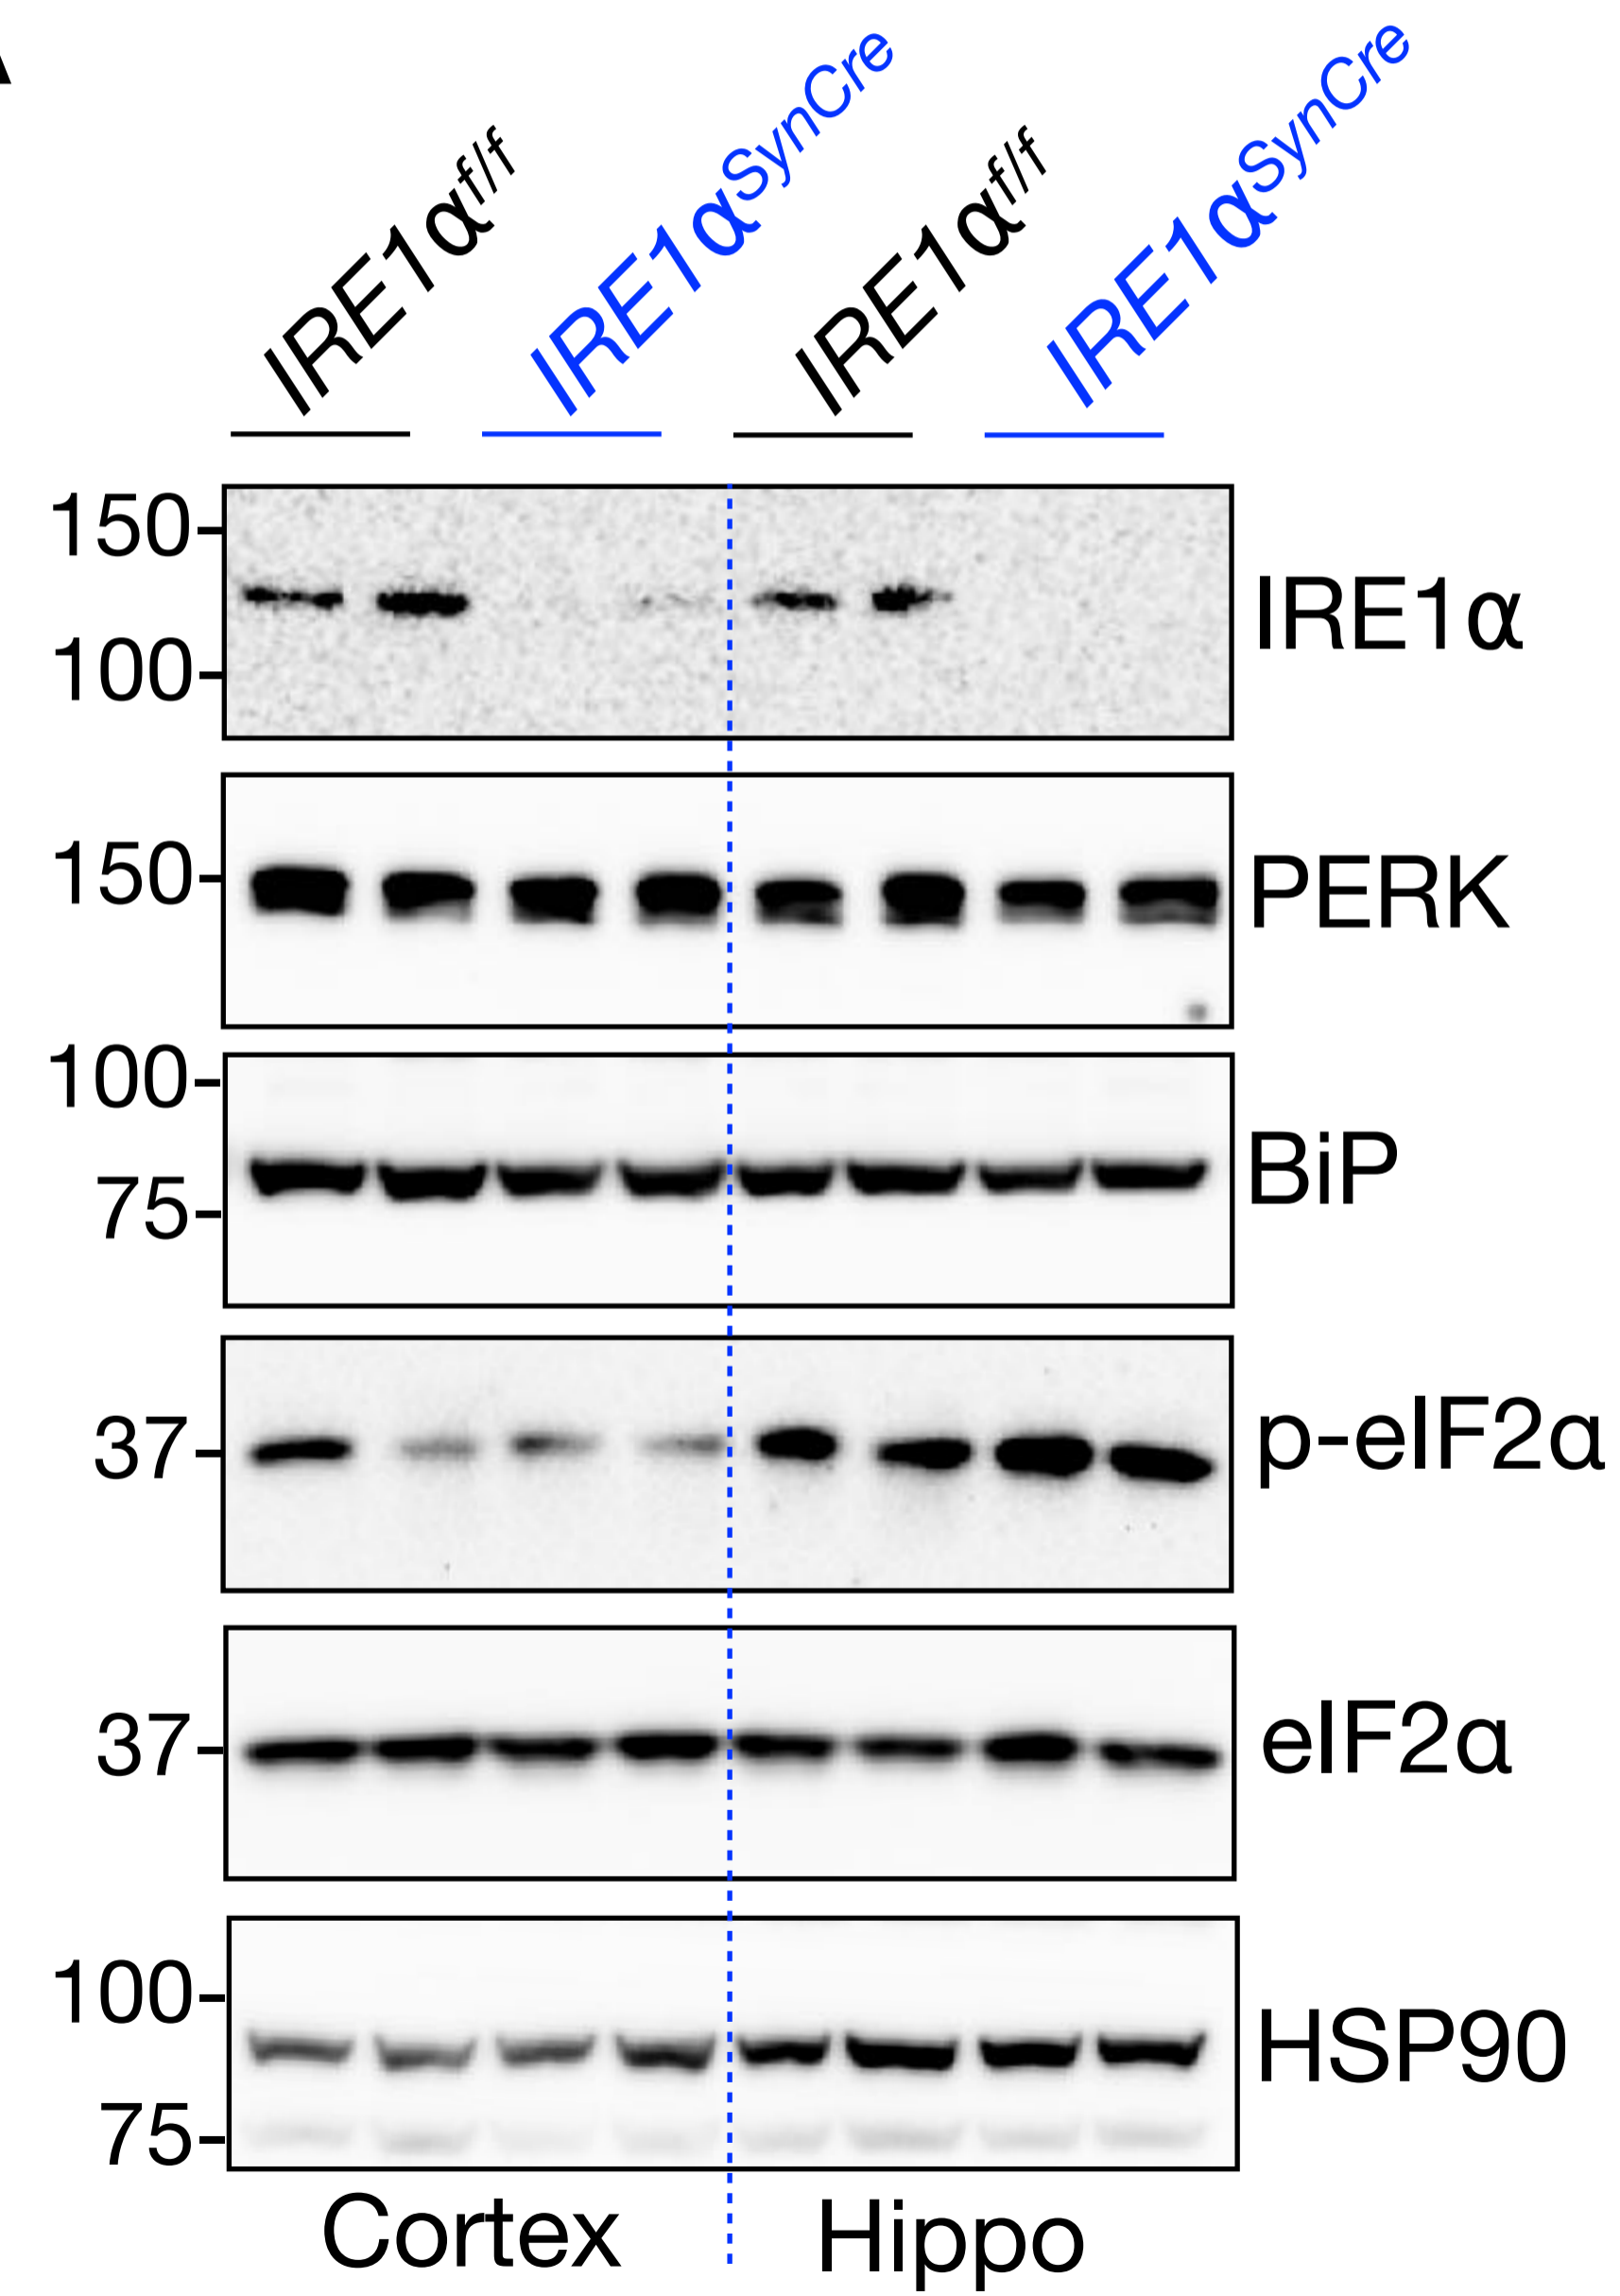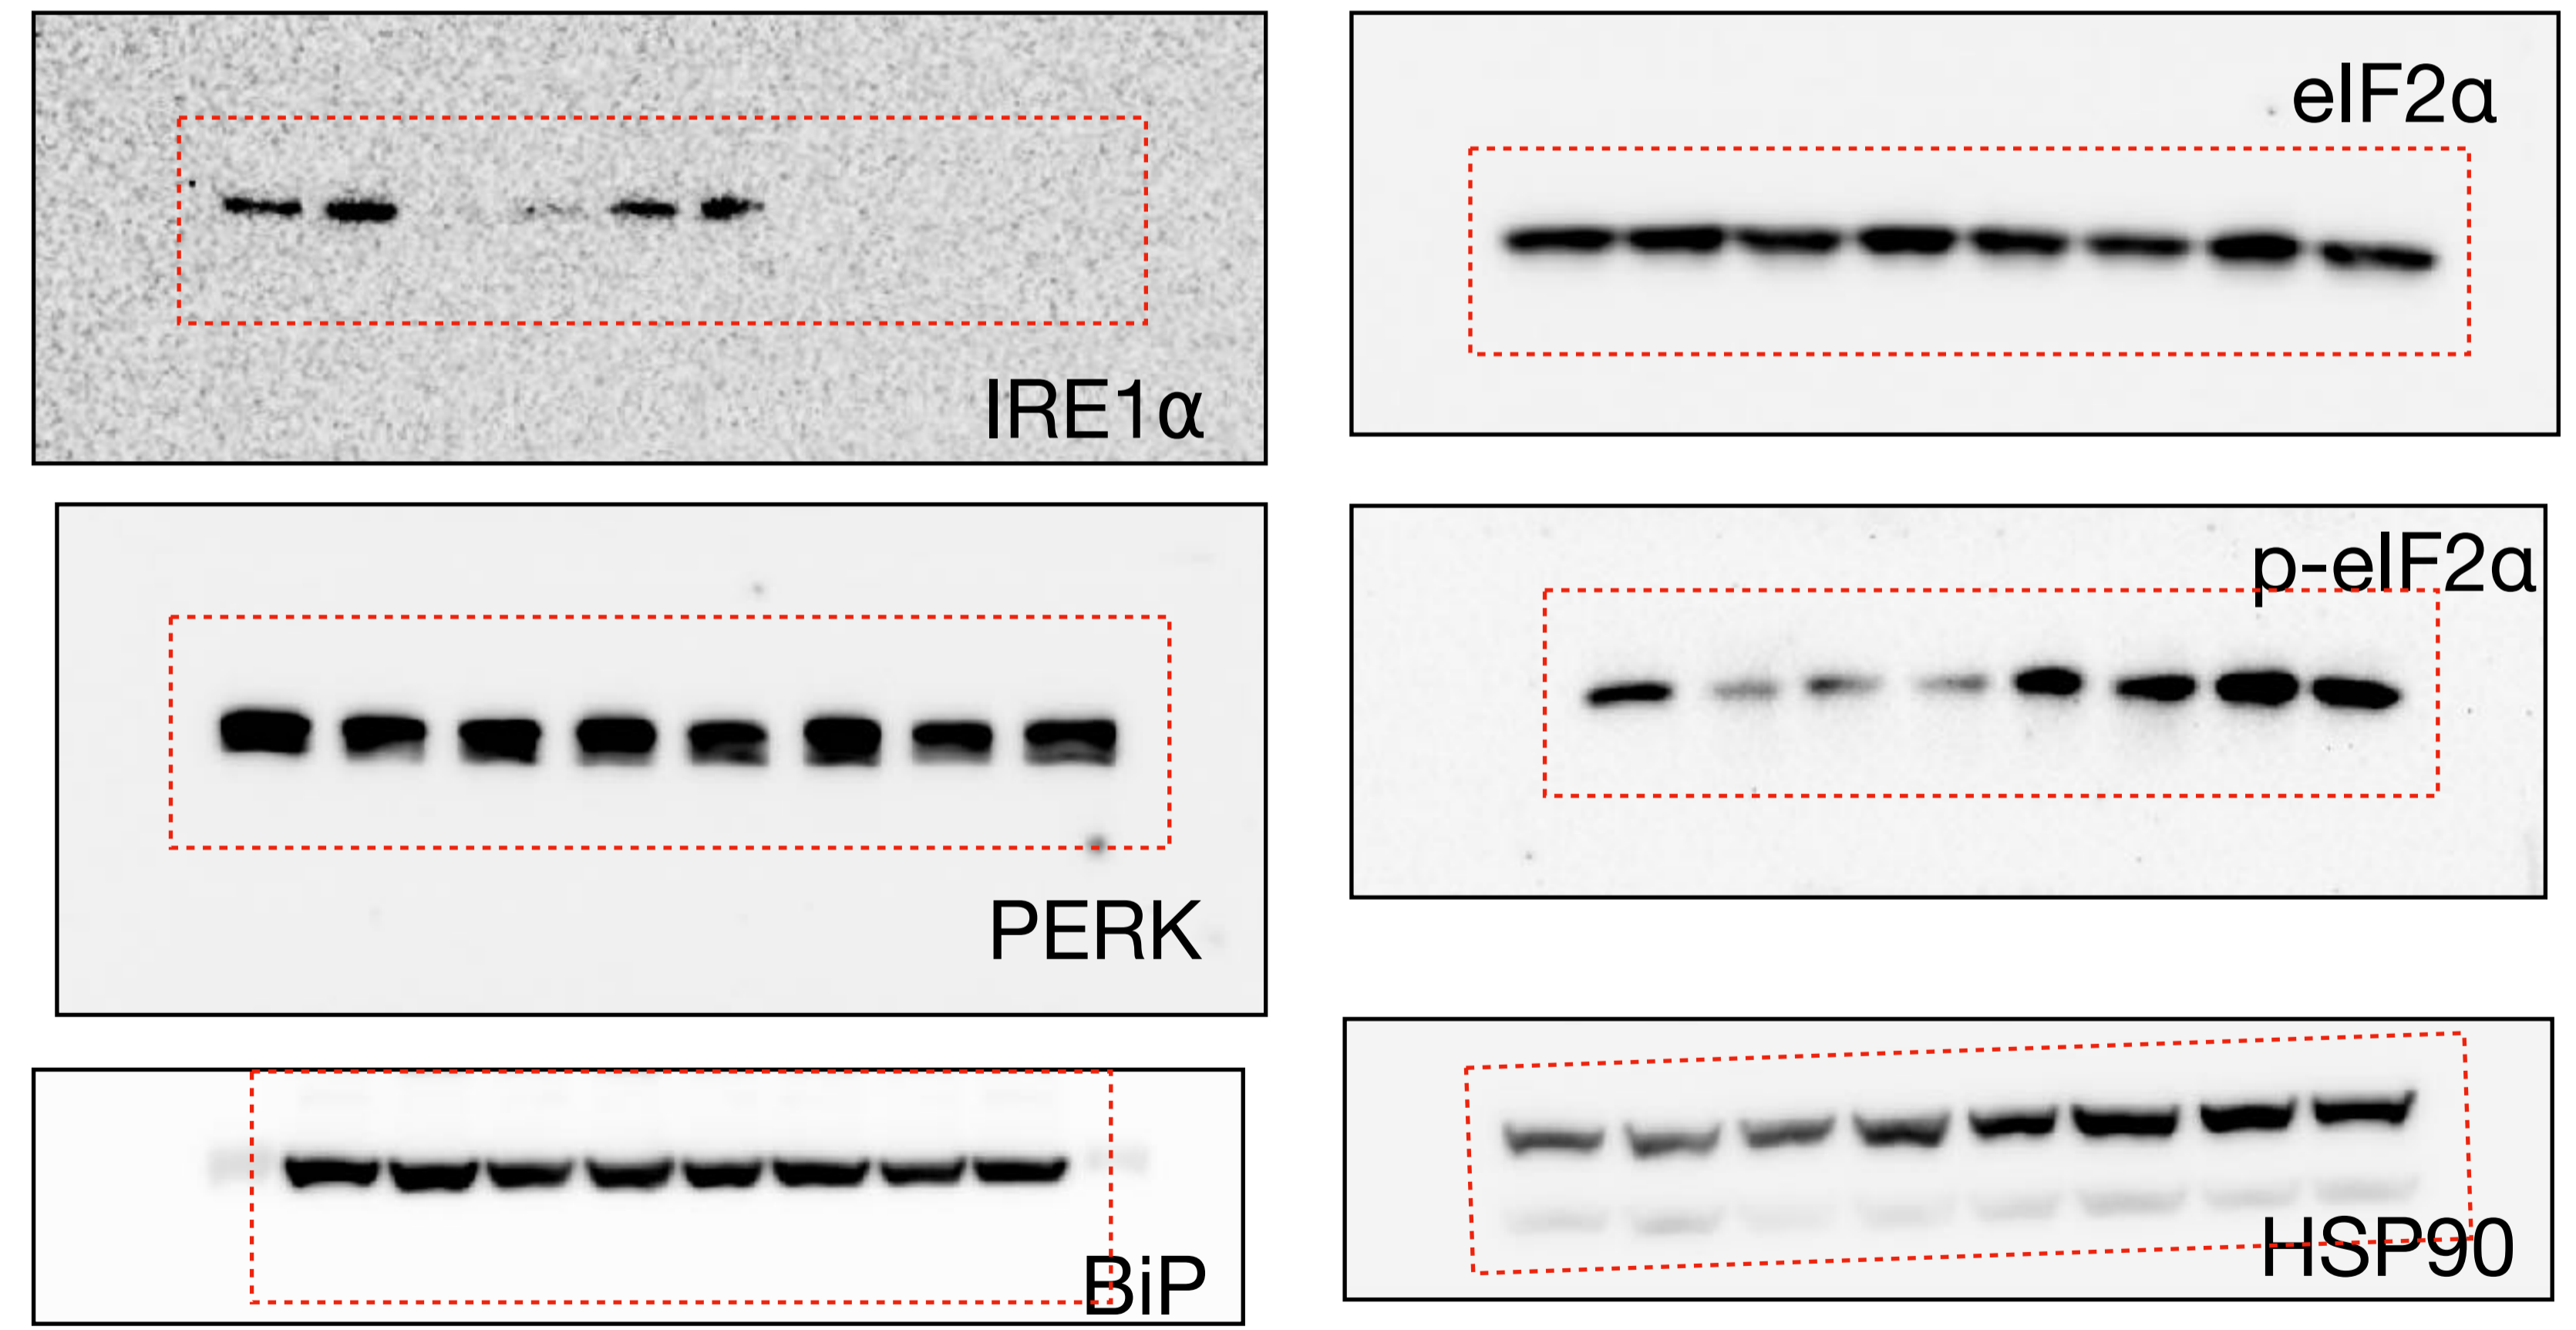

# Supplementary Figure 5E

# E

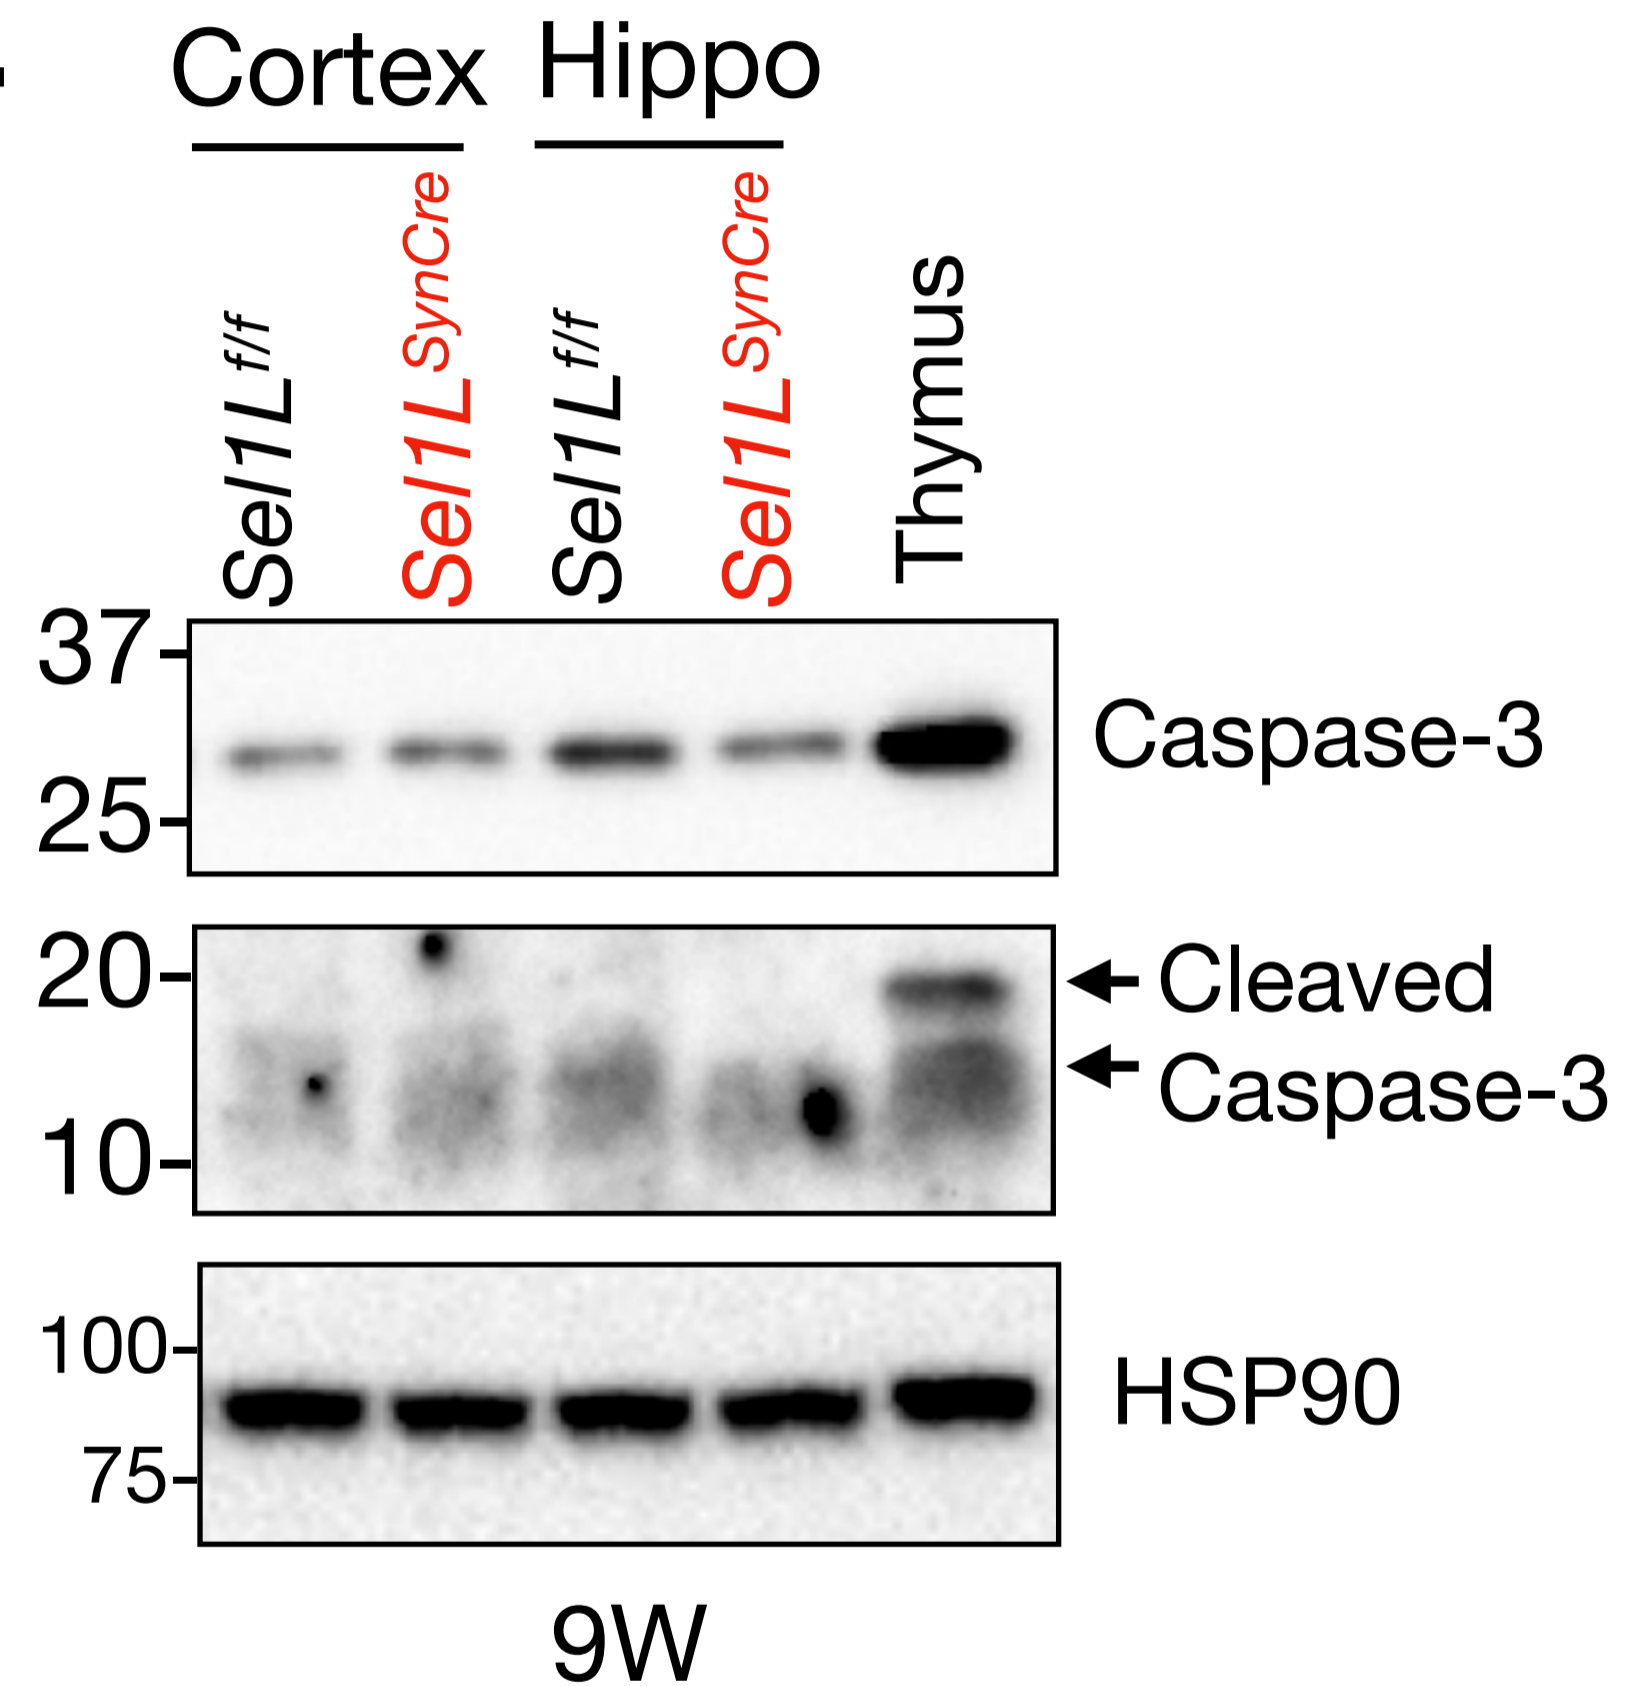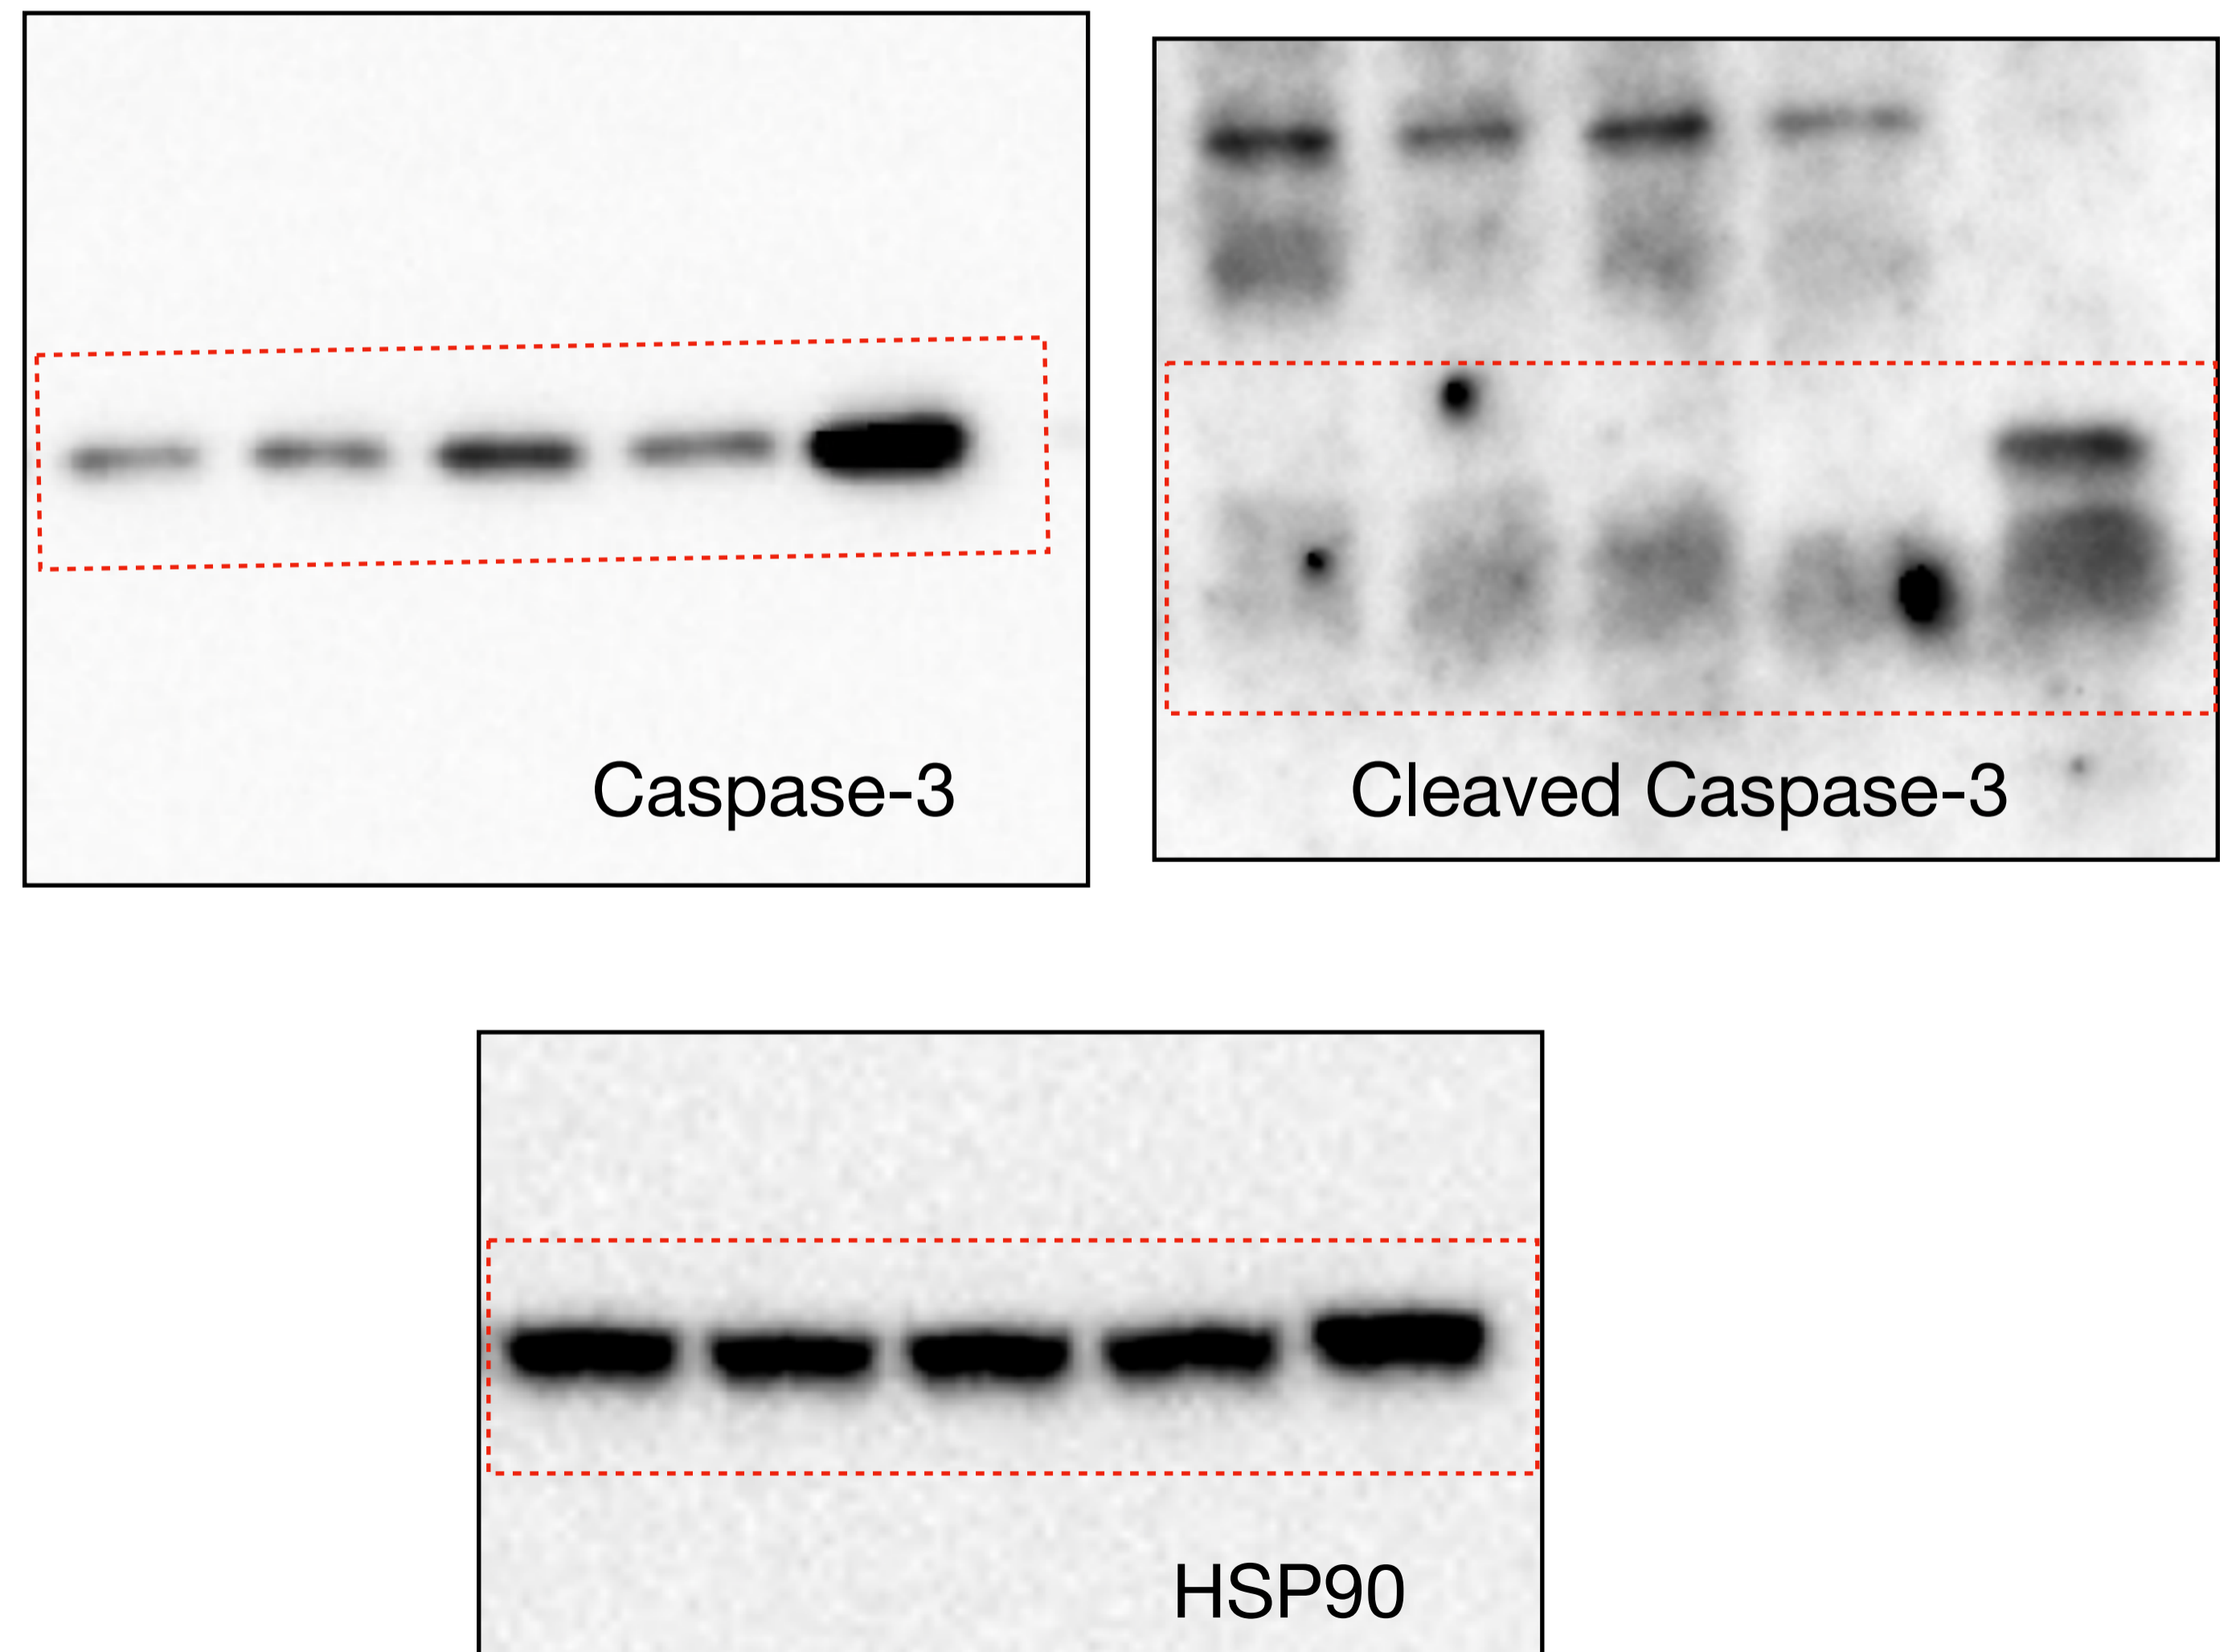

# Supplementary Figure 9A

A

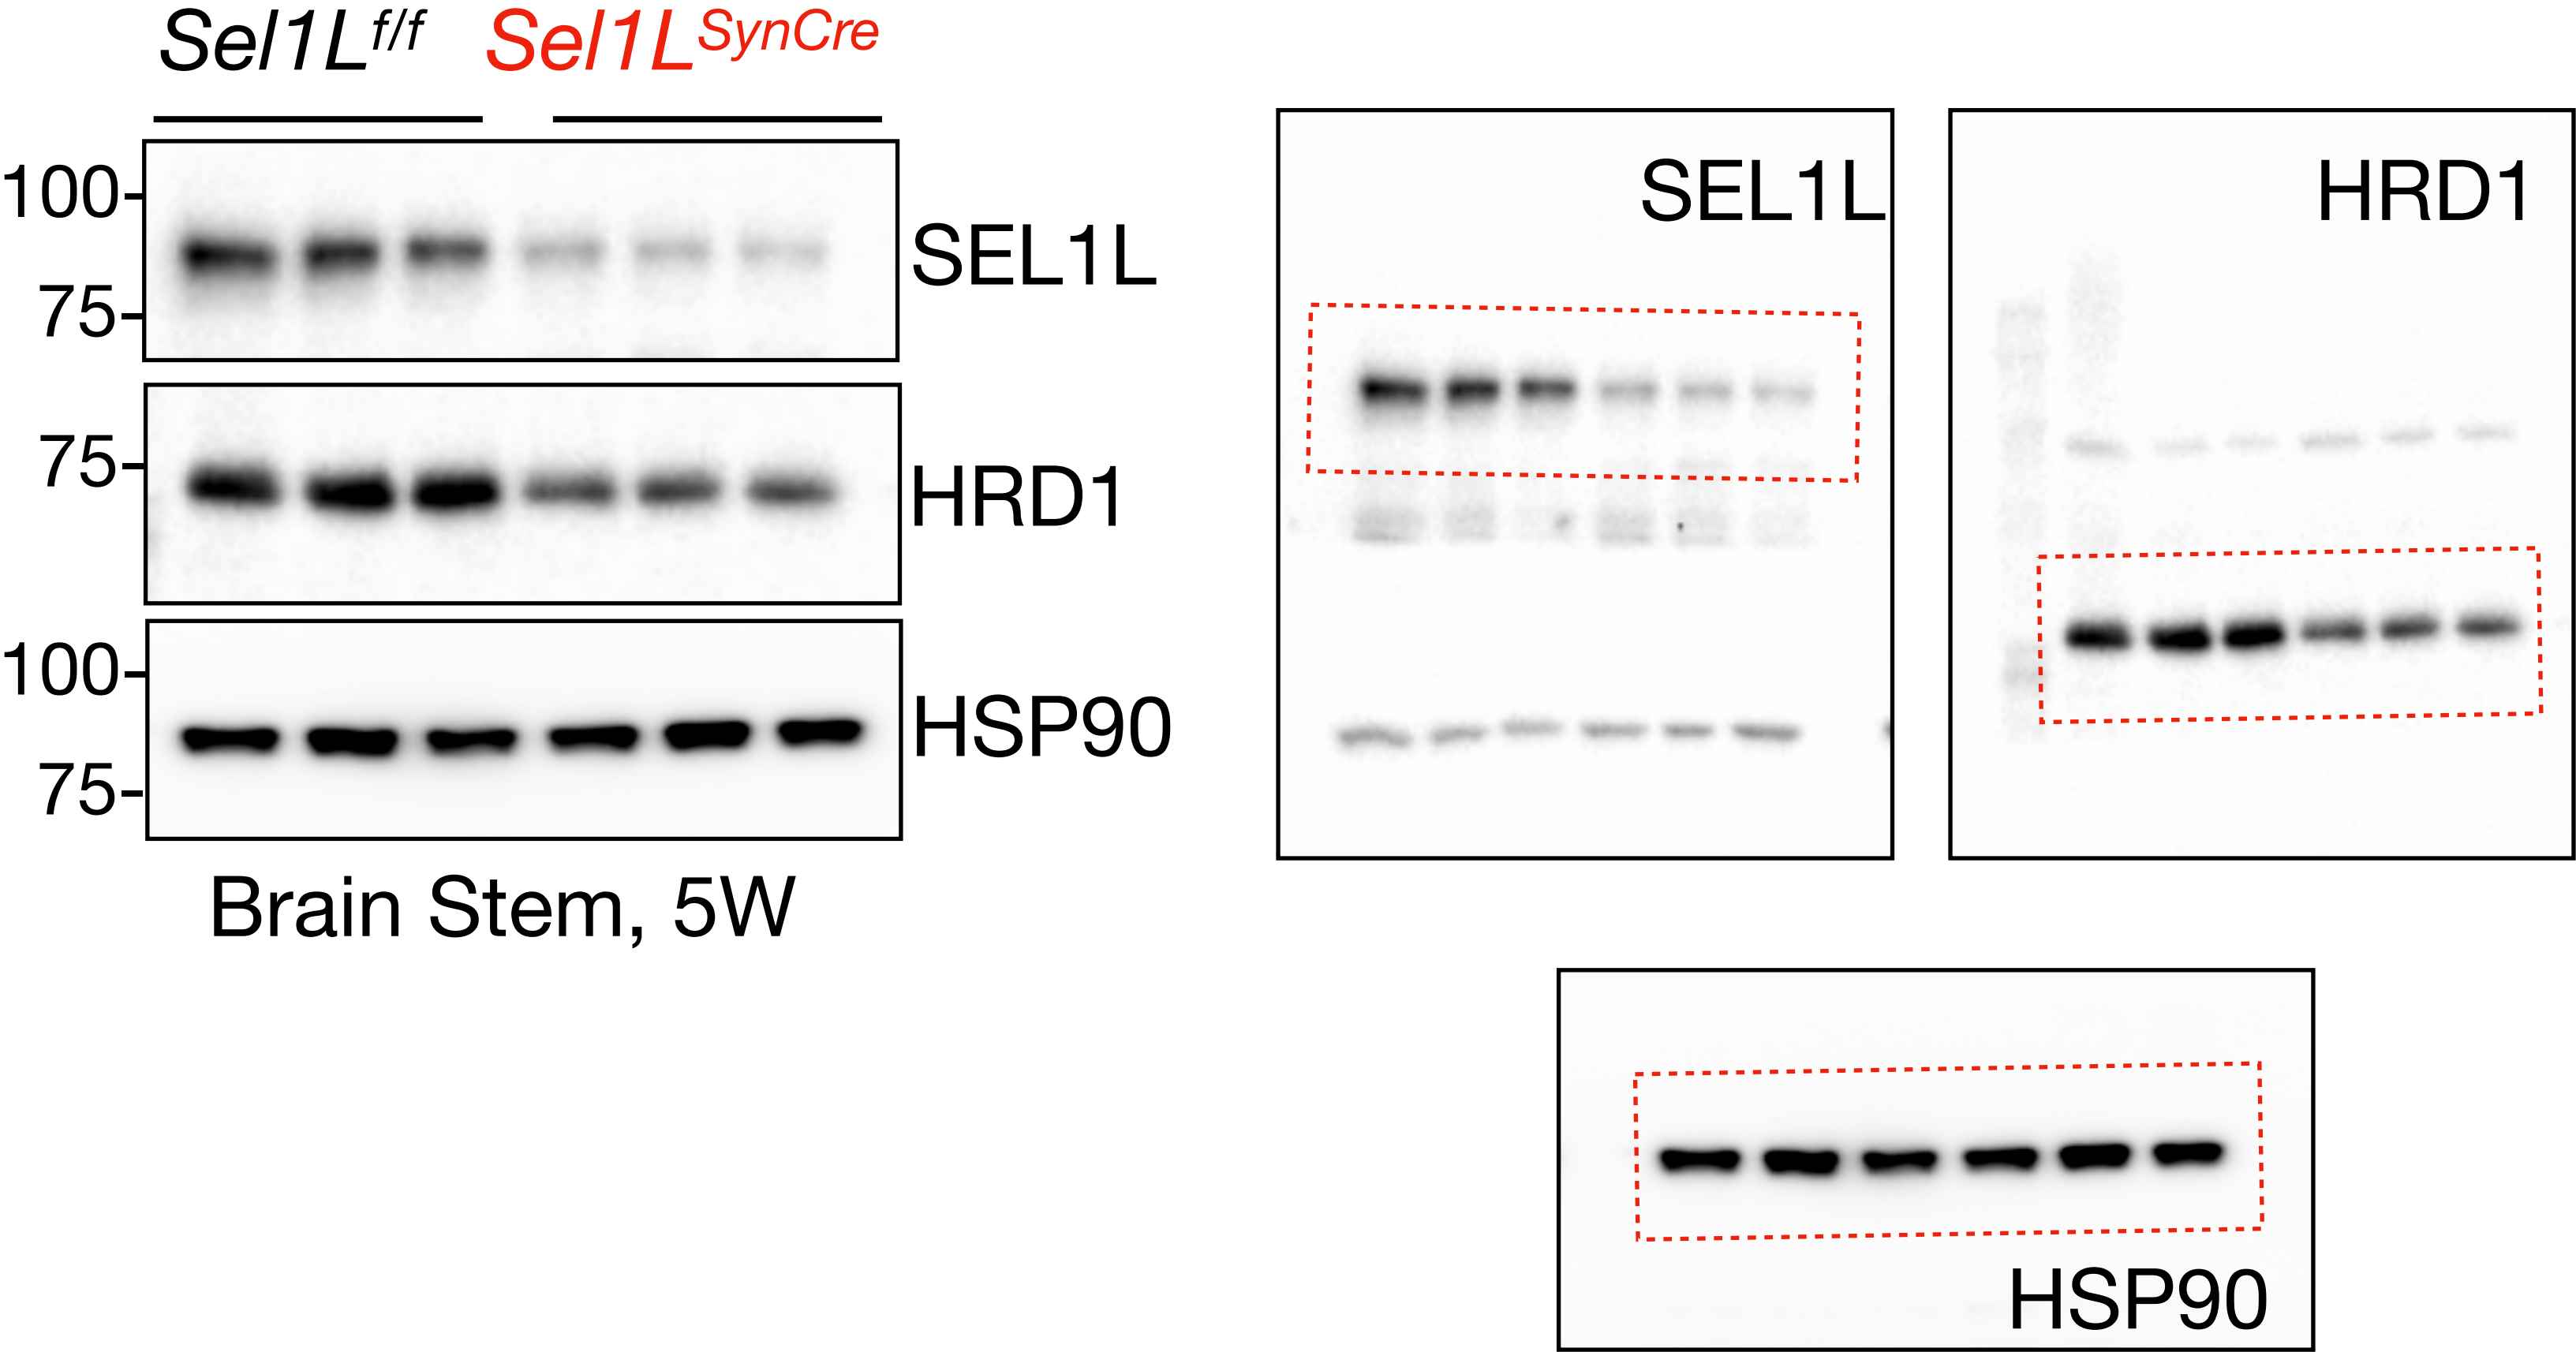

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

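Single-nucleus RNA of the cortex and hippocampus of 5-week-old mice was measured in 4 libraries, 2 labelled *Sel1L fl/fl* and 2 labelled *Sel1L SynCre*, each from 1 mouse. The authors made the libraries with the 10x Genomics 3′ v3 chemistry, ran Cell Ranger, and deposited raw UMI counts of 32286 features for every barcode called as a nucleus. The deposited counts are whole numbers, with at least 500 UMIs in each nucleus, and were not normalized or filtered on doublets. Gene positions and overlaps were taken from the GENCODE vM21 annotation (GRCm38), in which 32235 of the 32286 features were found and 51 were not. The build that the authors used is not named in the paper's text. Whether Cell Ranger counted reads of both strands or introns is not stated there either.

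Everything that follows was computed from these counts. Nuclei with 600 genes or fewer (237, 45, 101 and 132 per library, in the order *Sel1L fl/fl* replicates 1 and 2 and *Sel1L SynCre* replicates 1 and 2) and with 5% or more mitochondrial UMIs (1, 3, 11 and 10) were left out. Doublets were scored with Scrublet, and the highest scores were left out at an expected rate proportional to the nuclei of a library (5.89% to 10.1%), which removed 1270, 575, 534 and 434 nuclei. The kept nuclei had 101293207, 68334821, 66836044 and 66327207 UMIs. Medians of genes per nucleus were 3006, 3096.5, 3121.5 and 3434. The libraries were integrated in Seurat 5.3.0 (2000 variable features, 17 dimensions) and clustered at a resolution of 0.2, and neuron-like nuclei were clustered again at 0.4. Names came from lists of marker genes with at least 3 markers required, and a shallow cluster of 963 nuclei with no neuron marker among its 10 leading genes was left unnamed although 6 of 6 neuron markers were detected. As a check, 99.2% of 3000 nuclei drawn at random had the class of their nearest neighbours. Without integration, nuclei were clustered with Leiden clustering on 20 neighbours in scanpy 1.11.5, and immature oligodendrocyte-like nuclei formed a cluster of their own.

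Pseudobulk counts per library and class were compared with edgeR 4.0.16 (TMM normalization, filterByExpr, quasi-likelihood F test, two-sided). Adjusted p-values are Benjamini-Hochberg values over the genes tested in a class, with a threshold of 0.05, and fold changes use a prior count of 0.125. Standard errors of log2 fold changes were taken from the fold change and its F statistic. CPM beside a fold change are scaled by TMM, and CPM of whole libraries, of Cre and of *Nupr1* are scaled by the UMIs of the library or pseudobulk alone. Leaving out 1 library leaves 1 mouse in an arm, so only a fold change was computed there, at a fixed dispersion of 0.05. Counts were simulated with 200 genes changed by 2 on the log2 scale, up or down, and those kept by the filter were counted. The test recovered 190 of 193 in *Sst*-like, 195 of 198 in DG-like, 191 of 195 in CA1-like and 178 of 189 in OPC-like pseudobulks. Other genes called numbered 10, 5, 9 and 5 in the same order. Smaller changes were not simulated for this test, so its recovery of them is not known. The alternatives were DESeq2 1.42.0, edgeR's earlier quasi-likelihood and likelihood ratio tests, at least 10 counts in every library, no filter beyond 1 count in total, a prior count of 2, pseudobulks thinned to the total of the smallest (1050771 UMIs in neurons, 701727 in glia), doublets kept, more than 200 genes per nucleus, names without integration, a block for the replicate number, a threshold of 1 on the log2 fold change, and each library left out.

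Gene lists were tested with camera in limma 3.58.1 at an inter-gene correlation of 0.01, with fry and an estimated correlation as alternatives. The p-values of 9 lists in 11 subtypes were adjusted together. Lists of KEGG pathways were not used here. Interactions were tested in edgeR with library as a block for DG-, *Pvalb*- and *Sst*-like neurons against CA1-like neurons, or against *Vip*-like neurons and with DESeq2 as alternatives. On simulated counts with a difference of 1.5 on the log2 scale, 160 of 200 genes were recovered with edgeR and 101 of 200 with DESeq2. Shares of nuclei were compared by two-sided exact permutation of the 4 libraries, and their intervals are 95% Wilson intervals. For shares of nuclei with a *Derl3* UMI, nuclei were thinned to 2000 UMIs, or 4000 as an alternative. Correlations over the 11 subtypes were tested with 100000 permutations and adjusted over the 10 p-values of 5 relations with 2 coefficients each. Random lists for the comparison of nuclei with and without a UMI matched each gene by its total UMIs over the named nuclei. Genes named in a class are the 5 with the largest fold changes in each direction among those past the threshold with at least 20 counts, and the genes of Figures 6K and 8D were taken because the paper shows them. Results for some genes are not reported here. Other tools were R 4.3.3, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9.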

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

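The tests of explanations in this part were chosen only after the result was seen, while the comparison of genotype effects between subtypes was planned.

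The genotype effect on the genes of Figure 6K differed between neuronal subtypes in a test of the difference itself. In DG-like neurons 16 of 20 genes, in *Pvalb*-like neurons 14 and in *Sst*-like neurons 19 rose more than in CA1-like neurons (edgeR interaction test, adjusted p below 0.05), and none rose less. The paper named these subtypes and genes from the same libraries, and CA1 as a region with SEL1L largely preserved. A larger rise is therefore not independent evidence and does not separate cell type from extent of loss. The number of genes past the threshold did not follow the UMIs of a subtype (Spearman's rho 0.218, permutation p = 0.52, and Pearson's r -0.273, permutation p = 0.432). That number is not the size of the fold changes, so it cannot decide whether a difference in depth explains them. DG- and CA1-like neurons had similar depth (18503110 and 18390472 UMIs). Their median log2 fold changes over the genes of Figure 6K tested in every subtype were 1.53 and 0.148. For this pair the values argue against depth. The level of Cre RNA in the library labelled *Sel1L fl/fl* replicate 1 did follow the median log2 fold change of these genes (rho 0.909, permutation p = 0.00023, adjusted over 10 p-values 0.000767; r 0.808, permutation p = 0.00195, adjusted 0.00325). Without *Pvalb*- and *Sst*-like neurons, the farthest from the median, rho was 0.90 and r 0.774. The relation of the same Cre level to the number of genes past the threshold at a common total of UMIs was weaker (rho 0.755, r 0.778). Without *Pvalb*- and *Sst*-like neurons it fell to rho 0.567 and r 0.372. The 11 subtypes come from the same mice and are not independent replicates. A candidate explanation for part of the difference is that subtypes with more Cre lose *Sel1L* in more nuclei. L5/6 NP-like nuclei (near-projecting), outside these 11 subtypes, leave open how far it goes. With Cre at 0 and 0.544 CPM (95% counting intervals up to 2.19 and 3.03) in the libraries labelled *Sel1L SynCre*, they had *Derl3* at 20.75 and 22.3 CPM, more than the 14.38 and 14.37 CPM of CA3-like neurons, where Cre was at 4.52 and 7.98 CPM. In the library labelled *Sel1L fl/fl* replicate 1 their Cre of 1.89 CPM (0.615 to 4.42) was not set apart from the 3.59 CPM (1.79 to 6.43) of CA3-like neurons. The loss itself could not be read from 3′ counts, but the paper stained for the protein. It found SEL1L largely preserved in CA1 and deletion nearly complete in CA3 and DG, so DG and CA1 did not share the same loss. Between DG- and CA3-like neurons the median log2 fold changes were 1.53 and 0.767, so a different reaction to a similar loss stays open for that pair. It also stays open for the inhibitory subtypes, for which the paper's text gives no loss.

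Cre RNA was present in a library labelled as a control, which the paper does not report. The library labelled *Sel1L fl/fl* replicate 1 had 4.11 CPM of Cre, more than either library labelled *Sel1L SynCre*, and replicate 2 had 0 UMIs. Its *Derl3* level of 0.494 CPM, next to 16.7 and 10.2 CPM in the libraries labelled *Sel1L SynCre*, argues against an *Sel1L SynCre* mouse under the wrong label. The library labelled *Sel1L fl/fl* replicate 2, without Cre, had 0.585 CPM. Nuclei or RNA carried over from an *Sel1L SynCre* library would bring less Cre than the source holds, and the 4.11 CPM were above the 3.52 and 3.27 CPM there. Free RNA or reads assigned at random would be spread evenly, but Cre followed the subtypes as in the libraries labelled *Sel1L SynCre* (rho 0.891, permutation p = 0.00057; r 0.980, permutation p = 3e-05, adjusted 0.0003). Without *Pvalb*- and *Sst*-like neurons, r was 0.880 and rho 0.80. The data are consistent with a mouse that carries the Cre and keeps working *Sel1L*, for which the r of 0.980 is the value that could have come out otherwise. The genotype of that mouse was not analysed here.

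OPC-like nuclei had Cre RNA and 999 genes past an adjusted p of 0.05 (edgeR). The paper's text mentions several such genes in OPCs, without naming them. Cre was at 13.4 CPM (95% counting interval 9.20 to 19.0) in the library labelled *Sel1L fl/fl* replicate 1 and at 17.4 and 11.6 CPM in the libraries labelled *Sel1L SynCre*. Free RNA from neurons would reach every glial class, but the other glial and vascular nuclei of the library labelled *Sel1L fl/fl* replicate 1 had 0.576 CPM (0.211 to 1.25). *Nupr1* had 118 CPM in OPC-like nuclei of the *Sel1L SynCre*-labelled replicate 1, above the 58.9 CPM of *Sst*-like neurons in that library, which argues against RNA or doublets of neurons as its source. With immature oligodendrocyte-like nuclei named apart, its log2 fold change was 8.03, so another make-up of the cluster does not account for it.  Activity of the Cre in OPC-like nuclei is a candidate explanation for the rise of *Nupr1*, *Slc7a11* and *Gdf15*, as the 13.4 CPM in these nuclei would allow. Of the 20 genes of Figure 6K, 12 passed an adjusted p of 0.05 in OPC-like nuclei (edgeR), all higher, with a median log2 fold change of 0.94 over the 20. For these genes, OPC-like nuclei with a Cre UMI had a median log2 ratio of -0.148 (20 against 264 nuclei) and 0.0103 (12 against 235) to those without in the *Sel1L SynCre*-labelled replicates 1 and 2. This decides nothing, because the ratio was also near 0 in DG-, *Pvalb*- and *Sst*-like neurons, where these genes rose. A reaction of OPCs to the neurons around them stays open. ATF4 targets also rose in oligodendrocyte- and astrocyte-like nuclei (median log2 fold changes 0.67 and 0.32), where Cre was between 0 and 0.726 CPM in the libraries labelled *Sel1L SynCre*. Oligodendrocytes mature from OPCs, so low Cre RNA at sampling does not show that *Sel1L* was intact in them. Over the genes of Figure 6K tested, the median log2 fold change was 1.02 in oligodendrocyte-like and 0.144 in astrocyte-like nuclei.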

How the results depend on the processing

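The glial gene lists were the tests chosen only after the result was seen. Apart from the neuronal clustering resolution, the alternatives to each result and the settings they are compared with were chosen before the data were examined. That resolution was raised from 0.2 to 0.4 because only 8 of the 11 subtypes could be named at 0.2.

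Counts of differentially expressed genes moved by more than 1.5 times with several choices. With no filter beyond 1 count in total they were 5 in L2/3 IT-like, 136 in L4/5 IT-like, 0 in L5/6 IT-like, 1 in L6 CT-like, 193 in DG-like, 0 in CA3-like, 0 in CA1-like, 9 in *Pvalb*-like, 0 in *Lamp5*-like, 616 in *Sst*-like, 2 in oligodendrocyte-like and 569 in OPC-like nuclei. The unadjusted p was below 0.05 for 1656, 1222, 1364 and 1453 genes in the 4 classes with a count of 0, in that order. With DESeq2 the counts were 176 in L2/3 IT-like, 270 in DG-like, 2 in CA1-like, 337 in *Pvalb*-like, 480 in *Sst*-like and 453 in OPC-like nuclei. The likelihood ratio test gave 414 in L2/3 IT-like, 622 in L4/5 IT-like, 310 in L5/6 IT-like, 220 in L6 CT-like, 56 in CA3-like, 75 in CA1-like, 184 in *Lamp5*-like, 19 in *Vip*-like, 262 in oligodendrocyte-like, 424 in astrocyte-like and 69 in microglia-like nuclei. With a log2 fold change of at least 1 required, 46, 134, 185, 279, 440 and 583 genes were left in L2/3 IT-, L4/5 IT-, DG-, *Pvalb*-, *Sst*- and OPC-like nuclei. Thinning gave 157 in L4/5 IT-like, 46 in L5/6 IT-like, 21 in L6 CT-like, 203 in DG-like, 8 in CA1-like, 63 in oligodendrocyte-like, 567 in OPC-like and 2 in microglia-like nuclei. At least 10 counts in every library gave 5 in CA3-like, 2 in CA1-like and 5 in microglia-like nuclei. Keeping doublets gave 116 in *Lamp5*-like, 14 in oligodendrocyte-like, 625 in OPC-like and 33 in microglia-like nuclei, and naming without integration gave 2 in CA1-like, 97 in *Lamp5*-like and 382 in OPC-like nuclei. The earlier quasi-likelihood test of edgeR moved none of these counts by that much. The cause was not tested for any of them.

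Replicate numbers mark the sex of the mouse (1 male, 2 female) and do not pair the samples, since the differences between same-numbered libraries correlated by -0.145 to 0.0786 over autosomal genes. A block for the replicate number gave 388 genes in L2/3 IT-like, 518 in L4/5 IT-like, 599 in L5/6 IT-like, 112 in L6 CT-like, 62 in CA1-like, 968 in *Pvalb*-like, 268 in *Lamp5*-like, 50 in *Vip*-like, 581 in oligodendrocyte-like, 8 in astrocyte-like and 218 in microglia-like nuclei. With this block 40 of 99 gene list tests passed in place of 38.

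Of the 38 gene list tests past an adjusted p of 0.05 with camera, 0 passed with fry (26 at an unadjusted p below 0.05) and 0 with an estimated correlation (5 at an unadjusted p below 0.05). The same fall to 0 held for ER folding and ERAD genes (from 10 subtypes), ATF4 targets (8), the phosphoserine pathway (7), tRNA synthetases (6), the mitochondrial folate cycle (4) and immediate early genes (3). On simulated data the estimated correlation found 0 of 10 raised lists, so its count says little about stability, while fry found 9 of 10. The simulated genes were drawn independently, so neither number covers lists whose genes vary together.

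Shares of classes moved with the denominator. Without neurons in it, the difference between the labels was -25.6 percentage points for oligodendrocyte-like, 0.761 for OPC-like, 17.7 for astrocyte-like, 0.551 for microglia-like and 6.60 for endothelial-like nuclei. Named without integration, the difference for OPC-like nuclei was -0.453 points. With each library left out, the difference in DG-like nuclei, as a share of neuron-like nuclei, lay between -3.29 and -1.09 points, and as a share of all nuclei it was -0.793 points with all libraries. With each library left out, the difference in oligodendrocyte-like nuclei lay between -11.8 and -9.86 points and that in neuron-like nuclei between 4.52 and 13.2 points. Among subtypes, the difference for CA3-like nuclei was 0.141 points with doublets kept, -0.0524 named without integration and 0.257 as a share of all nuclei. For *Lamp5*-like nuclei it was 0.114, 0.0439 and 0.226 points in the same order, and as a share of all nuclei it was 0.277 for *Pvalb*-like and 0.0615 for *Sst*-like nuclei.

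The share of nuclei with a *Derl3* UMI depends on depth by construction. Unthinned and thinned to 4000 UMIs it was 30.2% and 18.5% in DG-like, 47.6% and 25.9% in *Pvalb*-like, 53.8% and 30.2% in *Sst*-like, 26.5% and 15.2% in *Lamp5*-like, 8.93% and 3.55% in L4/5 IT-like and 6.50% and 4.94% in OPC-like nuclei.

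For 229 fold changes of single genes, 3024 values under alternatives were compared. Of these, 2461 kept their call and size, 206 lost the call, 9 gained it, 340 moved in size and 8 changed sign, and 75 of the 229 had the same call under every alternative tested. The changes of sign were without a call on either side. Thinning turned *Ern1* in DG-like neurons to -0.45, *Mthfd1* in DG-like neurons to 0.19, *Erlec1* in *Sst*-like neurons to -0.0393 and *Mthfd1* in *Sst*-like neurons to 0.0266. In OPC-like nuclei, naming without integration turned the neuronal genes *Gad1*, *Meg3* and *Slc17a7* to -0.0515, -0.174 and -0.0355, and keeping doublets turned *Meg3* to -0.0775. Leaving out the filter took away 84 calls, DESeq2 31 and thinning 29. Numbers of genes with a larger rise than in CA1-like neurons did not move by more than 1.5 times under any alternative.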

Differences from the paper's values

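No value in this part comes from a test chosen only after the result was seen.

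For L2/3 IT-like neurons the paper shows about 150 differentially expressed genes (Supplemental Figure 8B, read by eye), against 74 here. With DESeq2 the count was 176, and no other alternative set before the data were examined came within 1.5 times of the paper's value.

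For *Lamp5*-like neurons the paper shows about 120 such genes (Supplemental Figure 8B, read by eye), against 50 here. With doublets kept the count was 116 and with names given without integration it was 97, while the other alternatives set before the data were examined stayed more than 1.5 times away.

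For CA1-like neurons the paper shows about 7 such genes (Supplemental Figure 8B, read by eye), against 1 here. With pseudobulks thinned to a common total the count was 8, and no other alternative set before the data were examined came within 1.5 times.

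The paper describes *Ern1*, *Atf6* and *Atf4* as not changed. Of the 11 subtypes, *Ern1* and *Atf4* passed an adjusted p of 0.05 in 1 each and *Atf6* in 2 (edgeR). The log2 fold changes in *Sst*-like neurons were 0.85, 1.16 and 1.06 in the order *Ern1*, *Atf6*, *Atf4*, and *Ern1* was at 0.54 without the library labelled *Sel1L fl/fl* replicate 2.

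The paper describes the astrocyte and microglial shares as not changed. The astrocyte-like share was 3.51% in the libraries labelled *Sel1L fl/fl* and 7.33% in those labelled *Sel1L SynCre*, with a difference of 0.663 points without the *Sel1L SynCre*-labelled replicate 1. Without neurons in the denominator it was 10.3% and 28.0%, with no overlap between labels. The microglia-like share was 7.78% and 5.84% in the same order, also without overlap (exact permutation test, two-sided p = 0.333). Among nuclei other than neurons the microglia-like share was 23.1% and 23.6%, with overlap.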

Other observations

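The tests of this part were chosen only after the result was seen, apart from those of recombination in part of the nuclei and of doublets or misnamed nuclei.

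In cortical and CA3 subtypes with a smaller response, nuclei with a *Derl3* UMI had higher levels of the other genes of Figure 6K than nuclei without. Doublets with DG-like or inhibitory neurons would bring their markers along, but inhibitory markers were at 16.3 CPM in L2/3 IT-like nuclei with a *Derl3* UMI and 13.6 CPM in those without, against 1745 CPM in *Sst*-like neurons. In CA3-like nuclei these were 97.3 and 32.9 CPM, so a small part stays open there. If the Cre had acted in part of the nuclei, those with a Cre UMI would be higher too. In L4/5 IT-like nuclei of the *Sel1L SynCre*-labelled replicates 1 and 2, the median log2 ratio of nuclei with a Cre UMI to those without was 0.63 (19 against 467 nuclei) and 0.47 (28 against 628), and 0 of 10000 random lists were as high in either. In the library labelled *Sel1L fl/fl* replicate 1 the ratio was -0.01. In CA3-like nuclei it was 0.14 in the *Sel1L SynCre*-labelled replicate 2 (19 against 130 nuclei, 11 of 20 genes higher, 184 of 10000 random lists as high), which decides little, and L2/3 IT-, L5/6 IT- and L6 CT-like nuclei labelled *Sel1L SynCre* had too few with a Cre UMI to be compared. In DG-, *Pvalb*- and *Sst*-like neurons labelled *Sel1L SynCre* it lay between -0.28 and 0.03, so nuclei with and without a Cre UMI were not set apart there. The data are consistent with recombination in part of the L4/5 IT-like nuclei, as a hypothesis, and the smaller mean response there may in part reflect a smaller share of recombined nuclei. The paper's staining found SEL1L missing in a part of the cortical neurons, without separating their subtypes. In CA3 it found deletion nearly complete, which argues against recombination in only part of the nuclei there. For the other subtypes, recombination in part of the nuclei stays open.

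The lower share of oligodendrocyte-like nuclei in the libraries labelled *Sel1L SynCre* is not accounted for by the larger share of neurons, since the ratio among nuclei other than neurons was still 0.461. A difference in dissection cannot be told apart from a loss of these cells. Choroid plexus markers were at 288 CPM in the *Sel1L SynCre*-labelled replicate 1, against 146 CPM in replicate 2 and 136 and 98.3 CPM in the libraries labelled *Sel1L fl/fl*, so tissue differed between samples, and nothing in the counts ties white matter to it.

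In OPC-like nuclei, the fall of *Bcas1*, *Mbp* and *Enpp6* is consistent with another make-up of the cluster. With immature oligodendrocyte-like nuclei named apart, the log2 fold change of *Bcas1* was -0.21, from -1.36. The genes of dividing cells fell either way, with *Top2a* at 80 and 71 UMIs against 0 and 0 and *Mki67* at -3.19 on the log2 scale. Tested as lists, ATF4 targets had a median log2 fold change of 2.75 (camera adjusted p = 5.1e-22), tRNA synthetases 1.28, the mitochondrial folate cycle 1.73, ER folding and ERAD genes 0.52, the phosphoserine pathway 1.03 and immediate early genes 0.66 in OPC-like nuclei, where 6 of 9 lists passed. In oligodendrocyte-like nuclei 4 of 9 passed, among them ATF4 targets at 0.67 (camera adjusted p = 2.7e-07), tRNA synthetases at 0.57 and ER folding and ERAD genes at 0.29. The other was the list of cytosolic folate and methionine genes, at 0.44 (camera adjusted p = 0.0095). In astrocyte-like nuclei the ATF4 targets had 0.32 (camera adjusted p = 0.0112) and immediate early genes 0.84 (camera adjusted p = 0.00593). No list passed in microglia-like nuclei, with 0 tests at an unadjusted p below 0.05.

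The genes of Figure 8D that rose in neurons are those of the mitochondrial folate cycle and the phosphoserine pathway, which the paper's model places with ATF4. Other folate enzymes and carriers did not rise as a list, with a smallest adjusted p of 0.291 over 11 subtypes (camera) and 0 tests at an unadjusted p below 0.05. The rise is consistent with activation of ATF4 targets with no rise of the other folate enzymes as a list. Single genes outside Figure 8D rose too, such as *Cth* of the transsulfuration pathway in *Pvalb*-like neurons (log2 fold change 5.17, edgeR adjusted p = 0.000414, or 4.13 without the *Sel1L SynCre*-labelled replicate 1), so this does not cover all of 1-carbon metabolism. Lists of few genes with low counts leave small changes open.

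Oligodendrocyte-like nuclei were a smaller share with the label *Sel1L SynCre*, but less free RNA from them would not explain most of the genes that fell in neurons. Of those in *Sst*-like neurons, 3.93% had over 5 times the level in oligodendrocyte-like nuclei, against 3.31% of all genes tested. In L2/3 IT-like neurons it was 4 of 27 genes, or 14.8% against 4.87%, and in L6 CT-like neurons 2 of 14 genes, or 14.3% against 4.71%. It was also higher in L4/5 IT-like neurons (7.23% against 4.79%) and *Vip*-like neurons (1 of 2 genes), but not in L5/6 IT-, CA3- and *Lamp5*-like neurons. Free RNA stays open for part of the falls in L2/3 IT-, L6 CT-, L4/5 IT- and *Vip*-like neurons.

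*Fkbp5* was higher with the label *Sel1L SynCre* in 15 of 15 classes and past an adjusted p of 0.05 in 9 (edgeR), among them astrocyte-like nuclei (log2 fold change 3.32). *Phldb2* was lower in 12 of 12 classes in which it was tested and past the threshold in 6. No explanation of either was tested.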
